# The Lys‐motif receptor *LYK4* mediates *Enterobacter* sp. SA187 triggered salt tolerance in *Arabidopsis thaliana*

**DOI:** 10.1111/1462-2920.15839

**Published:** 2021-12-23

**Authors:** Eleonora Rolli, Axel de Zélicourt, Hanin Alzubaidy, Michael Karampelias, Sabiha Parween, Naganand Rayapuram, Baoda Han, Katja Froehlich, Aala A. Abulfaraj, Hanna Alhoraibi, Kiruthiga Mariappan, Cristina Andrés‐Barrao, Jean Colcombet, Heribert Hirt

## Abstract

Root endophytes establish beneficial interactions with plants, improving holobiont resilience and fitness, but how plant immunity accommodates beneficial microbes is poorly understood. The multi‐stress tolerance‐inducing endophyte *Enterobacter* sp. SA187 triggers a canonical immune response in Arabidopsis only at high bacterial dosage (>10^8^ CFUs ml^−1^), suggesting that SA187 is able to evade or suppress the plant defence system at lower titres. Although SA187 flagellin epitopes are recognized by the *FLS2* receptor, SA187‐triggered salt tolerance functions independently of the *FLS2* system. In contrast, overexpression of the chitin receptor components *LYK4* and *LYK5* compromised the beneficial effect of SA187 on Arabidopsis, while it was enhanced in *lyk4* mutant plants. Transcriptome analysis revealed that the role of *LYK4* is intertwined with a function in remodelling defence responses with growth and root developmental processes. *LYK4* interferes with modification of plant ethylene homeostasis by *Enterobacter* SA187 to boost salt stress resistance. Collectively, these results contribute to unlock the crosstalk between components of the plant immune system and beneficial microbes and point to a new role for the Lys‐motif receptor *LYK4* in beneficial plant–microbe interaction.

## Introduction

The rhizosphere, a narrow zone of nutrient‐rich soil that surrounds and is influenced by plant roots, is densely colonized by a plethora of microorganisms, including fungi, bacteria, protists, nematodes and invertebrates (Delgado‐Baquerizo *et al*., 2016; Pascale *et al*., 2020). At a significant cost of carbon and nitrogen for the plant (Pausch and Kuzyakov, 2018), the root system releases a vast array of primary and specialized metabolites into the rhizosphere (Olanrewaju *et al*., 2019), influencing the root chemistry (Rolfe *et al*., 2019) to recruit, repel, shape, signal or interfere with the rhizosphere microbiome (Liu *et al*., 2021), with the ultimate benefit of promoting beneficial microorganisms (Rolli *et al*., 2021) while combating pathogenic ones (Venturi and Keel, 2016). The plant microbiome can act as a critical extension of the plant phenotype (Berendsen *et al*., 2012; Zhang *et al*., 2021) to help in the uptake of nutrients (Dhawi *et al*., 2015; Babalola *et al*., 2020), in enhancing stress tolerance (Marasco *et al*., 2012; Rolli *et al*., 2015; Liu *et al*., 2020), or in protecting plants against pathogens, through antagonism and competition or by stimulating the plant immune system (Berendsen *et al*., 2012; Vannier *et al*., 2019). The plant immune system represents the biological barrier that detects and discriminates among invaders, symbiotic or mutualistic microorganisms (Cook *et al*., 2015; Nishad *et al*., 2020).

Microorganisms possess microbe‐associated molecular patterns (MAMPs), like flagellin, elongation factor Tu (EF‐Tu), cold shock protein, lipopolysaccharide (LPS) or chitin (Boutrot and Zipfel, 2017), which are perceived and discriminated by pattern recognition receptors (PRRs) on the plant cell surface. Once activated, PRRs recruit and form complexes with receptor‐like cytoplasmic kinases to trigger MAMP‐triggered immunity (MTI), which can be efficiently induced against potential pathogens within minutes after activation. H^+^ and Ca^2+^ fluxes as well as the production of reactive oxygen species (ROS) are among the earliest responses to MAMP detection (Bigeard *et al*., 2015). Mediated by Ca^2+^‐dependent protein kinases and mitogen‐activated protein kinases (MAPKs), these signalling cascades eventually trigger the transcriptional regulation of defence related genes, leading to callose deposition, antimicrobial compound synthesis and defence hormone regulation, like salicylic acid (SA), ethylene and jasmonic acid (JA) (Nishad *et al*., 2020). The plant immune response has been extensively investigated in the context of recognition of plant pathogens. However, the complex interplay occurring during beneficial interaction is less understood, although attracting increasing interest due to the role played by the beneficial microbiome for holobiont fitness (Voolstra and Ziegler, 2020). Furthermore, only a modest array of studies investigates the plant immune modulation in the context of abiotic stress to favour the recruitment of beneficial bacteria able to sustain plant growth under adverse environmental conditions (Cheng *et al*., 2019; Saijo and Loo, 2020). Successful interactions need to stimulate symbiotic signalling pathways, as in the case of the nitrogen‐fixing symbiosis with rhizobia or mycorrhizal fungi (Wang *et al*., 2018) or to evade and suppress plant immune responses by free‐living plant growth promoting bacteria (Zamioudis and Pieterse, 2012).

Different escaping strategies have been documented for beneficial bacteria. For instance, in grapevine, the *FLS2* receptor differentially recognizes Flg22 epitopes derived from beneficial *Paraburkholderia phytofirmans* strain PsJN compared with those produced by the pathogenic bacteria *Pseudomonas aeruginosa* strain PAK and *Xanthomonas campestris* pv. *campestris*, inducing a reduced immune response (Trdá *et al*., 2014). Recent reports documented that *Pseudomonas simiae* WCS417 and *Bacillus subtilis* FB17 can actively suppress root immune responses (Millet *et al*., 2010; Lakshmanan *et al*., 2012; Stringlis *et al*., 2018): *P*. *simiae* WCS417 produces organic acids that decrease the environmental pH, thus suppressing immune defence (Yu *et al*., 2019), while *B*. *subtilis* FB17 acts through a JA‐dependent mechanism (Lakshmanan *et al*., 2012).

The present work investigates the interplay between Arabidopsis immune system and the beneficial endophytic bacterium *Enterobacter* sp. SA187 (de Zélicourt *et al*., 2018; Shekhawat *et al*., 2021) in the context of salt stress. The early events of interaction were investigated to evaluate whether the bacterium adopts escape strategies and we observed that plant immunity reactions to SA187 inoculation depend on the microbial concentrations to which the plant is exposed to. For titres ≤10^6^ CFUs ml^−1^, SA187 escaped plant immune detection and did not activate defence responses, while treatment with higher bacterial concentrations (≥10^8^ CFUs ml^−1^) triggered canonical immune responses that were not suppressed upon colonization (24 h). The five flagellin genes encoded by SA187 are all expressed during the interaction with the host plant and the immunogenic peptides induced canonical MAMP‐associated reactions. Furthermore, the involvement of the plant immune system in SA187‐triggered salt resistance was analysed by verifying the ability of the bacterium to support plant growth under saline conditions in several immune receptor mutants. Intriguingly, the chitin receptor *LYK4* and, to a minor degree, *LYK5* (Wan *et al*., 2012; Xue *et al*., 2019) act as negative regulators of SA187‐triggered salt stress resistance. Through phenotypic and transcriptomic approaches, we observed that *LYK4* affects SA187‐enhanced salt resistance by regulating plant defence responses, thus affecting growth and development. These data reveal that the immune receptor *LYK4* is tightly involved in the coordination of the plant immune response with the beneficial effects of SA187 to induce salt stress resistance.

## Results

### *Enterobacter* sp. SA187 triggers plant immunity responses

To assess whether *Enterobacter* sp. SA187 could lead to MTI responses, 11 days old Arabidopsis plantlets were exposed to three different SA187 dosages (Supporting Information Fig. S1A) and MAPK cascade activation was investigated as key event in immune signalling after MAMP perception. MAPK activation was monitored by western blot analysis using the anti‐pTpY antibody, which recognizes the phosphorylated forms of the three canonical MAPKs – MPK3, MPK4 and MPK6 – as a proxy of their activation (Fig. 1A). MAPK3 and MAPK6 were activated in a dose‐dependent manner only at high cell density (OD = 0.5, corresponding to 6 × 10^8^ CFUs ml^−1^ and OD = 0.1, corresponding to 1 × 10^8^ CFU ml^−1^). In contrast, at OD = 0.01, corresponding to 7 × 10^6^ CFUs ml^−1^, SA187 did not activate MAPKs (Fig. 1A). When SA187 was supplied at 6 × 10^8^ CFUs ml^−1^, MAPK activation peaked at 30 min, while the maximum activation level lasted 60 min when Arabidopsis was exposed to a bacterial density of 1 × 10^8^ CFUs ml^−1^ (Fig. 1A). These results suggest that SA187 is recognized in a dose‐dependent manner through the plant immune system.

**Fig. 1:**
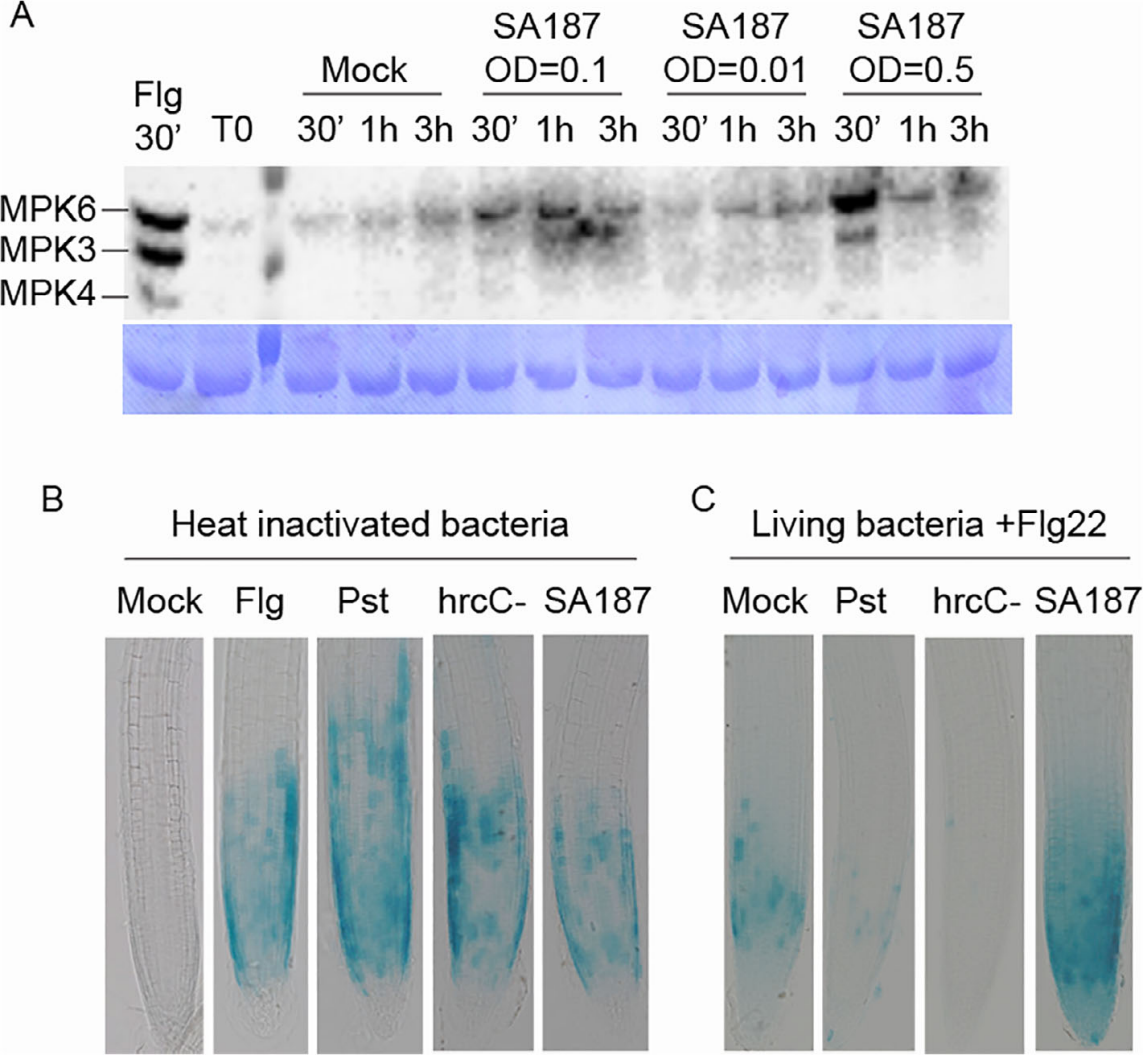
*Enterobacter* sp. SA187 induced canonical plant immune response. A. Typical MAPK activation in Col‐0 seedlings after treatment with 1 μM flagellin peptide or H_2_O (mock) or SA187 bacterial suspensions at different concentrations: 0.5 OD, 0.1 OD and 0.01 OD, corresponding respectively to 6 × 10^8^, 1 × 10^8^ and 7 × 10^6^ CFUs ml^−1^. The three detected MAPKs were identified as MAPK6, MAPK3 and MAPK4 by comparison with the positive control of plantlets treated with 1 μM flagellin peptide (Flg22) and are indicated in the figure. Coomassie staining of the membrane was adapted to show similar protein loading in each well. M = protein marker. B. GUS staining of the reporter line *pCYP71A12*::*GUS* upon treatment for 5 h with 10 μM Flg22 or heat inactivated bacteria (OD = 0.1) of *Pst* DC3000, *Pst* hrcC^−^ or SA187. C. GUS staining of the reporter line *pCYP71A12*::*GUS* that was colonized by *Pst* DC3000, *Pst* hrcC^−^ or SA187 for 10 days after germination and then treated for 5 h with 10 μM Flg22.

To determine whether Arabidopsis roots respond to MAMPs expressed by SA187, a transgenic Arabidopsis line, which expressed the GUS reporter gene under the *CYP71A12* promoter, was used. *CYP71A12* encodes a cytochrome P450 that contributes to camalexin biosynthesis (Nafisi *et al*., 2007) and is upregulated in response to flagellin (Denoux *et al*., 2008). The GUS reporter gene was induced similarly to Flg22 (10 μM) in the root meristematic and elongation zone by heat‐killed bacterial SA187 cells (OD = 0.1) in a similar fashion to heat‐killed bacterial cells of the pathogen *Pseudomonas syringae* pv. tomato DC3000 (*Pst*) or the *Pst* mutant hrcC (*hrcC‐*), that lacks a functional the type III secretion system (T3SS) for injecting effectors into the host cells (Fig. 1B). This result indicates that SA187 possesses MAMPs similar to known pathogenic *Pseudomonas* strains and is able to induce analogous immunity reactions in roots. Surprisingly, colonization by living SA187 cells could not suppress the Flg22‐induced GUS expression by the *CYP71A12* promoter (Fig. 1C). Based on these observations, SA187 is recognized by the plant immune system and triggers typical Flg22‐like immune responses, but it is unable to suppress these upon colonization.

### SA187‐encoded flagellins trigger canonical MAMP‐induced responses

To verify whether SA187 MAMPs can be differentially discriminated by the plant immune system, our attention was caught by the presence of five different *fliC* genes encoding different flagellin variants in the *Enterobacter* sp. SA187 genome (Andrés‐Barrao *et al*., 2017). The expression of the five *fliC* genes was evaluated in SA187 cells colonizing Arabidopsis plantlets for 14 days in the presence or absence of 100 mM NaCl. All five *fliC* genes were expressed at similar expression levels irrespective of the presence or absence of salt stress (Fig. 2A). The five SA187 FliC proteins contain in their N‐terminus an amino acid motif that is 60%–80% identical to the 22 amino acid Flg22 peptide recognized as a MAMP by Arabidopsis (Supporting Information Fig. S2A). As some pathogens and symbiotic bacteria carry mutations in their flagellin proteins to escape recognition by *FLS2* (Trdá *et al*., 2014), we wondered whether SA187 FliC amino acid differences also allow such evasion. Four SA187 *fliC*‐encoded Flg22 (SA187‐FliC) peptides, further referred to as P1, P2, P3 and P4/P5, were synthesized and tested for their biological activity in Arabidopsis. First, we treated separately plantlets with the four peptides at concentrations of 100 nM and 1 μM to test whether the three MAMP‐induced MAPKs were activated (Figs 2B and S2B). The kinetics and intensity of activation were similar for Flg22 and SA187‐FliC peptides, with the notable exception of P1 that induced a lower response (Figs 2B and S2B). In a seedling growth inhibition assay, the SA187 and Flg22 peptides also showed similar growth inhibitory activity that was fully dependent on *FLS2* integrity (Figs 2C and D and S2C). Then, the induction of typical MAMP‐responsive genes was assessed upon a 60 min treatment with 100 nM Flg22 or SA187‐FliC peptides. P2, P3 and P4/5 peptides showed a similar induction of immunity‐related genes as Flg22, while P1 induced the transcription of the marker genes to a much lower degree (Fig. 2E). Therefore, the Arabidopsis immune system recognizes most SA187‐FliC peptides in a similar way as Flg22.

**Fig. 2:**
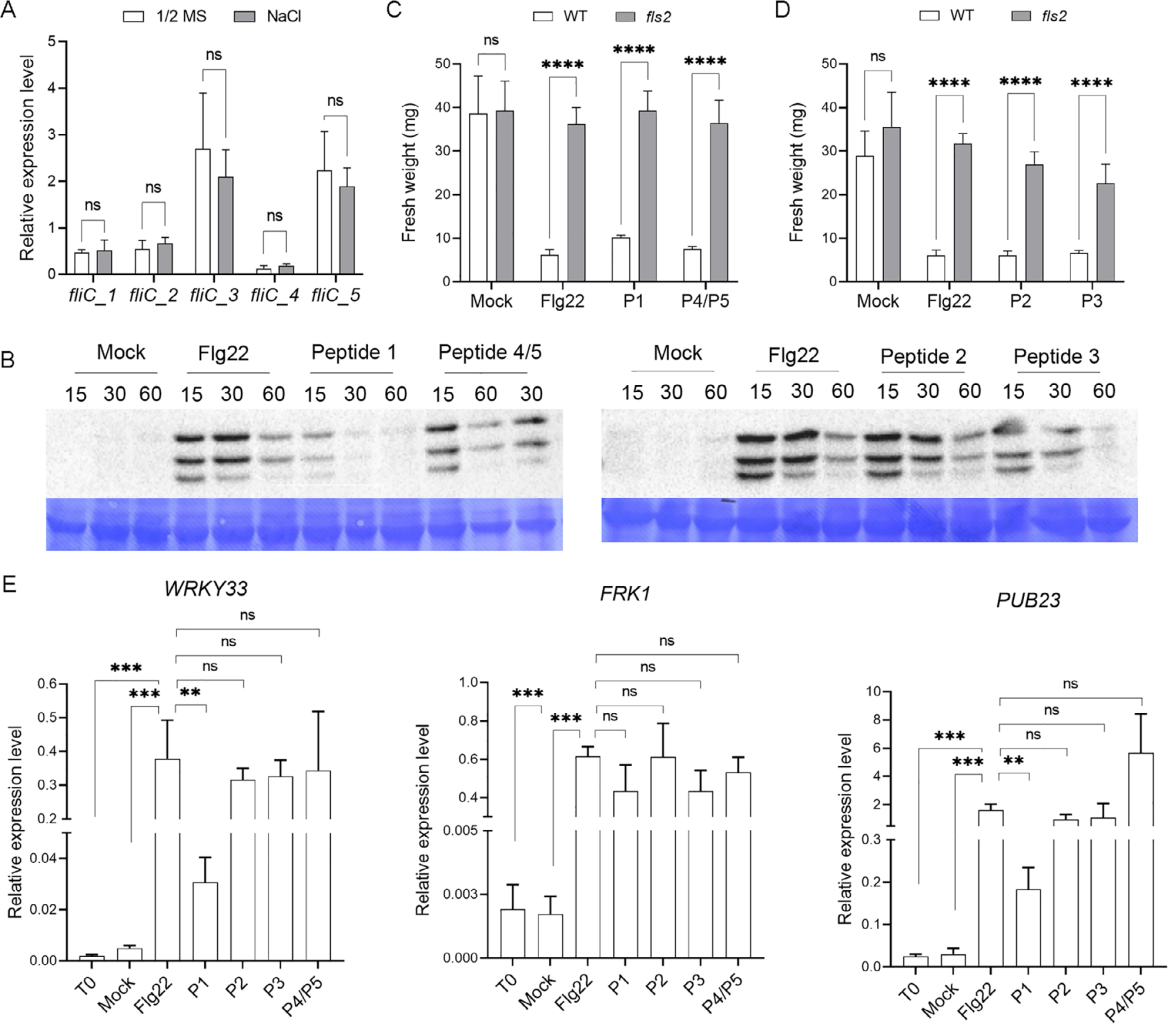
SA187‐encoded flagellins are endowed with MAMP features. A. SA187 encoded FliC genes expression in 14 day**‐**Arabidopsis colonized plantlets in 1/2 MS medium and 1/2 MS medium supplemented with 100 mM NaCl. Transcript accumulation is expressed as relative to the average of the transcript level of infB as reference gene, accordingly to Andrés‐Barrao *et al*. (2017). Bars represent average of three replicates ± SD. No difference in the relative expression level of each FliC gene was observed in the two assayed conditions according to two‐way ANOVA with Bonferroni's multiple comparison test (*P* ≥ 0.05). B. Time course MAPK activation in 11 days old Col‐0 seedlings after treatment with 100 nM of 22aa‐flagellin peptides encoded by SA187 in comparison to *Pseudomonas aeruginosa* Flg22 or mock inoculation for 15, 30 and 60 min. Coomassie staining of the membrane was adopted to show similar protein loading in each well. M = protein marker. C. Seedling growth inhibition assay. Five‐day‐old Col‐0 and *fls2* seedlings were transferred to liquid 1/2 MS supplemented or not with Flg22 and the different SA187‐encoded flagellin peptides at 1 μM concentration. Plants were weighted 7 days after treatment. Bars represent the average ± SD (*n* = 12). Statistical analysis was performed by applying the two‐way ANOVA with Bonferroni's test. ***P ≤ 0.001, n.s: statistically non‐significant. D. MAMP‐triggered immunity (MTI) marker genes induction in 11 days old Col‐0 seedlings at 60 min in response to 100 nM flagellin peptides. Transcript accumulation is expressed relative to the average of the transcript level of actin as reference gene. Bars represent average of three technical replicates ± SD. Results are representative of two independent experiments. Statistical analysis was performed by applying the unpaired *t*‐test, by comparing the relative expression of the target genes to the sample treated with Flg22. ***P ≤ 0.001, **P ≤ 0.01; n.s: statistically non‐significant.

### Among the MAMP receptor components, *LYK4* and *LYK5* mediate the beneficial effect of SA187 in Arabidopsis

To identify the PRRs involved in the signalling of SA187‐mediated salt resistance, we tested whether plantlets impaired in well‐described MAMP receptors like *fls2*, *efr1*, *cerk1*, *lyk4* and *lyk5*, show enhanced salt tolerance when treated with SA187. Plantlets of SA187‐treated *fls2*, *efr1* and *cerk1* mutants, which are insensitive to flagellin, elongation factor EF‐Tu and fungal chitin/bacterial peptidoglycan, respectively, behaved like WT under non‐salt conditions (Fig. 3A and B) or upon salt treatment (Supporting Information Table S1 and Fig. S3C and D) suggesting that they do not play a major role in this interaction. Interestingly, salt tolerance of Arabidopsis was enhanced in mutants impaired in *LYK4* (beneficial index: +64 ± 18%, average ± standard deviation) but not in its closest paralogue *LYK5* (+45 ± 6%) when compared with WT (+35 ± 8%) (Fig. 3A and Table S1). The double mutant *lyk4 lyk5* retained the *lyk4* phenotype (+51 ± 7%). *LYK4* and *LYK5* overexpressing lines (OE) were both compromised for SA187‐induced salt tolerance (+12 ± 10% in *LYK4‐OE* and +6 ± 2% in *LYK5‐OE*) (Fig. 3A and Table S1). Importantly, SA187 did not affect growth in WT, *lyk4*, *lyk5*, *lyk4*, *lyk5* as well as *LYK4‐OE* and *LYK5‐OE* under control non‐salt conditions (Supporting Information Fig. S4A–D). Overall, these results suggest that among MAMP receptors, the chitin receptor components *LYK4* and to a lesser extent *LYK5*, play a role in the beneficial interaction between Arabidopsis and SA187.

**Fig. 3:**
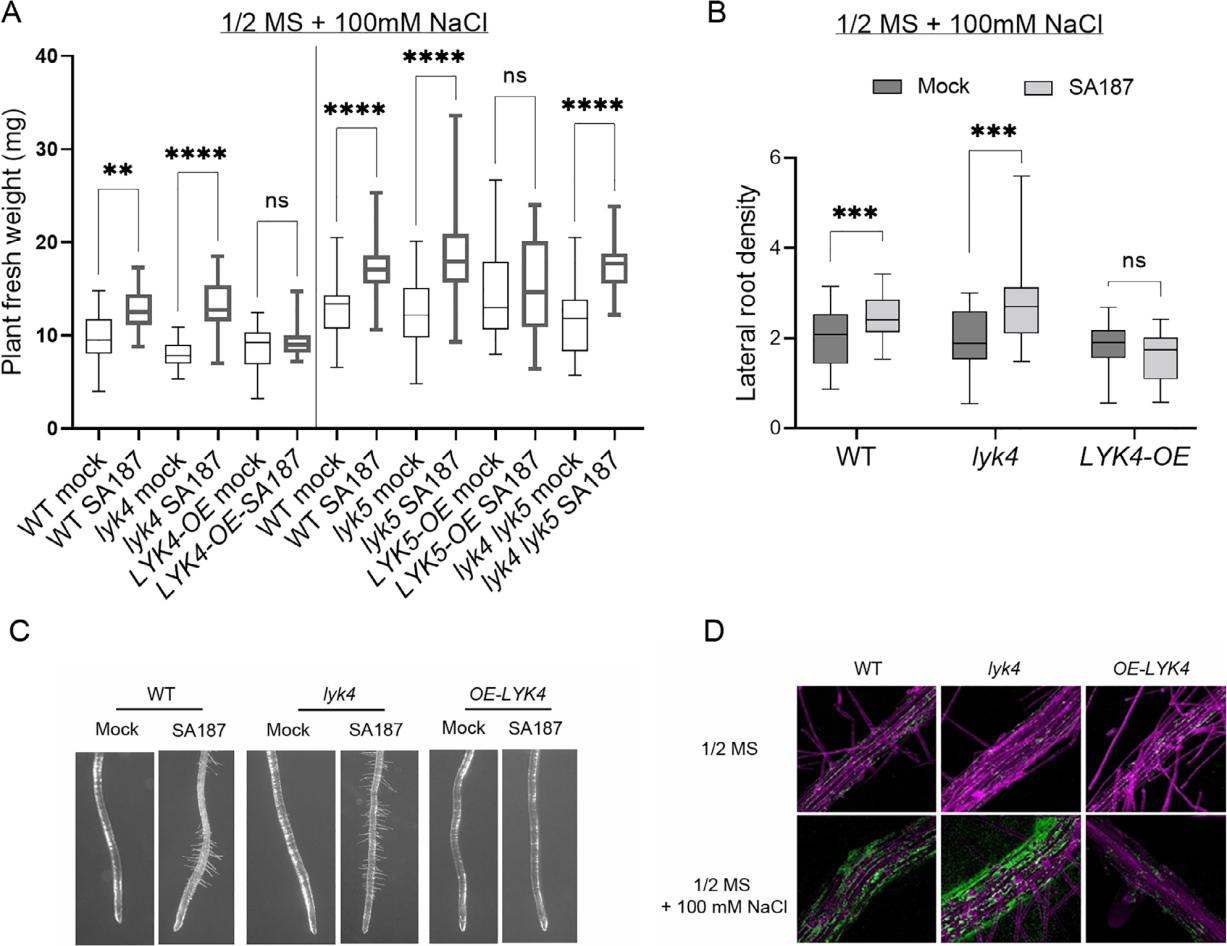
*Enterobacter* sp. SA187‐mediated salt resistance and root phenotypic analysis in *lyk4* and *LYK4* overexpressing line. A. SA187‐induced salt resistance was evaluated by measuring the total plant fresh weight of mock or SA187‐inoculated plantlets after growth for 14 days on 1/2 MS + 100 mM NaCl in WT, *lyk4*, *LYK4‐OE*, *lyk5*, *LYK5‐OE* and *lyk4 lyk5* backgrounds. Since the experiments with the listed genetic backgrounds showed in the graph were not run all together, the vertical black line was used to separate the two different sets of experiments for which the corresponding WT values are reported. Total plant fresh weight of mock or SA187‐inoculated plantlets in WT, *lyk4* and *LYK4‐OE* backgrounds were run in three independent experiments. 25 ≤ no. of plants ≥ 36. Total plant fresh weight of mock or SA187‐inoculated plantlets in WT, *lyk5* and *LYK5‐OE* and *lyk4 lyk5* backgrounds were run in three independent experiments. Number of plants = 33. Statistical analysis was performed by applying the two‐way ANOVA with Bonferroni's test. **P ≤ 0.01; ****P ≤ 0.0001; ns: statistically non‐significant. B. Root lateral density was calculated as the ratio between the no. of secondary roots *per* the primary root length (reported in Fig. S7) measured at 8 days after transferring mock or SA187‐inoculated 5 days old plantlets on plates containing ½ MS + 100 mM NaCl. C. Microscopic observation of root hair morphology of mock or SA187‐inoculated WT, *lyk4* and *LYK4‐OE* plantlets after growth for 13 days on ½ MS + 100 mM NaCl. D. Root colonization pattern of SA187‐*GFP* on WT, *lyk4* and *LYK4‐OE* seedlings grown for 5 days on ½ MS without (upper panel) or with 100 mM NaCl (lower panel).

### SA187 affected plant growth and reshaped root architecture in plants affected in *LYK4* gene

SA187–Arabidopsis interaction was analysed in more detail in *LYK4* affected backgrounds. Both the shoot and root systems in SA187‐colonized *lyk4* plants were significantly more developed than uncolonized plants in presence of 100 mM NaCl, but this beneficial induced by SA187 was completely abrogated in *LYK4‐OE* (Figs 3A and S5A and B).

SA187 colonization also induced major changes in root architecture. Under non‐salt conditions, SA187 induced a higher root density in the WT and *lyk4*, but not in the *OE* line. In the WT and *LYK4‐OE*, this effect was due to an increase in the number of secondary roots, while in *lyk4*, SA187 caused a slight decrease in the primary root length but did not affect the lateral root number (Supporting Information Fig. S6A–C). Under salt stress conditions, in SA187‐colonized *lyk4* plants, lateral root number and density was significantly increased compared to WT (Fig. 3B). In *LYK4‐OE* plants, the enhanced lateral root number and density, which was induced by SA187 in WT plants, was completely abrogated (Fig. S7A and B). Microscopic observation of root architecture highlighted that SA187‐induced root hair formation was enhanced in *lyk4* but completely compromised in *LYK4‐OE* plants, indicating that *LYK4* suppresses SA187‐induced modification of root hair growth (Fig. 3C).

### *LYK4* regulates root colonization by SA187 under salt stress

The engineered strain SA187‐GFP which constitutively expresses the green fluorescent protein (GFP; de Zélicourt *et al*., 2018) was exploited to evaluate the bacterium colonization ability in the different genetic backgrounds. Confocal laser scanning microscopy analysis of plantlets colonized by SA187‐GFP confirmed that under non‐salt conditions, the bacterium colonizes the mature root system but with a preference of the root tip region (de Zélicourt *et al*., 2018) in WT, *lyk4* and *LYK4‐OE* lines (Fig. 3D). When roots were transferred to salt containing medium (100 mM NaCl), colonization was induced in the mature root but preferentially in the newly formed region of the primary root. In comparison to WT, under salt stress conditions, *lyk4* mutant plants showed enhanced root colonization by SA187, whereas root colonization is hampered in *LYK4‐OE* during the early time points of the interaction (Fig. 3D). Re‐isolation experiments from SA187‐treated roots are in agreement with the microscopy data, showing that the bacterium colonization is enhanced in WT under salt stress. Colonization in *lyk4* mutant is significantly higher under both assayed conditions compared to the WT, while *LYK4‐OE* showed lower colonization levels that are not altered on control condition or under salt stress (Supporting Information Fig. S8). These results show that *LYK4* plays an important role in the regulation of SA187 colonization.

### Role of *LYK4* in SA187‐induced reprogramming of global gene expression under control conditions

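Whole plantlets of Arabidopsis Col-0 (WT), of the *lyk4* insertion line and of a line published as overexpressing *LYK4* (*LYK4-OE*) were sequenced, with 3 libraries for each of 12 groups. Seeds were sown with the endophytic bacterium *Enterobacter* sp. SA187 or without it (mock), and seedlings of 5 days were moved for 14 days to 1/2 MS medium or to 1/2 MS with 100 mM NaCl (salt). The authors deposited normalized counts as log2 values after the addition of 1, with 1 scaling factor per library. These log2 values were taken as deposited for the 20803 genes with a mean normalized count of at least 10 over the 36 libraries. A linear model of limma with 12 group means compared the groups, with 24 residual degrees of freedom for the spread. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 0.6 or below -0.6, the paper's own thresholds. The median standard error was 0.176 for a comparison of SA187 with mock and 0.249 for a difference between 2 such effects. On MS, mock libraries held 30.6 M to 60.8 M assigned reads (median 33.8) in WT, 27.4 to 69.3 (34.7) in *lyk4* and 24.0 to 34.6 (31.0) in *LYK4-OE*, and SA187 libraries 23.5 to 47.5 (38.5), 34.5 to 69.5 (57.9) and 56.5 to 183 (58.1). On salt, mock libraries held 32.8 to 48.9 (41.5), 28.1 to 66.0 (35.8) and 29.2 to 62.2 (52.8), and SA187 libraries 48.3 to 61.9 (52.0), 21.3 to 47.4 (45.4) and 36.9 to 49.0 (37.0). Nothing states that the libraries of a group come from separate cultures, so all p values measure the spread between these samples.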

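*LYK4* (AT2G23770, chromosome 2, 10119973 to 10122479 in TAIR10.1, as for all coordinates here) encodes a LysM receptor-like kinase of chitin perception and is the gene altered in both lines. Its transcripts were lower in the libraries labelled *lyk4* than in WT and were not higher in the libraries labelled *LYK4-OE*. On MS without SA187, the normalized counts were 613, 588 and 611 in WT, 344, 271 and 342 in *lyk4*, and 396, 524 and 397 in *LYK4-OE*. With SA187 on MS they were 895, 592 and 710.2 in WT, 511, 372 and 368 in *lyk4*, and 587, 705 and 836 in *LYK4-OE*. On salt without SA187 they were 324, 396 and 441 in WT, 177, 239.7 and 232 in *lyk4*, and 279, 217 and 591 in *LYK4-OE*. With SA187 on salt they were 451, 461 and 330.2 in WT, 286, 169 and 277 in *lyk4*, and 285, 332 and 327 in *LYK4-OE*. Averaged over the 4 combinations of medium and inoculation, *LYK4* was lower in *lyk4*, with a mean log2 difference of -0.84 and the 4 differences between -0.93 and -0.78 (exact permutation test within combinations, two-sided p = 1.25e-05). For *LYK4-OE* the mean log2 difference was -0.28, with the 4 differences between -0.47 and -0.041 (same exact permutation test, two-sided p = 0.0488). Directions drawn from these libraries are therefore given for the libraries labelled *LYK4-OE*, a name that does not stand here for a higher *LYK4* transcript.

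**Figure D1:**
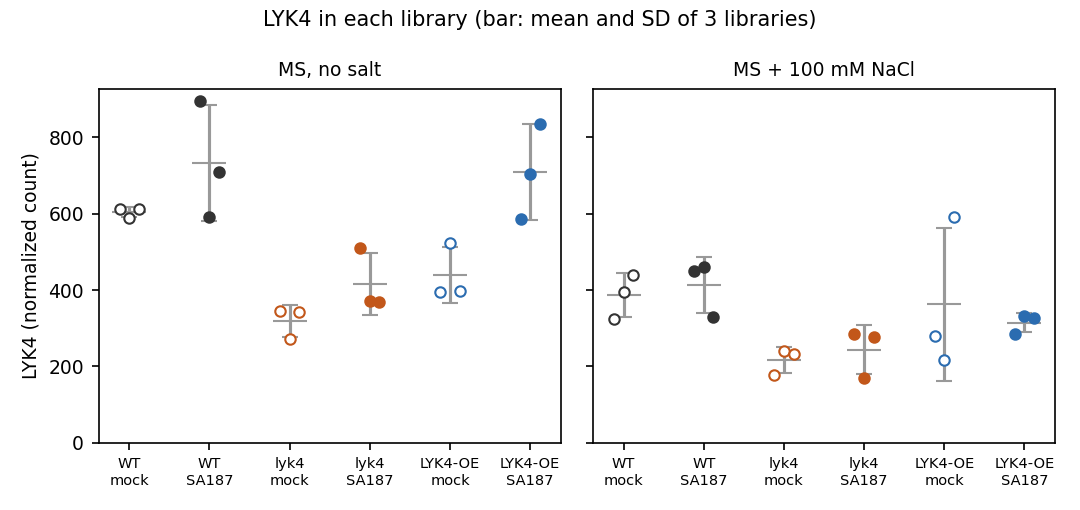
Normalized counts of *LYK4* in each of the 36 libraries by genotype, medium and inoculation. In mock plants on MS the WT libraries sit between 588 and 613, above all *lyk4* libraries (271 to 344) and all libraries labelled *LYK4-OE* (396 to 524).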

To uncover the role of *LYK4* in the SA187–Arabidopsis interaction, RNA‐Seq analysis was performed comparing the transcriptomes of non‐colonized (mock) versus SA187‐colonized plants in WT, *lyk4* and *LYK4‐OE* under non‐salt conditions and under salt stress. We first wondered to which extent the SA187 regulated genes depend on the *LYK4* receptor under non‐salt conditions (1/2 MS). Under resting conditions, 1912 genes were differentially expressed (DEGs) in the comparison between non‐colonized and SA187‐colonized WT, *lyk4* and *LYK4‐OE* plants. 

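With SA187 on MS, 717 genes changed in WT, of which 601 (83.8%) were higher and 116 lower than in mock plants. In *lyk4* 497 genes were higher and 353 lower, and in the libraries labelled *LYK4-OE* 559 were higher and 210 lower. *PR1* (AT2G14610), a marker of systemic acquired resistance, had the largest log2 fold change in WT, 8.08 (standard error 1.06, limma adjusted p = 2.7e-06). The membrane protein gene *PCR1* (AT1G14880) reached 6.64 (standard error 0.70, limma adjusted p = 3.4e-08) and the wall-associated kinase gene *WAK3* (AT1G21240) 6.54 (standard error 1.08, limma adjusted p = 0.000110). In *lyk4* *AT4G12500*, of a lipid transfer protein family, reached 6.23 (standard error 0.53, limma adjusted p = 2.0e-09), and in *LYK4-OE* the potassium transporter gene *HAK5* (AT4G13420) fell with a log2 fold change of -3.39 (standard error 0.53, limma adjusted p = 4.7e-05). In at least 1 genotype 1341 genes were called, 362 of them in all 3 genotypes and 708 in a single one. Of the 1912 genes in the paper's clusters for MS, 1837 were tested and 1158 of these (63.0%) were called, and 183 called genes were outside the clusters. Among the genes called in WT, 97.4% had a change of the same sign in *lyk4* and 98.3% in *LYK4-OE*. Called higher in both WT and *lyk4* were 358 genes, where independent calls would share 14.4. WT mock MS replicate 2 stands apart, with a value of 0 for 44 genes that have at least 20 counts in both other replicates, and without it the WT count was 626. The WT count was 470 and 477 without WT SA187 MS replicates 1 and 3, and the *lyk4* count was 497 without *lyk4* mock MS replicate 2 and 406 without *lyk4* SA187 MS replicate 1.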

Using hierarchical clustering, the transcriptome was organized in 20 groups (Supporting Information Fig. S9A and B). Each cluster was analysed for gene ontology enrichment (GO) using DAVID database (Database for Annotation, Visualization and Integrated Discovery; Huang *et al*., 2009; Fig. S10 and File S1).

Cluster 11 and 14 were among the largest ones, consisting of 375 (19.6%) and 186 (9.7%) DEGs, respectively, which were similarly induced in WT, *lyk4* and *LYK4‐*OE upon colonization with SA187 and hence independent of *LYK4* (Supporting Information Fig. S10A and B). 

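The 368 tested genes of cluster 11 had a median log2 change with SA187 of 1.19 in WT, 1.09 in *lyk4* and 1.23 in the libraries labelled *LYK4-OE*, and 286, 261 and 291 of them were called higher. *LURP1* (AT2G14560), needed for basal defence against an oomycete, had log2 fold changes of 5.43 (standard error 0.49, limma adjusted p = 4.2e-09) in WT and 3.59 (standard error 0.49, limma adjusted p = 8.5e-06) in *lyk4*. The amino acid transporter gene *LHT1* (AT5G40780) rose by 2.51 (standard error 0.26, limma adjusted p = 2.0e-08) in WT. The 185 tested genes of cluster 14 lay below 0 in all genotypes, with medians of -0.70, -0.86 and -0.81 in the same order, and 49, 97 and 71 of them were called lower. The SA187 effect in *lyk4* differed from that in WT by a median of -0.10 in cluster 11 (fry adjusted p = 0.697) and -0.15 in cluster 14 (fry adjusted p = 0.611). In *LYK4-OE* the differences were 0.030 (fry adjusted p = 0.868) and -0.14 (fry adjusted p = 0.697). The clusters were formed by the study from these libraries, so their counts are not independent evidence, and a test that is not passed leaves a difference of this size open.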

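Genes that respond to salicylic acid (SA) were higher with SA187 on MS in every genotype. Of 31 genes listed for this response before the data were examined, 27 were called higher in WT, 23 in *lyk4* and 28 in the libraries labelled *LYK4-OE*, and none was lower (30, 25 and 28 when adjusted over the list alone). Their median log2 fold change was 2.16 in WT (fry adjusted p = 2.2e-07, or adjusted p = 0.00515 with an estimated correlation), 1.63 in *lyk4* (fry adjusted p = 2.4e-06) and 2.03 in *LYK4-OE* (fry adjusted p = 2.2e-07). A value with an estimated correlation, here and below, is from camera, which compares the set with all other genes. By contrast, fry tests the set by itself, so the 2 tests ask different questions. *WRKY70* (AT3G56400), a transcription factor of SA signalling, rose by 2.41 (standard error 0.21, limma adjusted p = 1.3e-09) in WT, 1.94 (standard error 0.21, limma adjusted p = 1.8e-07) in *lyk4* and 2.36 (standard error 0.21, limma adjusted p = 1.8e-09) in *LYK4-OE*. *WAK1* (AT1G21250), a wall-associated kinase gene, rose by 2.81 (standard error 0.26, limma adjusted p = 4.2e-09) in WT, and *WRKY54* (AT2G40750) by 2.67 (standard error 0.25, limma adjusted p = 2.0e-08) in *lyk4*. *SARD1* (AT1G73805), a regulator of SA synthesis, rose by 3.68 (standard error 0.34, limma adjusted p = 3.5e-09) in *LYK4-OE*. The effect of SA187 on the list did not pass the test of a difference from WT in *lyk4* (median -0.17, fry adjusted p = 0.665) or in *LYK4-OE* (median -0.035, fry adjusted p = 0.987). On salt the median of the list was -0.86 in WT, with 4 genes called lower and 15 when adjusted over the list alone (fry adjusted p = 0.00982, but adjusted p = 0.136 with an estimated correlation). That call ended with a fry adjusted p of 0.0776 without WT mock salt replicate 1. In fits over the groups compared the list did not pass on salt in WT (fry adjusted p = 0.104) or on MS in WT and *lyk4* (fry adjusted p = 0.0705 and 0.0800). On salt the medians in *lyk4* and *LYK4-OE*, -0.49 and -0.21, did not pass (fry adjusted p = 0.163 and 0.422).

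**Figure D2:**
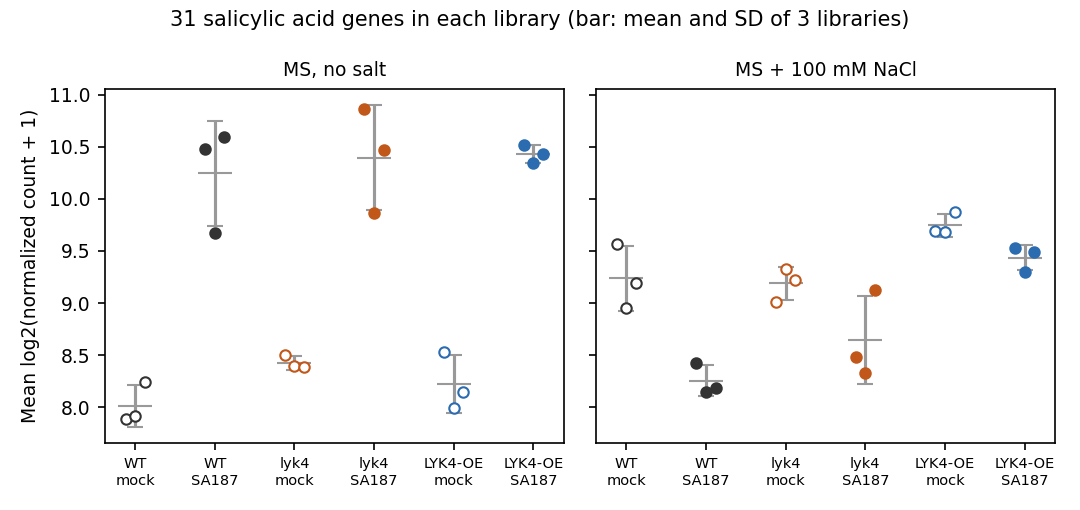
Mean log2 normalized count of the 31 genes of the SA response in each library, by genotype, medium and inoculation. On MS the libraries with SA187 lie above the mock libraries of their genotype, with a median change of 2.16 in WT.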

In cluster 11, GO terms were affiliated mainly to defence, SA response and systemic acquired resistance (Supporting Information Fig. S10A). 

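Genes of suberin and the Casparian strip were lower with SA187 on MS, and in *lyk4* and the libraries labelled *LYK4-OE* genes typical of root tissue were lower beside them. Of 21 suberin and Casparian strip genes, 1 was called lower in WT, 7 in *lyk4* and 5 in *LYK4-OE* (2, 11 and 8 when adjusted over the list alone), and none was higher. The medians were -0.48 in WT (fry adjusted p = 0.0247), -0.73 in *lyk4* (fry adjusted p = 0.00152) and -0.69 in *LYK4-OE* (fry adjusted p = 0.00183). With camera, which compares the list with all other genes, none of these passes (camera adjusted p = 0.297, 0.144 and 0.139). The WT call also ended with a fry adjusted p of 0.102 without WT mock MS replicate 3 and 0.0923 and 0.119 without WT SA187 MS replicates 1 and 3. *FAR5* (AT3G44550), which makes fatty alcohols of suberin, fell with a log2 fold change of -0.73 (standard error 0.18, limma adjusted p = 0.0112) in WT, -0.99 (standard error 0.18, limma adjusted p = 0.000520) in *lyk4* and -0.95 (standard error 0.18, limma adjusted p = 0.000723) in *LYK4-OE*. *KCS2* (AT1G04220), a fatty acid elongase gene, had -0.89 (standard error 0.16, limma adjusted p = 0.000583) in *lyk4*, and the hydroxylase gene *CYP86B1* (AT5G23190) had -1.11 (standard error 0.22, limma adjusted p = 0.00122). Of 16 genes typical of root tissue, 3 were called lower in *lyk4* and 1 in *LYK4-OE*, with medians of -0.61 (fry adjusted p = 0.00535, but adjusted p = 0.173 with an estimated correlation) and -0.36 (fry adjusted p = 0.0289, but adjusted p = 0.330 with an estimated correlation). In WT their median of -0.28 did not pass (fry adjusted p = 0.422). Over the alternatives the median in *lyk4* ran from -0.44 to -1.05. In *lyk4* SA187 MS replicate 3 the mean log2 normalized count of these genes was 9.24, against 8.15 and 8.38 in the other replicates. The aquaporin gene *TIP2;3* (AT5G47450) of this list had -1.31 (standard error 0.31, limma adjusted p = 0.00824) in *lyk4*. In *LYK4-OE* the call of this list ended with a fry adjusted p of 0.105 and 0.0969 without *LYK4-OE* mock MS replicates 1 and 3 and 0.117 and 0.182 without *LYK4-OE* SA187 MS replicates 1 and 3. In whole plantlets these values join the level per root cell with the share of root. The photosynthesis genes of the shoot, which a lower share of root would raise, had a median of -0.36 in *lyk4* and -0.13 in *LYK4-OE*, and neither passed (fry adjusted p = 0.205 and 0.688). *FAR5* in WT on MS was not called with 1 library fewer (limma adjusted p = 0.0761 and 0.0751 without WT mock MS replicates 1 and 2 and 0.114 without WT SA187 MS replicate 3). *TIP2;3* in *lyk4* on MS missed a threshold when a library was dropped (limma adjusted p = 0.133 without *lyk4* SA187 MS replicate 1).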

In cluster 14, GO terms referred mainly to oxido‐reduction processes, phenylpropanoid biosynthesis, lipid transport, suberin biosynthesis, cell wall organization, and stress response (Supporting Information Fig. S10B). These results indicate that these biological processes are not influenced by *LYK4*.

Cluster 3 encompassed 153 DEGs (8%) that were more strongly induced by SA187 in *lyk4* plants compared to WT plants (Fig. S10C) and were mainly enriched for GO terms of defence response, signalling transduction pathway and chitin response. 

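In cluster 3, which the study grouped from these same values, the median log2 change with SA187 was 1.02 in WT, 0.51 in *lyk4* and 0.91 in the libraries labelled *LYK4-OE*, with 84, 26 and 70 of 147 tested genes called higher. The SA187 effect in *lyk4* minus that in WT had a median of -0.44 and a mean of -0.69 (standard error 0.24), negative for 141 genes and positive for 6. Of 100 splits of the libraries, the real one included, 10 gave a difference as large in this cluster. In a test over all clusters formed anew here on MS, genotype labels were exchanged at random. The largest median difference over these clusters was at least the real 0.90 in 34 of 51 draws, the real one included. That test is not about cluster 3 itself. *PCC1* (AT3G22231), a gene of pathogen response, rose by 4.53 (standard error 0.38, limma adjusted p = 9.7e-10) in WT and 2.44 (standard error 0.38, limma adjusted p = 6.7e-05) in *lyk4*, a difference of -2.08 (standard error 0.54, limma adjusted p = 0.945). *AT2G39530*, which encodes a CASP-like protein, differed by -1.24 (standard error 0.32, limma adjusted p = 0.945), and no single gene of the cluster passed the test of the difference. Without SA187 all 147 genes already had higher means in *lyk4* than in WT, with a median log2 difference of 0.54, a comparison chosen after the values were seen and given without a test. The difference between the effects passed the set test (fry adjusted p = 0.0388, or adjusted p = 0.0430 with an estimated correlation). The call ended with a fry adjusted p of 0.108 without WT mock MS replicate 2, 0.0668 and 0.0557 without *lyk4* mock MS replicates 1 and 3, 0.113 and 0.110 without WT SA187 MS replicates 1 and 3 and 0.181 and 0.0720 without *lyk4* SA187 MS replicates 2 and 3. It also ended with fry adjusted p values of 0.225 from the 12 libraries compared and 0.110 from the MS libraries alone.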

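*BIR1* (AT5G48380, chromosome 5, 19604089 to 19607147) encodes a receptor-like kinase that restrains cell death and defence. With SA187 on MS it had a log2 fold change of 0.70 (standard error 0.15, limma adjusted p = 0.00249) in WT, 0.51 (standard error 0.15, limma adjusted p = 0.0360) in *lyk4* and 0.84 (standard error 0.15, limma adjusted p = 0.000293) in the libraries labelled *LYK4-OE*. The cysteine-rich receptor-like kinase (CRK) gene *CRK8* (AT4G23160, chromosome 4, 12129485 to 12134209) rose by 3.64 (standard error 0.65, limma adjusted p = 0.000326) in WT and had 1.82 (standard error 0.65, limma adjusted p = 0.102) in *lyk4*. *CRK39* (AT4G04540, chromosome 4, 2259498 to 2262320) rose by 3.70 (standard error 0.83, limma adjusted p = 0.00479) in WT and had 2.07 (standard error 0.83, limma adjusted p = 0.158) in *lyk4*. *CRK11* (AT4G23190, chromosome 4, 12140899 to 12143858) had 0.77 (standard error 0.24, limma adjusted p = 0.0631) in WT and 0.59 (standard error 0.24, limma adjusted p = 0.167) in *lyk4*. *CRK19* (AT4G23270, chromosome 4, 12170955 to 12174297) had 0.60 (standard error 0.14, limma adjusted p = 0.00479) and 0.31 (standard error 0.14, limma adjusted p = 0.195). *CRK12* (AT4G23200, chromosome 4, 12145035 to 12148041) did not pass in WT, at 1.84 (standard error 0.61, limma adjusted p = 0.0840), or in *lyk4*, at 1.57 (standard error 0.61, limma adjusted p = 0.141). The difference between *lyk4* and WT was -0.19 (standard error 0.21, limma adjusted p = 0.996) for *BIR1*, -1.82 (standard error 0.93, limma adjusted p = 0.959) for *CRK8* and -1.62 (standard error 1.18, limma adjusted p = 0.980) for *CRK39*, none of them past the test. *CRK8*, *CRK11*, *CRK12* and *CRK19* lie in a tandem array on chromosome 4 and may share reads, which leaves their single values uncertain. *BIR1* in WT on MS lost its call with 1 library left out (limma adjusted p = 0.0495 with a log2 fold change of 0.57 without WT SA187 MS replicate 1). *BIR1* in *lyk4* on MS passed with 1 library left out (limma adjusted p = 0.0212 without *lyk4* mock MS replicate 1 and 0.00288 without *lyk4* SA187 MS replicate 2). *CRK39* in WT on MS missed a threshold when a library was dropped (limma adjusted p = 0.0781 without WT SA187 MS replicate 1). *CRK11* in WT on MS passed with 1 library left out (limma adjusted p = 0.0151 without WT SA187 MS replicate 2). *CRK11* in *lyk4* on MS gained a call with 1 library fewer (limma adjusted p = 0.00639 without *lyk4* SA187 MS replicate 2). *CRK19* in WT on MS missed a threshold when a library was dropped (limma adjusted p = 0.0258 with a log2 fold change of 0.58 without WT mock MS replicate 2 and 0.0651 without WT SA187 MS replicate 1). *CRK12* in WT on MS gained a call with 1 library fewer (limma adjusted p = 0.0332 without WT SA187 MS replicate 2).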

In the GO term ‘protein phosphorylation’, there is *BAK1*‐*interacting receptor*‐*like kinase 1* (*BIR1*), that encodes a *BAK1*‐interacting receptor‐like kinase that negatively regulates multiple plant resistance signalling pathways (van der Burgh *et al*., 2019) and several members of the CRK receptors (8, 11, 12, 19, 39). 

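Of a trio of receptor-like protein genes, whose products sense ligands without a kinase domain, *RLP21* and *RLP36* were higher with SA187 on MS and *RLP12* did not pass the test. *RLP21* (AT2G25470, chromosome 2, 10838294 to 10842016) rose by 3.91 (standard error 0.96, limma adjusted p = 0.0102) in WT, 3.12 (standard error 0.96, limma adjusted p = 0.0488) in *lyk4* and 4.07 (standard error 0.96, limma adjusted p = 0.00677) in the libraries labelled *LYK4-OE*. *RLP36* (AT3G23010, chromosome 3, 8174341 to 8176911) rose by 2.57 (standard error 0.44, limma adjusted p = 0.000166) in WT and 1.65 (standard error 0.44, limma adjusted p = 0.0194) in *lyk4*. *RLP12* (AT1G71400, chromosome 1, 26909792 to 26912597) had 0.74 (standard error 0.27, limma adjusted p = 0.138) in WT and 0.23 (standard error 0.27, limma adjusted p = 0.723) in *lyk4*. The difference between *lyk4* and WT was -0.80 (standard error 1.35, limma adjusted p = 0.999) for *RLP21*, -0.92 (standard error 0.62, limma adjusted p = 0.980) for *RLP36* and -0.51 (standard error 0.39, limma adjusted p = 0.980) for *RLP12*, and none of these differences passed. *RLP21* in WT on MS was not called with 1 library fewer (limma adjusted p = 0.125 without WT mock MS replicate 2 and 0.0852 and 0.0523 without WT SA187 MS replicates 1 and 3). *RLP21* in *lyk4* on MS missed a threshold when a library was dropped (limma adjusted p = 0.0615, 0.180 and 0.101 without *lyk4* mock MS replicates 1, 2 and 3 and 0.190, 0.0586 and 0.0900 without *lyk4* SA187 MS replicates 1, 2 and 3). *RLP21* in *LYK4-OE* on MS lost its call with 1 library left out (limma adjusted p = 0.150 without *LYK4-OE* mock MS replicate 3). *RLP36* in *lyk4* on MS was not called with 1 library fewer (limma adjusted p = 0.105 without *lyk4* mock MS replicate 1 and 0.146 and 0.0571 without *lyk4* SA187 MS replicates 1 and 2).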

The GO term ‘signal trasduction’ included members of the receptor‐like protein (RLP) family (*RLP12*, *21*, *36*).

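The 138 genes of cluster 15 had a median log2 change with SA187 on MS of -0.52 in WT, -0.80 in *lyk4* and -0.58 in the libraries labelled *LYK4-OE*, and 18, 80 and 36 of them were called lower. *XCP2* (AT1G20850), a protease gene of xylem cells, fell, at -0.81 (standard error 0.12, limma adjusted p = 4.5e-05) in *lyk4*, *TBL38* (AT1G29050) at -0.75 (standard error 0.12, limma adjusted p = 6.2e-05) and the purple acid phosphatase gene *PAP7* (AT2G01880) at -1.39 (standard error 0.31, limma adjusted p = 0.00442). The SA187 effect was more negative in *lyk4* than in WT for 116 of the 138 genes, with a median difference of -0.30 that did not pass the set test (fry adjusted p = 0.0994). For *LYK4-OE* the median difference was -0.12 (fry adjusted p = 0.645). The difference in *lyk4* passed without WT mock MS replicate 1 (median -0.38, fry adjusted p = 0.0474) and without *lyk4* SA187 MS replicate 3 (median -0.43, fry adjusted p = 0.00520). In plants with SA187, 136 of the genes lay lower in *LYK4-OE* than in WT (median -0.27, untested and chosen after the values were seen). *PAP7* in *lyk4* on MS missed a threshold when a library was dropped (limma adjusted p = 0.0657 without *lyk4* mock MS replicate 2).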

In cluster 15, 138 DEGs (7.2%) were more repressed in SA187‐colonized *lyk4* and *LYK4*‐*OE* plants than in WT (Supporting Information Fig. S9B). These gene were related to the GO terms oxido‐reduction, lignin biosynthesis, response to stress and water deprivation (Supporting Information Fig. S10D).

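Genes of the secondary cell wall and of lignin were lower with SA187 on MS in *lyk4*. Of 21 such genes 7 were called lower in *lyk4* (8 when adjusted over the list alone) and none was higher, with a median log2 fold change of -0.32. The laccase genes *LAC11* (AT5G03260) and *LAC4* (AT2G38080), which polymerize lignin, had -1.04 (standard error 0.21, limma adjusted p = 0.00163) and -0.81 (standard error 0.19, limma adjusted p = 0.00797). *PAL4* (AT3G10340), of the entry step of phenylpropanoids, had -0.88 (standard error 0.18, limma adjusted p = 0.00224), and the cellulose synthase gene *CESA4* (AT5G44030) had -0.62 (standard error 0.15, limma adjusted p = 0.00751). The list passed in *lyk4* (fry adjusted p = 0.00909, but adjusted p = 0.294 with an estimated correlation), and the call ended with a fry adjusted p of 0.0770 without *lyk4* SA187 MS replicate 2, a library with a value of 0 for 31 genes that have at least 20 counts in both other replicates. In WT the median was -0.15 (fry adjusted p = 0.487), and the difference of *lyk4* from WT did not pass (fry adjusted p = 0.278). The root tissue genes named above were lower by more in the same comparison. *LAC4* in *lyk4* on MS lost its call with 1 library left out (limma adjusted p = 0.0543 without *lyk4* mock MS replicate 2 and 0.0681 without *lyk4* SA187 MS replicate 1). *PAL4* in *lyk4* on MS was not called with 1 library fewer (limma adjusted p = 0.0590 without *lyk4* SA187 MS replicate 1). *CESA4* in *lyk4* on MS missed a threshold when a library was dropped (limma adjusted p = 0.0717 without *lyk4* mock MS replicate 2 and 0.0493 with a log2 fold change of -0.52 without *lyk4* SA187 MS replicate 2).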

Cluster 4 enumerated 149 DEGs (7.8%) that were strongly induced in *LYK4*‐*OE* (Supporting Information Fig. S9B). These genes are mainly related to defence responses (Supporting Information Fig. S10E).

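The genes of cluster 4 had a median log2 change with SA187 on MS of 0.96 in WT, 0.76 in *lyk4* and 0.78 in the libraries labelled *LYK4-OE*. Of 146 tested genes 87, 57 and 56 were called higher. The receptor-like protein gene *RLP39* (AT3G24900) rose by 5.29 (standard error 0.78, limma adjusted p = 2.2e-05) in WT and had 1.95 (standard error 0.78, limma adjusted p = 0.183) in *LYK4-OE*. *SIB1* (AT3G56710), a chloroplast sigma factor binding protein of defence, rose by 3.43 (standard error 0.36, limma adjusted p = 3.4e-08) in WT and 1.98 (standard error 0.36, limma adjusted p = 0.000427) in *LYK4-OE*. The SA187 effect in *LYK4-OE* minus that in WT was negative for 121 genes and positive for 25, with a median of -0.27 that did not pass (fry adjusted p = 0.293). It passed at a median of -0.41 without WT SA187 MS replicate 2 (fry adjusted p = 0.0289). Without SA187 all 146 genes had higher means in *LYK4-OE* than in WT (median log2 difference 0.40, compared after the values were seen and not tested).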

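In the 88 tested genes of cluster 10 the median log2 change with SA187 on MS was -0.51 in WT, -0.27 in *lyk4* and -0.46 in the libraries labelled *LYK4-OE*, with 6, 1 and 2 genes called lower. The effect in *LYK4-OE* differed from that in WT by a median of 0.064 (fry adjusted p = 0.723). The level itself was lower in *LYK4-OE* than in WT for all 88 genes without SA187 (median log2 difference -0.39). With SA187 it was lower for 85 of them, at a median of -0.39. Both comparisons of levels were chosen after the values were seen, on clusters that the study formed from these libraries, and have no test.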

Cluster 10 included 94 (4.9%) DEGs that were strongly repressed in SA187‐treated *LYK4*‐*OE* line compared to WT and *lyk4* (Supporting Information Fig. S9B). The GO term associated with this cluster is starch catabolism (Supporting Information Fig. S10F).

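None of 22 genes of starch synthesis and breakdown passed both thresholds of limma with SA187 on MS in any genotype. Their median log2 fold change was -0.31 in WT, -0.12 in *lyk4* and -0.29 in the libraries labelled *LYK4-OE* (fry adjusted p = 0.0639, 0.482 and 0.0504). *DPE2* (AT2G40840), which handles maltose from starch in the cytosol, had -0.42 (standard error 0.13, limma adjusted p = 0.0494) in *LYK4-OE*, an adjusted p under the threshold at a change smaller than 0.6. The maltose exporter gene *MEX1* (AT5G17520) had -0.55 (standard error 0.19, limma adjusted p = 0.104) in WT. At an unadjusted p under 0.05 stood 12, 4 and 8 genes in the same order, and voom called 0, 0 and 0 lower. Adjusted over the list alone, 0 genes were lower in WT and 0 in *LYK4-OE*. The difference between the effects in *LYK4-OE* and WT had a median of 0.0051 (fry adjusted p = 0.969). *MEX1* in WT on MS passed with 1 library left out (limma adjusted p = 0.0207 without WT SA187 MS replicate 2).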

These data suggest that in response to colonization by SA187 under non‐salt conditions, *LYK4* plays a role in coordinating specific defence responses to bacteria, fungi and metabolic activities related to energy storage.

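For single genes on MS, limma called no difference between the SA187 effects of the genotypes. For *lyk4* against WT the count was 0, with 1078 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.163. For the libraries labelled *LYK4-OE* against WT it was 0, with 532 genes at an unadjusted p under 0.05, and limma with voom weights on recovered reads, a tool chosen after the values were seen, also gave 0 for both. With no difference at all, a share of about 0.05 of the 20803 genes would stand at such an unadjusted p. Without *lyk4* mock MS replicate 1 limma called 1 gene for *lyk4*. In simulated data with 200 of 20803 genes changed by a log2 of 1, 47% were recovered for the difference of *lyk4* from WT on MS, and 82% at a log2 of 2. Without SA187, *lyk4* differed from WT on MS in 5 genes, named here after the values were seen: AT1G20270, *GRF6* (AT2G06200), AT5G09570 and AT5G11330 were lower and AT5G08250 was higher. Their count was 3, 3 and 21 without WT mock MS replicates 1, 2 and 3 and 10 and 2 without *lyk4* mock MS replicates 1 and 3. *LYK4-OE* differed from WT in 11 genes, and in 29 without WT mock MS replicate 3. From the cluster patterns the paper proposes that *LYK4* coordinates defence responses and energy storage metabolism in plants with SA187 on MS.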

### Transcriptomic overview of the role of *LYK4* in SA187‐induced salt tolerance

Under salt stress, 819 DEGs were identified in comparing SA187 colonization of WT, *lyk4* and *LYK4*‐*OE*, organized by hierarchical clustering into 18 groups (Figs 4A and S11) and analysed for GO enrichment (File S2 and Fig. 4B). 

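With SA187 on salt, 103 genes changed in WT, of which 13 were higher and 90 lower than in mock plants. In *lyk4* 17 genes were higher and 52 lower, and in the libraries labelled *LYK4-OE* 5 were higher and 10 lower. *CYP76C2* (AT2G45570), a cytochrome P450 gene, had the most negative log2 fold change in WT, -4.21 (standard error 0.81, limma adjusted p = 0.00533), followed by the alternative oxidase gene *AOX1D* (AT1G32350) at -3.47 (standard error 0.84, limma adjusted p = 0.0402). *GLR2.2* (AT2G24720), a glutamate receptor gene, rose by 1.75 (standard error 0.30, limma adjusted p = 0.00200) and the molybdate transporter gene *MOT1* (AT2G25680) by 1.07 (standard error 0.25, limma adjusted p = 0.0271). In *lyk4* the peroxidase gene *AT1G05250* rose by 2.12 (standard error 0.45, limma adjusted p = 0.0210), and *SAG13* (AT2G29350), a senescence marker, fell, at -2.33 (standard error 0.54, limma adjusted p = 0.0437). In *LYK4-OE* the ferric reductase gene *FRO4* (AT5G23980) rose by 0.86 (standard error 0.17, limma adjusted p = 0.0243). In at least 1 genotype 139 genes were called, 6 of them in all 3 genotypes and 97 in a single one. Of the 803 genes in the paper's clusters for salt, 781 were tested and 135 (17.3%) called, and 4 called genes were outside the clusters. Leaving out libraries moved the WT count to 36 and 61 without WT mock salt replicates 1 and 3 and 56, 44 and 156 without WT SA187 salt replicates 1, 2 and 3. The *lyk4* count became 29 and 38 without *lyk4* mock salt replicates 1 and 2 and 18 and 21 without *lyk4* SA187 salt replicates 1 and 2, and the *LYK4-OE* count 2 without *LYK4-OE* mock salt replicate 3 and 6 and 5 without *LYK4-OE* SA187 salt replicates 2 and 3. In WT, *lyk4* and *LYK4-OE* the counts were 167, 112 and 38 with replicate number in the model, 174, 191 and 32 in fits over the groups compared and 184, 107 and 57 in fits over the salt libraries. Without the trend of the variance they were 58, 38 and 6. *CYP76C2* in WT on salt was not called with 1 library fewer (limma adjusted p = 0.0653 without WT mock salt replicate 1 and 0.117 without WT SA187 salt replicate 2). *AOX1D* in WT on salt missed a threshold when a library was dropped (limma adjusted p = 0.265, 0.0840 and 0.0935 without WT mock salt replicates 1, 2 and 3 and 0.245 and 0.352 without WT SA187 salt replicates 1 and 2). *MOT1* in WT on salt lost its call with 1 library left out (limma adjusted p = 0.370 without WT mock salt replicate 1 and 0.0586, 0.199 and 0.0567 without WT SA187 salt replicates 1, 2 and 3). *AT1G05250* in *lyk4* on salt was not called with 1 library fewer (limma adjusted p = 0.125 and 0.0927 without *lyk4* mock salt replicates 1 and 3 and 0.0852, 0.115 and 0.0512 without *lyk4* SA187 salt replicates 1, 2 and 3). *SAG13* in *lyk4* on salt missed a threshold when a library was dropped (limma adjusted p = 0.333 and 0.147 without *lyk4* mock salt replicates 1 and 2 and 0.339 and 0.368 without *lyk4* SA187 salt replicates 1 and 2). *FRO4* in *LYK4-OE* on salt lost its call with 1 library left out (limma adjusted p = 0.0579 and 0.205 without *LYK4-OE* mock salt replicates 1 and 3 and 0.186 and 0.0814 without *LYK4-OE* SA187 salt replicates 2 and 3).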

A role of *LYK4* on the SA187‐induced salt stress transcriptome was found in clusters 1, 3, 5, 7, 11 and 15.

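In clusters 1 and 7, as the study grouped them from these same values, the effects of SA187 on salt were more positive in *lyk4* than in WT, and the medians of clusters 3, 5 and 15 did not pass the test of the difference for the libraries labelled *LYK4-OE*. In a test over all clusters formed anew here on salt, genotype labels were exchanged at random. The largest median difference over these clusters was at least the real 0.64 in 47 of 51 draws, the real one included. The 56 genes of cluster 1 had median log2 changes of 0.33 in WT, 0.74 in *lyk4* and 0.19 in *LYK4-OE*. For single genes limma called 0 differences of *lyk4* from WT, with 357 genes at an unadjusted p under 0.05, and 0 of *LYK4-OE* from WT, with 935. With voom weights both counts were 0 as well, and without WT SA187 salt replicate 3 limma called 10 genes for *LYK4-OE*. With no difference at all, a share of about 0.05 of the genes tested would stand at an unadjusted p under 0.05. In the simulated data, 50.5% of the genes changed by a log2 of 1 were recovered for the difference of *lyk4* from WT on salt, and 77.5% at a log2 of 2.

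**Figure D3:**
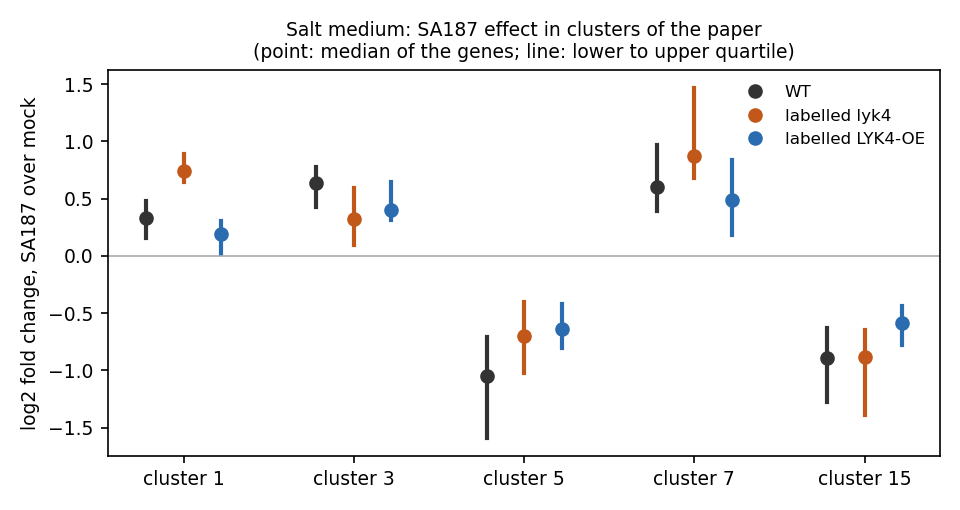
Median log2 change with SA187 on salt of the genes of clusters 1, 3, 5, 7 and 15 in each genotype, with bars from the lower to the upper quartile of the genes. Cluster 1 has a median of 0.74 in *lyk4* and 0.33 in WT.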

**Fig. 4:**
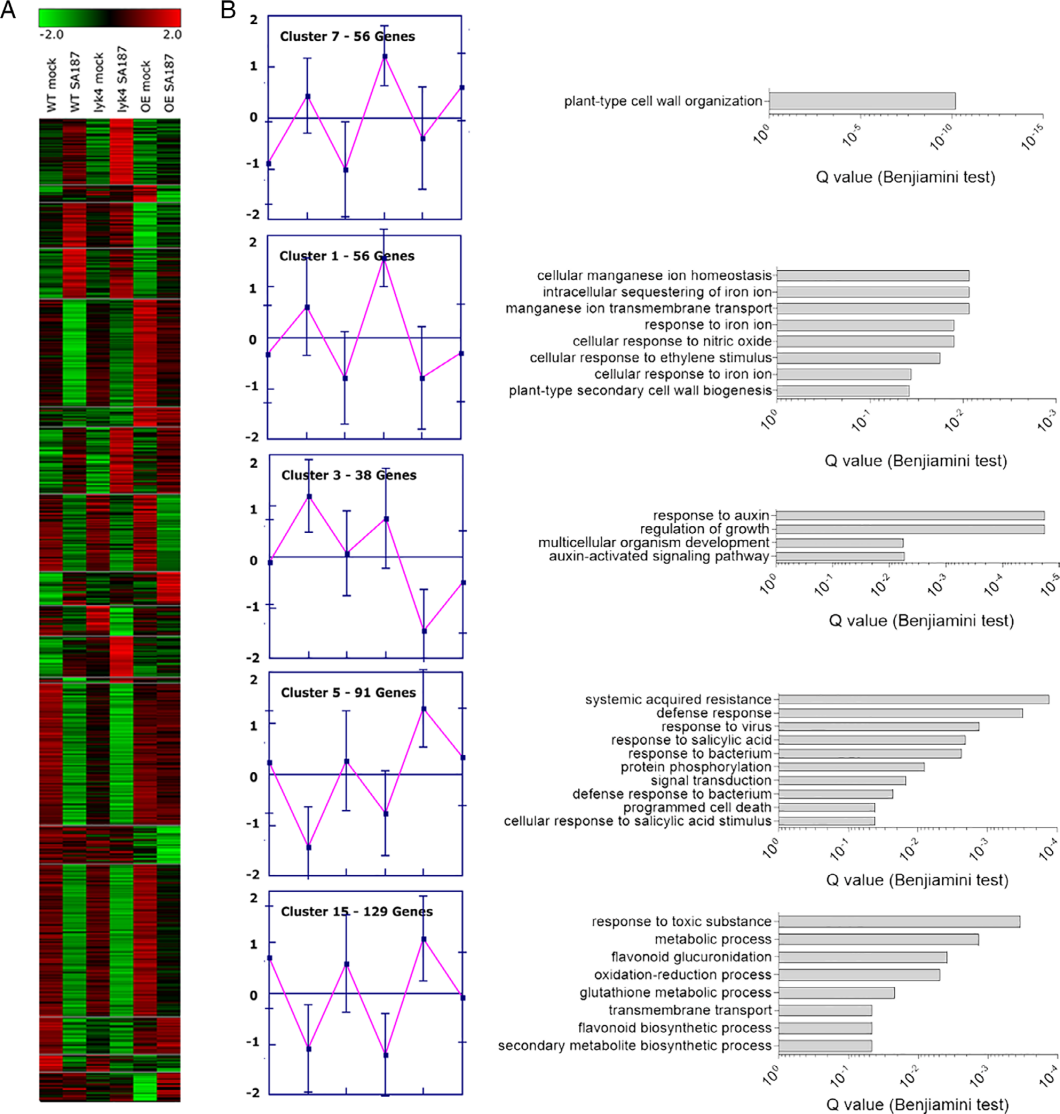
Transcriptome analysis of SA187‐induced salt tolerance in WT, *lyk4* and *LYK4‐OE*. A. Hierarchical cluster of differentially regulated genes in WT, *lyk4* and *LYK4‐OE* under salt stress (1/2 MS + 100 mM NaCl). B. The main clusters of genes that show a differential regulation in *lyk4* and *LYK4‐OE* compared to WT plantlets are shown with centroid expression graphs and the Gene Ontology (GO) enriched terms.

Cluster 7 harboured 56 DEGs (6.8%) that were induced by SA187 more in *lyk4* than in WT and *LYK4*‐*OE* plants (Fig. 4B). These genes were involved in cell wall organization and accounted for proteins involved in root remodelling like the proline‐rich extensin proteins (*EXT6*, *8*, *10*, *18*), expansins (*A20*, *B3*) and root hair‐specific protein like *RHS18*. 

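In cluster 7 the median log2 change with SA187 on salt was 0.60 in WT, 0.87 in *lyk4* and 0.49 in the libraries labelled *LYK4-OE*, with 2, 9 and 1 of 51 tested genes called higher. With voom weights 1, 2 and 1 genes were called higher in the same order, so the larger count in *lyk4* rests on the main test. *FAF3* (AT5G19260), a gene of meristem growth, rose by 1.52 (standard error 0.34, limma adjusted p = 0.0329) in *lyk4*, and the U-box protein gene *AT5G65500* by 2.1 (standard error 0.49, limma adjusted p = 0.0420). The effect in *lyk4* exceeded that in WT for 44 genes and was smaller for 7, with a median difference of 0.37 (fry adjusted p = 0.0388, or adjusted p = 0.0115 with an estimated correlation). It exceeded that in *LYK4-OE* for 49 genes, with a median difference of 0.46 (fry adjusted p = 0.00683). *FAF3* differed by 1.19 (standard error 0.48, limma adjusted p = 1) between *lyk4* and WT, and no single gene of the cluster passed this test. The call against WT ended with a fry adjusted p of 0.0715 and 0.136 without WT mock salt replicates 1 and 2, 0.0726 and 0.0677 without *lyk4* mock salt replicates 1 and 2, 0.12 without WT SA187 salt replicate 3 and 0.0779 and 0.105 without *lyk4* SA187 salt replicates 1 and 2. It also ended with a fry adjusted p of 0.0942 after quantile normalization and 0.0662 from the salt libraries alone. The cluster was formed by the study from these libraries, which makes its counts no independent evidence. *FAF3* in *lyk4* on salt was not called with 1 library fewer (limma adjusted p = 0.0801 and 0.328 without *lyk4* mock salt replicates 1 and 3 and 0.167 and 0.229 without *lyk4* SA187 salt replicates 1 and 2). *AT5G65500* in *lyk4* on salt missed a threshold when a library was dropped (limma adjusted p = 0.108 and 0.384 without *lyk4* mock salt replicates 1 and 2 and 0.110, 0.20 and 0.0967 without *lyk4* SA187 salt replicates 1, 2 and 3).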

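Extensins and expansins act in the structure and loosening of the cell wall. *EXT6* (AT2G24980, chromosome 2, 10622396 to 10624309) rose by 2.39 (standard error 0.53, limma adjusted p = 0.0319) in *lyk4* and had 1.82 (standard error 0.53, limma adjusted p = 0.122) in WT and 0.95 (standard error 0.53, limma adjusted p = 0.608) in the libraries labelled *LYK4-OE*. *EXT10* (AT5G06640, chromosome 5, 2039598 to 2041928) did not pass in *lyk4*, at 3.04 (standard error 0.90, limma adjusted p = 0.171), or in WT, at 2.84 (standard error 0.90, limma adjusted p = 0.181). *AT4G08410* (chromosome 4, 5338819 to 5341209), which the annotation does not name *EXT8*, had 1.55 (standard error 0.51, limma adjusted p = 0.266) in *lyk4*. *AT1G26250* (chromosome 1, 9083838 to 9085464), which it does not name *EXT18*, rose by 1.16 (standard error 0.19, limma adjusted p = 0.00123) in WT, 1.29 (standard error 0.19, limma adjusted p = 0.000429) in *lyk4* and 1.09 (standard error 0.19, limma adjusted p = 0.00988) in *LYK4-OE*. The expansin genes *EXPA20* (AT4G38210, chromosome 4, 17922756 to 17923973) and *EXPB3* (AT4G28250, chromosome 4, 13999625 to 14002124) had 0.86 (standard error 0.25, limma adjusted p = 0.172) and 0.86 (standard error 0.25, limma adjusted p = 0.171) in *lyk4*, and neither passed. The difference between *lyk4* and WT was 0.56 (standard error 0.75, limma adjusted p = 1) for *EXT6*, 0.68 (standard error 0.36, limma adjusted p = 1) for *EXPA20* and 0.42 (standard error 0.36, limma adjusted p = 1) for *EXPB3*, none of which passed. The repeats of extensin genes resemble each other and may share reads, so their single values are uncertain. *EXT6* in *lyk4* on salt lost its call with 1 library left out (limma adjusted p = 0.213 and 0.0994 without *lyk4* mock salt replicates 2 and 3 and 0.110, 0.148 and 0.0659 without *lyk4* SA187 salt replicates 1, 2 and 3). *EXT6* in WT on salt passed with 1 library left out (limma adjusted p = 0.0216 without WT mock salt replicate 2). *EXT10* in *lyk4* on salt gained a call with 1 library fewer (limma adjusted p = 0.0331 without *lyk4* mock salt replicate 3). *AT1G26250* in *LYK4-OE* on salt lost its call with 1 library left out (limma adjusted p = 0.0747 without *LYK4-OE* mock salt replicate 2 and 0.0513 and 0.0812 without *LYK4-OE* SA187 salt replicates 2 and 3). *EXPB3* in *lyk4* on salt gained a call with 1 library fewer (limma adjusted p = 0.0484 without *lyk4* SA187 salt replicate 3).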

A similar expression pattern is shared by cluster 1, accounting for 56 genes (6.8%) belonging to the GO related to iron and manganese homeostasis, response to ethylene and to cell wall biosynthesis and architecture (Fig. 4B).

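In cluster 1 the effect of SA187 on salt was larger in *lyk4* than in WT for 55 genes and smaller for 1, with a median log2 difference of 0.44 (fry adjusted p = 0.00767, or adjusted p = 0.00288 with an estimated correlation). In *lyk4* limma called 4 of the genes higher, and voom also 4. Adjusted over the cluster alone the count was 50, but the study chose these genes by the same values, which favours a high count. In WT and the libraries labelled *LYK4-OE* limma called none, with 13 and 5 genes at an unadjusted p under 0.05, and voom called 1 and 0 higher. The cytochrome P450 gene *CYP71A19* (AT4G13290) rose by 0.79 (standard error 0.17, limma adjusted p = 0.0308) in *lyk4* and differed from WT by 0.84 (standard error 0.25, limma adjusted p = 1). *DOT1* (AT2G36120), a glycine-rich protein gene of leaf vein patterning, had 0.69 (standard error 0.17, limma adjusted p = 0.0628) in *lyk4*. Of 24 genes of iron uptake and transport, 0 were called higher and 0 lower by limma in *lyk4* on salt, with 4 at an unadjusted p under 0.05 and 0 higher by voom (median 0.36, fry adjusted p = 0.341). Of 26 genes of ethylene synthesis and response, 1 was called lower in *lyk4* on salt, the ethylene synthesis gene *ACS7* (AT4G26200) at -2.31 (standard error 0.54, limma adjusted p = 0.0436). The median of that list was 0.11 (fry adjusted p = 0.665). The cluster, unlike both lists, was formed by the study from these libraries. *CYP71A19* in *lyk4* on salt missed a threshold when a library was dropped (limma adjusted p = 0.232 and 0.111 without *lyk4* mock salt replicates 2 and 3 and 0.257 and 0.159 without *lyk4* SA187 salt replicates 1 and 2). *ACS7* in *lyk4* on salt lost its call with 1 library left out (limma adjusted p = 0.235, 0.0981 and 0.131 without *lyk4* mock salt replicates 1, 2 and 3 and 0.445 and 0.148 without *lyk4* SA187 salt replicates 1 and 2).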

In cluster 11 (34 genes, 4.1%), the DEGs were up‐regulated exclusively in SA187‐colonized *lyk4* (Fig. S11): three of these genes are members of the cytochrome P450 family (*CYP705AP12*, *CYP706AP7*, *CYP71BP22*) involved in the biosynthesis of steroids, stilbene, coumarine and lignin (Ehlting *et al*., 2008). 

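None of the 3 cytochrome P450 genes passed the test with SA187 on salt in any genotype. *CYP705A12* (AT5G42580, chromosome 5, 17023502 to 17025361) had a log2 fold change of 0.54 (standard error 0.35, limma adjusted p = 0.776) in *lyk4*, 0.74 (standard error 0.35, limma adjusted p = 0.513) in WT and -0.14 (standard error 0.35, limma adjusted p = 0.95) in the libraries labelled *LYK4-OE*. *CYP706A7* (AT4G12330, chromosome 4, 7317508 to 7319774) had 0.50 (standard error 0.27, limma adjusted p = 0.693) in *lyk4* and 0.54 (standard error 0.27, limma adjusted p = 0.561) in WT. *CYP71B22* (AT3G26200, chromosome 3, 9589249 to 9591179) had 0.74 (standard error 0.59, limma adjusted p = 0.841) in *lyk4*. The difference between *lyk4* and WT was -0.20 (standard error 0.50, limma adjusted p = 1) for *CYP705A12*. The cluster was not tested as a set, since 18 of its genes are listed.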

Analysis of cluster 11 by STRING showed a network of genes involved in cell wall metabolic process (Supporting Information Fig. S12).

Cluster 3 encoded for 38 DEGs (4.6%) that were repressed in SA187‐treated *LYK4*‐*OE* (Fig. 4B). 

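In cluster 3 the median log2 change with SA187 on salt was 0.64 in WT, 0.32 in *lyk4* and 0.40 in the libraries labelled *LYK4-OE*, with 1 of 38 genes called higher in WT. With SA187 all 38 genes had lower means in *LYK4-OE* than in WT, at a median log2 difference of -0.89, and 6 were called lower in this comparison chosen after the values were seen. *P1R3* (AT3G29370) differed between the SA187 effects of *LYK4-OE* and WT by -1.39 (standard error 0.50, limma adjusted p = 0.997). Over the cluster the effect in *LYK4-OE* minus that in WT had a median of -0.086 (fry adjusted p = 0.697).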

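*IAA1* (AT4G14560, chromosome 4, 8360996 to 8362033), a repressor of auxin response, had a log2 fold change of 0.78 (standard error 0.29, limma adjusted p = 0.330) with SA187 on salt in WT and did not pass the test. Among plants with SA187 on salt it was lower in the libraries labelled *LYK4-OE* than in WT, at -1.09 (standard error 0.29, limma adjusted p = 0.0592), which did not pass either. The auxin-induced genes of cell expansion *SAUR22* (AT5G18050, chromosome 5, 5974341 to 5975087), *SAUR23* (AT5G18060, chromosome 5, 5975780 to 5976589) and *SAUR24* (AT5G18080, chromosome 5, 5983683 to 5984308) had 1.03 (standard error 0.47, limma adjusted p = 0.478), 0.89 (standard error 0.45, limma adjusted p = 0.556) and 1.07 (standard error 0.41, limma adjusted p = 0.348) in WT. *SAUR21* (AT5G18030) had 0.73 (standard error 0.37, limma adjusted p = 0.564). These neighbours on chromosome 5 resemble each other and may share reads, which leaves their single values uncertain. Of 36 genes of auxin response and transport limma called none in WT on salt and voom 0 higher, with 15 at an unadjusted p under 0.05 and 0 higher when adjusted over the list alone. Their median was 0.44 (fry adjusted p = 0.0233, but adjusted p = 0.172 with an estimated correlation), and the call ended with a fry adjusted p of 0.0584 and 0.153 without WT mock salt replicates 1 and 3 and 0.137 without WT SA187 salt replicate 1. In *LYK4-OE* the median was 0.19 (fry adjusted p = 0.342), and the difference from WT did not pass (fry adjusted p = 0.564). *IAA1* in *LYK4-OE* against WT with SA187 on salt passed with 1 library left out (limma adjusted p = 0.0284 without WT SA187 salt replicate 3 and 0.0269 without *LYK4-OE* SA187 salt replicate 1).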

GO annotation showed that these genes play a role in auxin signalling, including polar transport (like *IAA1*) and auxin‐mediated plant organ development and growth (as, for instance, *SAUR*‐like auxin‐responsive proteins 21–24). 

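In mock plants on salt, 37 of the 38 genes of cluster 3 were lower in the libraries labelled *LYK4-OE* than in WT, with a median log2 difference of -0.62 (fry adjusted p = 0.00135, or adjusted p = 0.00288 with an estimated correlation). Called lower were 2 genes, the DNA demethylase gene *DML1* (AT2G36490) at -0.82 (standard error 0.13, limma adjusted p = 0.00120) and *AT4G07820*, of a pathogenesis-related family, at -1.20 (standard error 0.20, limma adjusted p = 0.00177). The transcription factor gene *NAP* (AT1G69490) of leaf senescence had -1.0 (standard error 0.21, limma adjusted p = 0.0550). The study formed the cluster from these same libraries, which favours such a difference in this test. It did not pass when run over the 6 libraries compared alone (fry adjusted p = 0.0844), and the call of *DML1* ended there (limma adjusted p = 0.0978). Over all genes 14 were called between *LYK4-OE* and WT in mock plants on salt, and 24 without *LYK4-OE* mock salt replicate 1. The *LYK4* transcript was not higher in these libraries. *AT4G07820* in *LYK4-OE* against WT with mock on salt missed a threshold when a library was dropped (limma adjusted p = 0.0599 without WT mock salt replicate 2). *NAP* in *LYK4-OE* against WT with mock on salt passed with 1 library left out (limma adjusted p = 0.0184 without *LYK4-OE* mock salt replicate 1).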

Importantly, these genes were already regulated by *LYK4* alone, as *LYK4‐OE* plants show strong down‐regulation of this cluster in the absence of SA187 (Fig. 4B).

The insensitivity of *LYK4‐OE* plants to the beneficial effect of SA187 to salt stress might be related to the higher expression of DEGs in cluster 5, encoding 91 genes (11.1%) with the GO terms response to SA and defence response (Fig. 4B). These genes include *CRK6*, which is induced by *NPR1* in response to SA (Wrzaczek *et al*., 2010), *WRKY70*, a well‐known activator of SA‐dependent defence responses (Zhou *et al*., 2018) and also *LYK5*.

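The study grouped cluster 5 from these same libraries. The median log2 change of its genes with SA187 on salt was -1.05 in WT, -0.70 in *lyk4* and -0.64 in *LYK4-OE*, with 22, 5 and 0 of 90 tested genes called lower by limma. In *LYK4-OE* 33 of them stood at an unadjusted p under 0.05, with 10 lower when adjusted over the cluster alone and 0 by voom. The grouping favours the counts of 33 and 10. In mock plants on salt all 90 genes had higher means in *LYK4-OE* than in WT, with a median log2 difference of 0.65 (fry adjusted p = 0.00690, or adjusted p = 0.00987 with an estimated correlation), in a test that the grouping favours. *PR5* (AT1G75040), a marker of SA response, had 2.58 (standard error 0.59, limma adjusted p = 0.113) in this comparison, and *LTP2* (AT2G38530), a lipid transfer protein gene, 0.72 (standard error 0.16, limma adjusted p = 0.0715). With SA187 all 90 were again higher, by a median of 1.10 with 36 called, in a comparison chosen after the values were seen, and *PR5* had 3.6 (standard error 0.59, limma adjusted p = 0.000874). The SA187 effect in *LYK4-OE* minus that in WT had a median of 0.49, positive for 77 genes, and did not pass (fry adjusted p = 0.226). The call in mock plants ended without WT mock salt replicate 2, at a median of 0.50 (fry adjusted p = 0.0576), and in a fit over the 6 libraries compared (fry adjusted p = 0.0844). *LTP2* in *LYK4-OE* against WT with mock on salt gained a call with 1 library fewer (limma adjusted p = 0.0288 without *LYK4-OE* mock salt replicate 1).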

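*CRK6* (AT4G23140, chromosome 4, 12121369 to 12124564), a receptor-like kinase gene induced by SA, fell with a log2 fold change of -2.24 (standard error 0.44, limma adjusted p = 0.00655) with SA187 on salt in WT. It had -1.65 (standard error 0.44, limma adjusted p = 0.100) in *lyk4* and -0.42 (standard error 0.44, limma adjusted p = 0.840) in the libraries labelled *LYK4-OE*. In plants with SA187 on salt it was higher in *LYK4-OE* than in WT by 2.51 (standard error 0.44, limma adjusted p = 0.00216). *WRKY70* (AT3G56400, chromosome 3, 20908711 to 20910623) had -0.81 (standard error 0.21, limma adjusted p = 0.0633) with SA187 in WT and was higher in *LYK4-OE* than in WT by 1.06 (standard error 0.21, limma adjusted p = 0.00640) in plants with SA187. *LYK5* (AT2G33580, chromosome 2, 14219481 to 14222254), the chitin receptor gene, had -0.73 (standard error 0.26, limma adjusted p = 0.297) with SA187 in WT and did not pass. The effects in *LYK4-OE* and WT differed by 1.82 (standard error 0.62, limma adjusted p = 0.997) for *CRK6*, 0.60 (standard error 0.29, limma adjusted p = 0.997) for *WRKY70* and 0.29 (standard error 0.37, limma adjusted p = 0.997) for *LYK5*, none of them past the test. The comparison of *LYK4-OE* with WT in plants with SA187 was chosen after the values were seen. It called 144 genes, and 53, 74 and 241 without WT SA187 salt replicates 1, 2 and 3 and 243 and 51 without *LYK4-OE* SA187 salt replicates 1 and 3. *CRK6* in WT on salt missed a threshold when a library was dropped (limma adjusted p = 0.0985 without WT mock salt replicate 1 and 0.0571 without WT SA187 salt replicate 3). *CRK6* in *lyk4* on salt gained a call with 1 library fewer (limma adjusted p = 0.0103 without *lyk4* SA187 salt replicate 3). *WRKY70* in WT on salt passed with 1 library left out (limma adjusted p = 0.0403 without WT SA187 salt replicate 1).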

In cluster 15, 129 DEGs (15.7%) were associated with response to toxic substances, and flavonoid synthesis and glucoronidation. These genes were suppressed by SA187 colonization in WT and *lyk4*, but to a lesser extent in *LYK4‐OE* plants (Fig. 4B). These genes are involved in flavonoid biosynthesis, a large class of secondary metabolites implicated in pigmentation, redox and UV protection, but which also play a role in plant–microbe interaction (Schäffner, 2016). 

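Genes of xenobiotic detoxification were lower with SA187 on salt in every genotype. Of 26 such genes 11 were called lower in WT, 9 in *lyk4* and 4 in the libraries labelled *LYK4-OE* (18, 13 and 10 when adjusted over the list alone), and none was higher. The median log2 fold change was -0.92 in WT (fry adjusted p = 0.000234), -0.65 in *lyk4* (fry adjusted p = 0.00104) and -0.65 in *LYK4-OE* (fry adjusted p = 0.00512, but adjusted p = 0.0856 with an estimated correlation). The oxophytodienoate reductase gene *OPR1* (AT1G76680) fell, at -0.95 (standard error 0.13, limma adjusted p = 0.000247) in WT and -0.68 (standard error 0.13, limma adjusted p = 0.0156) in *LYK4-OE*. The glucosyltransferase gene *UGT73B5* (AT2G15480) fell, at -1.09 (standard error 0.15, limma adjusted p = 0.000335) in WT and -0.88 (standard error 0.15, limma adjusted p = 0.00240) in *lyk4*. *UGT74E2* (AT1G05680), which conjugates an auxin, fell, at -2.40 (standard error 0.37, limma adjusted p = 0.000597) and -2.23 (standard error 0.37, limma adjusted p = 0.00143). Of 16 genes of flavonoid synthesis limma called none, voom called none, and 0, 0 and 0 stood at an unadjusted p under 0.05, with medians of -0.32, 0.19 and -0.20 in WT, *lyk4* and *LYK4-OE* (fry adjusted p = 0.566, 0.718 and 0.587). Between *LYK4-OE* and WT the effects on the detoxification list differed by a median of 0.26 (fry adjusted p = 0.579). *OPR1* in *LYK4-OE* on salt missed a threshold when a library was dropped (limma adjusted p = 0.165 without *LYK4-OE* mock salt replicate 3 and 0.0678 and 0.0827 without *LYK4-OE* SA187 salt replicates 1 and 3).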

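The 128 tested genes of cluster 15 had a median log2 change with SA187 on salt of -0.89 in WT, -0.88 in *lyk4* and -0.58 in the libraries labelled *LYK4-OE*, with 40, 36 and 4 of them called lower. The ABC transporter gene *ABCC3* (AT3G13080) fell, at -1.67 (standard error 0.26, limma adjusted p = 0.000707) in WT and -1.38 (standard error 0.26, limma adjusted p = 0.00647) in *lyk4*, and had -0.45 (standard error 0.26, limma adjusted p = 0.635) in *LYK4-OE*. The efflux transporter gene *DTX1* (AT2G04040) fell, at -2.72 (standard error 0.50, limma adjusted p = 0.00310) in WT and -2.79 (standard error 0.50, limma adjusted p = 0.00369) in *lyk4*. The effect in *LYK4-OE* was less negative than in WT for 107 genes, with a median difference of 0.29 that did not pass (fry adjusted p = 0.293). *ABCC3* differed by 1.22 (standard error 0.37, limma adjusted p = 0.997) and *DTX1* by 2.22 (standard error 0.71, limma adjusted p = 0.997), and the study formed the cluster from these libraries. *ABCC3* in *lyk4* on salt lost its call with 1 library left out (limma adjusted p = 0.107 without *lyk4* mock salt replicate 1 and 0.0867 and 0.0514 without *lyk4* SA187 salt replicates 1 and 2). *DTX1* in WT on salt was not called with 1 library fewer (limma adjusted p = 0.0618 and 0.0561 without WT SA187 salt replicates 1 and 2). *DTX1* in *lyk4* on salt missed a threshold when a library was dropped (limma adjusted p = 0.0604 without *lyk4* SA187 salt replicate 1). *DTX1* between *LYK4-OE* and WT on salt gained a call with 1 library fewer (limma adjusted p = 0.0396 without WT SA187 salt replicate 3).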

A role of *LYK4* in metabolic process is provided by cluster 13. 

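On salt, the genes that the study grouped as cluster 13 fell with SA187 in WT and had no median change in the libraries labelled *LYK4-OE* that stood out. In WT all 116 tested genes had lower means with SA187, with a median log2 change of -1.18 and 16 genes called lower (fry adjusted p = 0.000135, or adjusted p = 0.00156 with an estimated correlation). In *lyk4* the median was -1.01 with 4 genes called lower, and in *LYK4-OE* -0.10 with none called by limma, 0 called lower by voom and 0 at an unadjusted p under 0.05. The glucosyltransferase gene *UGT85A1* (AT1G22400) fell, at -1.45 (standard error 0.28, limma adjusted p = 0.00615) in WT, and the mitochondrial chaperone gene *mtHsc70-1* (AT4G37910) had -0.59 (standard error 0.10, limma adjusted p = 0.00163), a change smaller than 0.6. In mock plants the cluster differed between *LYK4-OE* and WT by a median of -0.077 (fry adjusted p = 0.723). In plants with SA187 all 116 genes stood higher in *LYK4-OE* than in WT, by a median of 1.00 with 13 called, a comparison chosen after the values were seen. Of 18 genes of rRNA processing, limma called 0 lower in WT and voom 1, with 15 at an unadjusted p under 0.05 and 2 lower when adjusted over the list alone. That list had a median of -0.34 (fry adjusted p = 0.0116, but adjusted p = 0.144 with an estimated correlation). That call ended with a fry adjusted p of 0.0745 without WT SA187 salt replicate 1, and the call of the cluster in WT ended in a fit over the 6 libraries compared (fry adjusted p = 0.0683). *UGT85A1* in WT on salt was not called with 1 library fewer (limma adjusted p = 0.0985 without WT mock salt replicate 1 and 0.0779 without WT SA187 salt replicate 2). The gene *mtHsc70-1* in WT on salt gained a call with 1 library fewer (limma adjusted p = 0.0122 and 0.00167 without WT mock salt replicates 1 and 2 and 0.00301 without WT SA187 salt replicate 3).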

Genes of this cluster are not regulated by SA187 but are strongly upregulated in *LYK4*‐*OE* (Supporting Information Fig. S11) and encode genes for rRNA processing. Overall, the transcriptome analysis suggested that *LYK4* interferes with SA187‐triggered root morphogenetic programme, potentially involved in salt resistance (Fig. 5).

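Genes of the root hair did not pass as a group with SA187 on salt in any genotype. Of 24 such genes 1 was called higher in *lyk4* and none by limma in WT or the libraries labelled *LYK4-OE*, with 4 and 5 at an unadjusted p under 0.05 and 0 and 0 higher by voom. In *lyk4* too voom called 0 higher. The medians were 0.22 in WT, 0.45 in *lyk4* and 0.56 in *LYK4-OE* (fry adjusted p = 0.587, 0.214 and 0.433). In *lyk4* the mean log2 normalized count of the list was 5.95, 6.09 and 5.83 with SA187 and 5.24, 5.26 and 5.08 in mock libraries. In WT and *LYK4-OE* the libraries with SA187 and mock overlapped, and 10% of splits of 3 against 3 do not overlap by chance. The effects in *lyk4* and WT differed by a median of 0.20 (fry adjusted p = 0.687). Plantlets were sequenced whole, so a root gene's value joins its level per root cell with the share of root in the plantlet. From the clusters on salt the paper proposes that *LYK4* interferes with a root morphogenetic programme triggered by SA187. Its model in Fig. 5 also draws on phenotypes and microscopy, which were not analysed here.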

**Fig. 5:**
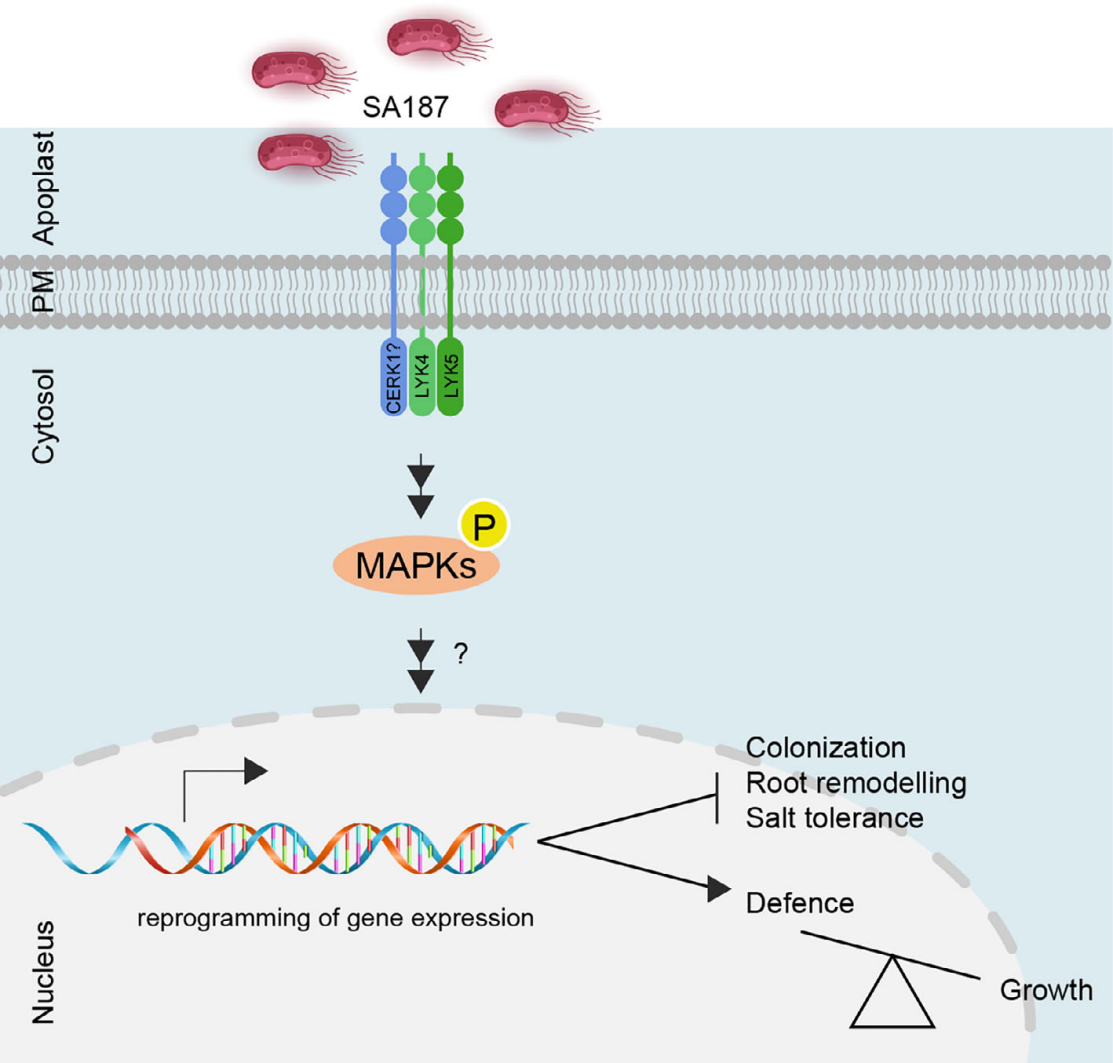
Proposed model explaining the role played by *LYK4* in SA187‐mediating salt stress tolerance. Schematic representation of the main findings presented in the present study on phenotypic, microscopy and transcriptomic analysis summarizing the role of *LYK4* in SA187‐Arabidopsis interaction under salt stress. The arrow indicates a direct positive effect, suggesting that *LYK4* favours defence responses over growth. The other line indicates that *LYK4* plays an inhibitory role on the indicated SA187‐promoted processes.

### *LYK4* plays a role in mediating bacterially produced KMBA in SA187‐induced plant salt tolerance

The ability of SA187 to improve plant tolerance to salinity is mediated by the manipulation of ethylene signalling. α‐Keto‐γ‐(methylthio) butyric acid (KMBA), an ethylene precursor (Eckert *et al*., 2014), is produced by SA187 through the methionine salvage pathway and, via its conversion to ethylene *in planta*, plays a key role in the beneficial activity of SA187 (de Zélicourt *et al*., 2018). To test whether *LYK4* was involved in mediating the ethylene‐mediated induction of Arabidopsis salt tolerance, the effects of the ethylene precursors KMBA and 1‐aminocyclopropane‐1‐carboxylic acid (ACC) were tested on WT, *lyk4* and *LYK4*‐*OE* plants. *lyk4* plants showed an enhanced response to KMBA and ACC when compared to WT, increasing salt tolerance (Supporting Information Fig. S13 and Table S2), while in contrast, *LYK4‐OE* plants compromised KMBA‐induced salt tolerance (Supporting Information Fig. S12 and Table S2). Similar results were observed in shoot and root fresh weight (Supporting Information Fig. S12B and C).

Taken together, these results show that *LYK4* is involved in regulating the bacterial‐derived metabolite ethylene signalling pathway during the beneficial interaction of SA187 with Arabidopsis (Fig. 5).

## Discussion

In soil, plant roots interact simultaneously with a plethora of commensal, beneficial and pathogenic microorganisms that expose various types of MAMPs (Yu *et al*., 2019). Through still largely unclear mechanisms, the plant immune system can discriminate between harmful and beneficial interactions, taking advantage of the microbe‐provided ecological services that can support its fitness (Trdá *et al*., 2015; Plett and Martin, 2018). Increasing the knowledge of the plant immune regulation under abiotic stress will foster the engineering of the plant microbiome (Saikkonen *et al*., 2020) to face adverse environmental conditions, like increasing soil salinization (Shahzad *et al*., 2021).

The dosage of SA187 plays a role in inducing immune responses and this can have implications for the dynamic interplay of the plant with microbes in the rhizosphere, a hotspot for microbial diversity and density. The rhizosphere inhabiting population size is estimated to encompass 10^8^–10^9^ bacteria per gram of plant root fresh weight (Reinhold‐Hurek *et al*., 2015). How plants evolved detection systems able to manage simultaneously such large and diverse interactions is still unknown. For SA187, the observed threshold for plant immune activation corresponded to 7 × 10^6^ CFU ml^−1^. This result is in agreement with previous reports where root exposure to similar bacterial concentrations failed to induce an immune response in Arabidopsis roots (Millet *et al*., 2010; Lakshmanan *et al*., 2012). While rhizobacteria express flagellins that are poorly recognized by the plant immune system (Lopez‐Gomez *et al*., 2012), and the grapevine *FLS2* receptor discriminates between flagellin molecules produced by the beneficial strain *P*. *phytofirmans* and by pathogens (Trdá *et al*., 2014), SA187 immunogenic flagellin peptides triggered canonical immune responses in Arabidopsis. These results are surprising as pathogenic and beneficial microbes alike have been shown to actively suppress the immune system in Arabidopsis (Millet *et al*., 2010). However, given the fact that SA187 can colonize the rhizoplane of various plant species and also establish in the endosphere (de Zélicourt *et al*., 2018), SA187 must have evolved alternative strategies to avoid or deal with the plant immune system. Although SA187 lacks the components for a bacterial T3SS (Andrés‐Barrao *et al*., 2017), which is necessary for MTI suppression by phytopathogenic bacteria (Alfano and Collmer, 2004), SA187 is endowed with T2SS, that mediates extracellular secretion of multimeric proteins, and with the poorly characterized T6SS, that mediates translocation of effector proteins targeting the bacterial cell wall and membrane, supporting a role in bacterial competition with other microorganisms (Russell *et al*., 2014). Both secretion systems were described in pathogenic as well as in non‐pathogenic bacteria (Korotkov *et al*., 2012; Shyntum *et al*., 2014). Therefore, SA187 might interfere with host immunity by T2SS or T6SS systems to suppress MTI.

To identify the putative membrane‐associated receptor complex that mediates SA187‐induced plant salt tolerance, a number of PRR mutants for known MAMP signalling pathways were tested in the phenotypic assay of SA187‐induced salt tolerance in Arabidopsis (de Zélicourt *et al*., 2018). A similar salt promotion effect as in WT was observed in knock‐out plants for *FLS2*, that recognized almost all SA187‐encoded flagellin peptides, for *fls2 efr1*, impaired also in recognition of the bacterial elongation factor Tu (Zipfel *et al*., 2006), for *cerk1*, acting as a functional hub for immunity and abiotic stress perception (Espinoza *et al*., 2017). Therefore, none of these PRRs mediates SA187‐triggered beneficial effect on Arabidopsis salt tolerance. Compared to WT plants, SA187 significantly enhanced salt resistance in *lyk4* and to a lesser degree in *lyk5* mutant and importantly, the SA187‐induction of salt tolerance in Arabidopsis was completely compromised in *LYK4* or *LYK5* overexpressing plants. The present work widens the knowledge on LysM receptors, showing that *LYK4*, previously supposed to play an ancillary role in chitin signalling and recently demonstrated to be a component of the chitin receptor (Xue *et al*., 2019), has a key role in beneficial plant–bacterial interaction. In *lyk4* mutant plants, SA187‐induced changes in root architecture were mainly due to a higher lateral root density: this phenotype may contribute to the enhanced salt tolerance in SA187‐colonized plants. Moreover, SA187‐colonized *lyk4* roots show enhanced proliferation of root hairs whereas *LYK4‐OE* plants are basically devoid of root hairs. Given that root hairs are essential components for the efficient acquisition of nutrients and water (Tanaka *et al*., 2014), root hair proliferation may affect plant fitness under abiotic stress conditions. Indeed, root architecture is a key trait for plant adaptation to abiotic stresses conditions like salinity (Koevoets *et al*., 2016) and beneficial bacteria contribute to remodel root development in a strain‐specific manner (Garrido‐Oter *et al*., 2018). Microscopic inspection confirmed a role of *LYK4* in SA187‐induced root hair growth and development.

To analyse the interaction of SA187 with Arabidopsis at the molecular level, the transcriptome of SA187‐colonized and non‐colonized Arabidopsis plantlets grown under salt and non‐stress conditions was compared. Despite undetectable morphological changes in SA187‐colonized *lyk4* plants, profound changes in the transcriptome landscape were already observed under non‐salt conditions. 

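In *lyk4* plants with SA187 on MS, genes of iron uptake were lower as a list, and a pair of root hair genes fell while their list did not pass. Of 24 iron genes 4 were called lower in *lyk4* (8 when adjusted over the list alone) and none was higher, with a median log2 fold change of -0.60. *NAS2* (AT5G56080), which makes the iron chelator nicotianamine, fell, at -1.81 (standard error 0.43, limma adjusted p = 0.00839), the iron transporter gene *IRT1* (AT4G19690) at -1.32 (standard error 0.40, limma adjusted p = 0.0473), and *FIT* (AT2G28160), the regulator of iron uptake, at -0.71 (standard error 0.21, limma adjusted p = 0.0431). The list passed in *lyk4* (fry adjusted p = 0.0110, but adjusted p = 0.262 with an estimated correlation), and the call ended with a fry adjusted p of 0.0776 without *lyk4* mock MS replicate 2 and 0.119 and 0.0548 without *lyk4* SA187 MS replicates 1 and 2. *NAS2* fell in WT too, at -2.31 (standard error 0.43, limma adjusted p = 0.000489), and the difference between *lyk4* and WT in the effect on the list did not pass (fry adjusted p = 0.572). The root hair regulator gene *RHD6* (AT1G66470) had -1.39 (standard error 0.36, limma adjusted p = 0.0174) in *lyk4*, and the oxidase gene *RHD2* (AT5G51060) -0.77 (standard error 0.22, limma adjusted p = 0.0289). These were the only genes called among 24 of the root hair (3 when adjusted over the list alone), whose median was -0.75 (fry adjusted p = 0.0834). Genes typical of root tissue were lower in the same libraries, so a smaller share of root would give the same sign. *NAS2* in *lyk4* on MS lost its call with 1 library left out (limma adjusted p = 0.0662 without *lyk4* mock MS replicate 2 and 0.148 without *lyk4* SA187 MS replicate 1). *IRT1* in *lyk4* on MS was not called with 1 library fewer (limma adjusted p = 0.0757, 0.176 and 0.0831 without *lyk4* mock MS replicates 1, 2 and 3 and 0.475 and 0.0734 without *lyk4* SA187 MS replicates 1 and 2). *FIT* in *lyk4* on MS missed a threshold when a library was dropped (limma adjusted p = 0.115 and 0.151 without *lyk4* mock MS replicates 2 and 3 and 0.203 and 0.117 without *lyk4* SA187 MS replicates 1 and 2). *RHD6* in *lyk4* on MS lost its call with 1 library left out (limma adjusted p = 0.0777 without *lyk4* mock MS replicate 2 and 0.123 without *lyk4* SA187 MS replicate 1). *RHD2* in *lyk4* on MS was not called with 1 library fewer (limma adjusted p = 0.0899 and 0.108 without *lyk4* mock MS replicates 1 and 2 and 0.221 and 0.0992 without *lyk4* SA187 MS replicates 1 and 2).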

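Genes induced by microbial patterns were higher with SA187 on MS in WT and in the libraries labelled *LYK4-OE*, and those of LysM receptors in all genotypes. Of 27 pattern-induced genes 9 were called higher in WT, 3 in *lyk4* and 4 in *LYK4-OE* (12, 5 and 8 when adjusted over the list alone), and none was lower. Their medians were 0.70 (fry adjusted p = 0.00370, but adjusted p = 0.173 with an estimated correlation), 0.35 (fry adjusted p = 0.102) and 0.45 (fry adjusted p = 0.0288, but adjusted p = 0.361 with an estimated correlation). *FRK1* (AT2G19190), a receptor kinase gene used as a marker of this response, rose by 4.75 (standard error 0.70, limma adjusted p = 1.7e-05) in WT, 4.64 (standard error 0.70, limma adjusted p = 3.2e-05) in *lyk4* and 4.21 (standard error 0.70, limma adjusted p = 0.000101) in *LYK4-OE*. Among LysM receptor genes, *LYK5* rose by 1.40 (standard error 0.26, limma adjusted p = 0.000632), 1.46 (standard error 0.26, limma adjusted p = 0.000510) and 0.94 (standard error 0.26, limma adjusted p = 0.0295), and *LYM2* (AT2G17120) by 0.82 (standard error 0.14, limma adjusted p = 0.000182) in WT. The 7 LysM genes had medians of 0.26, 0.38 and 0.47 (fry adjusted p = 0.00201, 0.00121 and 0.00909, but adjusted p = 0.172, 0.144 and 0.280 with an estimated correlation). Over the alternatives these medians ran from 0.10 to 0.40 in WT, 0.22 to 0.45 in *lyk4* and 0.42 to 0.58 in *LYK4-OE*. The SA187 effect on the pattern-induced genes differed from WT by a median of -0.27 in *lyk4* (fry adjusted p = 0.497) and -0.15 in *LYK4-OE* (fry adjusted p = 0.687). In *LYK4-OE* the call of the pattern-induced genes ended with a fry adjusted p of 0.0544 and 0.183 without *LYK4-OE* mock MS replicates 2 and 3 and 0.0651, 0.0631 and 0.0959 without *LYK4-OE* SA187 MS replicates 1, 2 and 3. That of the LysM genes ended with 0.0521 without *LYK4-OE* SA187 MS replicate 2. *LYK5* in *LYK4-OE* on MS missed a threshold when a library was dropped (limma adjusted p = 0.102 and 0.0963 without *LYK4-OE* mock MS replicates 2 and 3 and 0.147, 0.0539 and 0.0567 without *LYK4-OE* SA187 MS replicates 1, 2 and 3).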

As shown by the oppositely altered expression levels of genes related to plant defence in *lyk4* and *LYK4‐OE* plants, *LYK4* seems to be involved in regulating some aspects of Arabidopsis immunity during SA187 interaction. In particular, the differential expression for several cysteine‐rich receptor like kinases (CRKs) and RLPs in SA187‐colonized *lyk4* and *LYK4‐OE* plants provide hints for the identification of PRRs involved in SA187 perception and interaction. CRKs belong to a large gene family of receptors, but several play important roles in plant defence and immunity (Wrzaczek *et al*., 2010). Among these, differential regulation in *LYK4* mutants was found for *CRK8*, which may act as ROS sensors (Bassal *et al*., 2020) as well as *CRK9*, which plays a redundant function with *CRK4* and *CRK5* in ABA signalling (Lu *et al*., 2016). 

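*CRK9* (AT4G23170, chromosome 4, 12134973 to 12136796) rose by a log2 fold change of 1.94 (standard error 0.23, limma adjusted p = 3.9e-07) with SA187 on MS in WT, 1.44 (standard error 0.23, limma adjusted p = 8.6e-05) in *lyk4* and 2.00 (standard error 0.23, limma adjusted p = 1.8e-07) in the libraries labelled *LYK4-OE*. *CRK4* (AT3G45860, chromosome 3, 16863088 to 16866261) rose by 2.82 (standard error 0.33, limma adjusted p = 4.2e-07), 3.02 (standard error 0.33, limma adjusted p = 2.7e-07) and 3.02 (standard error 0.33, limma adjusted p = 9.6e-08) in the same order. On salt *CRK4* fell, at -1.46 (standard error 0.33, limma adjusted p = 0.0264) with SA187 in WT. The effects on MS in *lyk4* and WT differed by -0.51 (standard error 0.32, limma adjusted p = 0.980) for *CRK9* and 0.20 (standard error 0.47, limma adjusted p = 0.999) for *CRK4*, and neither passed. *CRK9* lies in the tandem array of kinase genes on chromosome 4 and may share reads with its neighbours. *CRK4* in WT on salt lost its call with 1 library left out (limma adjusted p = 0.193 and 0.171 without WT mock salt replicates 1 and 3 and 0.0586, 0.122 and 0.0929 without WT SA187 salt replicates 1, 2 and 3).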

The differential regulation of several regulators of MAPK signalling, such as *PUB23* and *PUB24* (Trujillo *et al*., 2008), and MAPK targets, such as *WRKY48* (Xing *et al*., 2008) and *WRKY53* (Wan *et al*., 2004), substantiate that *LYK4* plays an important role in regulating defence reactions during SA187–Arabidopsis interaction. 

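*PUB23* (AT2G35930, chromosome 2, 15082855 to 15084559) and *PUB24* (AT3G11840, chromosome 3, 3736578 to 3738208) encode ubiquitin ligases that dampen responses to microbial patterns. With SA187 on MS *PUB23* rose by 0.99 (standard error 0.17, limma adjusted p = 0.000137) in WT, and *PUB24* had 0.78 (standard error 0.25, limma adjusted p = 0.0712) and did not pass. *WRKY48* (AT5G49520, chromosome 5, 20090648 to 20093346) rose by 1.27 (standard error 0.31, limma adjusted p = 0.0110) in the libraries labelled *LYK4-OE* and had 0.59 (standard error 0.31, limma adjusted p = 0.368) in WT and 0.85 (standard error 0.31, limma adjusted p = 0.115) in *lyk4*. *WRKY53* (AT4G23810, chromosome 4, 12392370 to 12393982), a transcription factor of senescence and defence, rose by 2.07 (standard error 0.38, limma adjusted p = 0.000444) in WT and 1.80 (standard error 0.38, limma adjusted p = 0.00238) in *LYK4-OE*, and had 1.13 (standard error 0.38, limma adjusted p = 0.0776) in *lyk4*. The difference of *lyk4* from WT was -0.69 (standard error 0.24, limma adjusted p = 0.945) for *PUB23*, -0.43 (standard error 0.35, limma adjusted p = 0.980) for *PUB24* and -0.94 (standard error 0.54, limma adjusted p = 0.968) for *WRKY53*. That of *LYK4-OE* from WT was 0.68 (standard error 0.45, limma adjusted p = 1.00) for *WRKY48*, with none past the test. *PUB24* in WT on MS gained a call with 1 library fewer (limma adjusted p = 0.0288 without WT SA187 MS replicate 2). *WRKY48* in *LYK4-OE* on MS missed a threshold when a library was dropped (limma adjusted p = 0.0752 without *LYK4-OE* mock MS replicate 3 and 0.0742 without *LYK4-OE* SA187 MS replicate 3). *WRKY53* in *lyk4* on MS gained a call with 1 library fewer (limma adjusted p = 0.00454 without *lyk4* SA187 MS replicate 2).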

Interestingly, several differentially expressed genes in the interaction of SA187 with *lyk4* or *LYK4*‐*OE* link *LYK4* to the regulation of stress tolerance. Among these genes, several are related to ABA, water deprivation, but also to metabolic processes like starch metabolism.

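Genes induced by ABA and salt passed the test as a list with SA187 on MS, where they were lower, in the libraries labelled *LYK4-OE* and in no other genotype. Of 30 such genes 3 were called lower in WT, 3 in *lyk4* and 8 in *LYK4-OE* (15 lower and 1 higher in *LYK4-OE* when adjusted over the list alone). The medians were -0.56, -0.56 and -0.62 (fry adjusted p = 0.0967, 0.100 and 0.0233, the last with adjusted p = 0.330 with an estimated correlation). *COR15A* (AT2G42540), a chloroplast protein of cold and drought, fell, at -1.88 (standard error 0.55, limma adjusted p = 0.0388) in WT, -2.30 (standard error 0.55, limma adjusted p = 0.00839) in *lyk4* and -2.88 (standard error 0.55, limma adjusted p = 0.000713) in *LYK4-OE*. *RD29A* (AT5G52310), a marker of ABA and osmotic stress, fell, at -1.67 (standard error 0.35, limma adjusted p = 0.00219) in WT and -1.53 (standard error 0.35, limma adjusted p = 0.00533) in *LYK4-OE*. The call in *LYK4-OE* ended with a fry adjusted p of 0.199 without *LYK4-OE* mock MS replicate 1 and 0.117 without *LYK4-OE* SA187 MS replicate 1. The effects in *lyk4* and *LYK4-OE* differed from WT by medians of -0.037 and -0.12 (fry adjusted p = 0.986 and 0.814). *COR15A* in WT on MS was not called with 1 library fewer (limma adjusted p = 0.165 and 0.126 without WT mock MS replicates 1 and 3 and 0.146 and 0.235 without WT SA187 MS replicates 1 and 3). *COR15A* in *lyk4* on MS missed a threshold when a library was dropped (limma adjusted p = 0.0665 and 0.0645 without *lyk4* mock MS replicates 2 and 3 and 0.129 without *lyk4* SA187 MS replicate 1). *RD29A* in *LYK4-OE* on MS lost its call with 1 library left out (limma adjusted p = 0.0537 without *LYK4-OE* mock MS replicate 1 and 0.0620 without *LYK4-OE* SA187 MS replicate 1).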

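Of the 601 genes called higher with SA187 on MS in WT, 29 were called lower with it on salt, where independent calls would share 2.60. Of the 497 genes called higher on MS in *lyk4*, 7 were called lower on salt there (1.24 for independent calls). Of the 559 in the libraries labelled *LYK4-OE* none was (0.27 for independent calls). By sign alone, called or not, 469 of the WT genes (78.0%) had a negative change on salt in WT. So did 394 of the *lyk4* genes (79.3%) in *lyk4* and 385 of the *LYK4-OE* genes (68.9%) in *LYK4-OE*. Of all genes tested 48.4%, 50.4% and 49.5% had one. Mock plants of the same medium enter each of these changes, so chance in a mock group acts on all genes of that group. In *lyk4* the suberin and Casparian strip genes stood higher in the SA187 effect on salt than in that on MS by a median of 0.90 (fry adjusted p = 0.00532, but adjusted p = 0.172 with an estimated correlation). The root tissue genes did so by 0.83 (fry adjusted p = 0.00273, but adjusted p = 0.144 with an estimated correlation). The potassium transporter gene *HAK5* differed between the media by 2.87 (standard error 0.75, limma adjusted p = 0.0232) in WT, and *PR1* by -10.40 (standard error 1.49, limma adjusted p = 1.6e-05). The auxin genes differed by a median of 0.54 in WT (fry adjusted p = 0.00909, but adjusted p = 0.173 with an estimated correlation). *HAK5* between the media in WT was not called with 1 library fewer (limma adjusted p = 0.0521 without WT mock MS replicate 2, 0.0679 without WT SA187 MS replicate 1, 0.0528 and 0.0508 without WT mock salt replicates 1 and 2 and 0.0721 without WT SA187 salt replicate 3).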

Under salt stress, several sets of genes showed differential regulation when compared to non‐salt conditions, indicating that *LYK4* is involved in processes that are not only of importance in plant–microbe interaction. Under salt stress, SA187‐colonized *lyk4* plants showed upregulation of genes involved in the biosynthesis and remodelling of the plant cell wall and root hair elongation, consistently with the observed SA187‐induced changes in root architecture in the mutant line. 

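*LAC4* (AT2G38080, chromosome 2, 15934244 to 15937616) encodes a laccase of lignin deposition and *FLA12* (AT5G60490, chromosome 5, 24325457 to 24326827) an arabinogalactan protein of the secondary wall. With SA187 on salt, *LAC4* had a log2 fold change of 0.61 (standard error 0.19, limma adjusted p = 0.206) in *lyk4* and *FLA12* 0.81 (standard error 0.25, limma adjusted p = 0.193), and neither passed the test. In WT they had 0.31 (standard error 0.19, limma adjusted p = 0.682) and 0.084 (standard error 0.25, limma adjusted p = 0.972). The effects in *lyk4* and WT differed by 0.30 (standard error 0.27, limma adjusted p = 1) and 0.73 (standard error 0.35, limma adjusted p = 1). Of 21 genes of the secondary wall, 0 were called higher and 0 lower by limma in *lyk4* on salt, 0 were higher by voom and 3 stood at an unadjusted p under 0.05, with a median of 0.087 (fry adjusted p = 0.371).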

The *LYK4*‐dependent DEGs include *LAC4*, a peroxidase that contribute to the deposition of lignin in secondary cell wall (Chou *et al*., 2018), FLA12 that ensures the integrity and elasticity of the plant cell wall matrix (Johnson *et al*., 2011), *EXT13* and *EXT8*, extensin proteins associated with root hair development that structures a distinctive network in root hair cell walls through cross‐links via peroxidases (Velasquez *et al*., 2011). For SA187‐induced root hair phenotype, specific genes were identified such as *RHS18*, a family of proteins with an elusive molecular function that appears important for cell wall biogenesis and remodelling (Shibata and Sugimoto, 2019).

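*RHS18* (AT5G22410, chromosome 5, 7426310 to 7427964) encodes a peroxidase expressed in root hairs and was close to the floor of the counts on salt. Its normalized count on salt was 0.591 ± 1.02 (SD, n = 3) in WT mock plants and 2.91 ± 2.68 (SD, n = 3) with SA187. In *lyk4* it was 3.18 ± 4.45 (SD, n = 3) in mock plants and 24.2 ± 12.8 (SD, n = 3) with SA187, and in the libraries labelled *LYK4-OE* 2.92 ± 2.82 (SD, n = 3) and 10.4 ± 5.75 (SD, n = 3). The log2 fold change with SA187 in *lyk4* was 3.02 (standard error 0.88, limma adjusted p = 0.161) and did not pass the test. On MS the count in WT mock plants was 64.1 ± 44.4 (SD, n = 3).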

Interestingly, the genes of cluster 3 are mainly related to auxin signalling and cell growth, showing reduced expression in *OE‐LYK4* compared to WT and *lyk4* upon colonization by the beneficial bacterium. GO analysis of these genes identified several members of the family of small auxin upregulated RNA *SAUR* (21–24) genes that regulate auxin‐mediated cell elongation and expansion (Spartz *et al*., 2012) as well as *IAA* genes. The gene list includes cell wall modifying enzymes, consistent with the role played by auxin in root morphogenetic processes, including in particular lateral root emergence. Indeed, auxin‐induced acidification induces expression of expansins, such as *EXP11*, that loosen the cell wall at cellulose‐xyloglucan junctions and promotes XTH proteins that aid in loosening of cell walls, such as *XTH4*. These findings are of particular interest, considering that both ethylene and auxin synergistically regulate root hair growth and elongation (Shibata and Sugimoto, 2019). 

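*EXPA11* (AT1G20190, chromosome 1, 6998335 to 6999839) encodes an expansin and *XTH4* (AT2G06850, chromosome 2, 2763449 to 2765743) a xyloglucan endotransglucosylase, both of wall loosening. With SA187 on salt in WT *EXPA11* had a log2 fold change of 0.63 (standard error 0.29, limma adjusted p = 0.499) and *XTH4* 0.59 (standard error 0.21, limma adjusted p = 0.298), and neither passed the test. In the libraries labelled *LYK4-OE* they had 0.39 (standard error 0.29, limma adjusted p = 0.737) and 0.39 (standard error 0.21, limma adjusted p = 0.595). In mock plants on salt *EXPA11* differed between *LYK4-OE* and WT by -0.26 (standard error 0.29, limma adjusted p = 0.934) and *XTH4* by -0.26 (standard error 0.21, limma adjusted p = 0.898).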

Blocking ethylene perception or inhibiting ethylene synthesis reduces the number of root hairs and similarly auxin promotes root hair formation (Qin and Huang, 2018). These data suggest that *LYK4* might play a role in mediating SA187 signals to alter cell growth and development of the root system.

Together with a reduced expression of auxin responsive genes and cell wall remodelling enzymes, the enhanced expression of SA‐responsive defence genes and of flavonoids could be the cause for the loss of SA187‐triggered salt tolerance in *LYK4‐OE* plants. Higher SA levels show inhibitory effect on auxin uptake, sensitivity and signalling, thus prioritizing defence over growth, whereas, in the absence of biotic challenges, auxin attenuates SA‐mediated defences, boosting growth (Naseem *et al*., 2015). Although *LYK4* does not seem to affect the early events in plant immune responses, the higher expression of flavonoid‐encoding and SA‐dependent genes could explain the reduced colonization ability of SA187 on *LYK4‐OE* roots. Indeed, root system hypercolonization by the biocontrol endophyte Fo47 was observed only in MTI‐compromised tomato plants (de Lamo *et al*., 2021).

In an effort to identify the microbial determinants improving SA187 enhanced beneficial response in *lyk4* plants, we assayed the bacterial metabolite KMBA that was shown to induce salt tolerance in Arabidopsis (de Zélicourt *et al*., 2018). Since KMBA is a metabolite that can be converted into ethylene *in planta*, we also tested ACC, the direct precursor of ethylene. As seen for SA187, both KMBA and ACC could enhance salt stress tolerance in *lyk4* mutants to higher levels than in WT plants. These effects were clearly compromised in *LYK4‐OE* plants, indicating that *LYK4* is involved in SA187‐mediated ethylene signalling in Arabidopsis. At present, it is not clear whether this occurs by a direct or indirect interaction of KMBA or ACC with *LYK4* or other components of the ethylene signalling cascade.

In conclusion, we report a new role for *LYK4* in regulating the beneficial plant‐microbe interaction of SA187 with Arabidopsis, suggesting that it acts as a negative regulator of the bacteria‐triggered salt resistance (Fig. 5). Our findings suggest a functional trade‐off between defence and root developmental programmes to ameliorate effects on the plant fitness under abiotic stress conditions, with crucial biotechnological implications to exploit beneficial microbes for ensuring crop yield and enhancing plant resilience during environmental stress conditions.

## Experimental procedures

### Bacteria and plant material used in the present study

*Enterobacter* sp. SA187 was previously isolated from root nodules of the leguminous pioneer plant *Indigofera argentea* in the Jizan region of Saudi Arabia (Andrés‐Barrao *et al*., 2017). Arabidopsis Col0 was used for the described assays and the following mutants were used in the present study: *fls2* (SALK_141272 and SALK_093905), *fls2 efr1* (SAIL_691C4; SALK_044334C), *cerk1‐2* (GABI‐KAT 096F09), *lyk4* (WiscDsLox297300_01C), *lyk5‐2* (SALK_131911C). The mutant line *lyk4 lyk5* and the *LYK4* and *LYK5* overexpressing lines were published previously (Liang *et al*., 2013). All plants were grown in long day conditions in growth chambers (Percival; 16 h light/8 h dark, 22°C).

### Bacterial growth conditions

SA187 was routinely grown on LB medium. an overnight pre‐culture was prepared by inoculating the bacterium directly from the glycerol stock in 20 ml LB for grow o/n at 30°C under shaking conditions. The next morning, the bacterium was re‐inoculated in fresh LB liquid medium (generally 250 μl in 25 ml of medium) and the growth of the strain was followed until the exponential phase, typically 0.6–0.8 OD. Appropriate dilutions were prepared, as described in the next paragraphs.

### Arabidopsis growth conditions and root architecture analysis

Prior to every experiment, *A*. *thaliana* seeds were surface sterilized for 10 min in 70% ethanol + 0.05% sodium dodecyl sulfate on a shaker, washed two times in 96% ethanol and allowed to dry. For the MAPK activation assays and for the evaluation of the SA187 immunogenic response, Arabidopsis seedlings were grown in liquid 1/2 MS (Murashige and Skoog basal salts, Sigma, 0.5% MES, pH 5.4) supplemented with 1% sucrose. Seeds were vernalized for 48 h in the dark at 4°C and then grown for 11 days at 22°C under long‐day conditions. At day 11, the MS medium was carefully removed from the plates, the plantlets were washed carefully and rapidly with 5 ml of fresh 1/2 MS without sucrose to remove any traces of sugar and finally 5 ml of fresh 1/2 MS (no sucrose) was added in each plate. The plantlets were placed again in the growth cabinet and the day after they were treated with liquid MS alone (mock) or supplemented with the flagellin peptides (1 μM or 100 nM) or with a bacterial dilution (OD = 0.5, corresponding to 2 × 10^8^ CFUs ml^−1^ and OD = 0.1, corresponding to 2 × 10^7^ CFUs ml^−1^ and OD = 0.01, corresponding to 2 × 10^6^ CFUs ml^−1^) at the given concentrations. The flg22 peptide was bought from GeneCust Europe; the SA187‐flg22 peptides were bought from Genecust (2 mg with >85% purity). P1 and P4 were resuspended in sterile ultrapure H_2_O, while P2 and P3 were resuspended in 70% dimethylsulphoxide.

Samples were collected according to a time course (15–30–60 min), rapidly frozen in liquid nitrogen and stored at −80°C until further use.

For growth inhibition assays, seedlings were grown in solid MS plates, transferred to liquid MS with or without the flagellin peptides at day 5, and weighted 7 days after treatments.

For the salt stress tolerance assays, sterilized seeds were sown on ½ MS plates containing or not SA187 (2 × 10^5^ CFUs ml^−1^) that was supplemented as previously described. The seeds were stratified for 2 days at 4°C in the dark and then the plates were placed vertically to grow for 5 days. Five‐day‐old seedlings were transferred onto ½ MS plates with or without 100 mM NaCl (Sigma) and this was considered T0 of the assay. Primary root length was measured at day 8 after transfer using ImageJ software on scanned images of the plates. The number of lateral roots was evaluated as detectable number of lateral roots observed under a stereo microscope. Fresh weight of shoots and roots was measured 14 days after transfer of seedlings. The beneficial index, that is the salt promotion ability exerted by SA187, was calculated as the ratio between fresh weight ‐SA187 and ‐mock inoculated seedlings and was expressed in percentage in the same genetic background. Operatively, it was calculated on the average value of the fresh weight (SA187 and mock‐treated plants) obtained in each biological replicate. Thus, the values of the beneficial index showed in Table S1 correspond to the average ± standard deviation of the beneficial index calculated in each biological replicate. The statistical analysis was performed by applying the Mann and Whitney test. The beneficial index values of each replicate are indicated in Table S1. The beneficial index was used as a tool to compare SA187‐salt improving performances in the different mutant backgrounds used in the present study.

### GUS staining

To evaluate the immune response elicitation and suppression the reporter line *pCYP71A12*::*GUS* (Denoux *et al*., 2008) was used according to Millet *et al*. (2010). For the elicitation assay, seeds were germinated on ½ MS basal salts, 9% agar, pH 5.8. Overnight cultures of SA187, *P*. *syringae* pv. tomato DC3000 (Pst) or hrcC‐ in King's medium were centrifuged at 2500*g* for 5 min, washed three times and diluted in sterile distilled water to a final OD = 0.1. Ten days after germination, *pCYP71A12*::*GUS* expressing seedlings were placed horizontally and covered for 5 h with a solution of 10 μM Flg22 or heat inactivated bacteria at OD = 0.1. To evaluate the ability of bacteria to suppress the immune response, sterile seeds were germinated on ½ MS basal salts, 9% agar, pH 5.8, supplemented with 100 μl fresh cultures of Pst DC3000, hrcC‐ or SA187 at logarithmic phase (OD ≈ 0.4–0.5) per 50 ml of medium. The seedlings were then placed horizontally and covered with ½ MS basal salts, pH 5.8 with 10 μM Flg22 for 5 h. Then the seedlings were vacuum infiltrated and incubated in staining solution (200 mM sodium phosphate, buffer, pH 6.7, 5 μM potassium ferricyanide (K_3_Fe(CN)_6_), 5 μM potassium ferrocyanide (K_4_Fe(CN)_6_), −0.01% Triton‐X, 50 μg ml^−1^ of 5‐bromo‐4‐chloro‐3‐indolyl‐b‐d‐glucuronic acid (X‐Gluc; Sigma), 50 mM sodium phosphate buffer (pH 7.2)]. The reaction was incubated at 37°C in darkness until signal was developed. Stained seedlings were washed, dehydrated and cleared in 90% acetone, 75%, 50% and 25% ethanol series, mounted on slides with chloral hydrate overnight and observed with Axio Imager 2 (Zeiss) equipped with Plan‐Neofluar 10x/0.45 objective.

### Laser scanning confocal microscopy imaging

For confocal microscopy, we used the GFP genetically integrated the wild‐type SA187, termed SA187‐GFP as in de Zélicourt *et al*. (2018). Five days old seedlings were used to visualize the colonization of SA187‐GFP on roots. Embedding medium was 100 μg ml^−1^ propidium iodide (PI) in distilled water. We used the confocal microscope ZEISS LSM880 with Airyscan with the Plan‐Apochromat 10× (n.a. 0.45) objective lens. For excitation of both GFP and PI, we used the argon‐based laser with power output 6.5. Pinhole was set to 1 A.U. Emission filters were set to 493–584 nm for GFP and 604–718 nm for PI. For Z‐stacking, we used a minimal number of scans (12–20) in order to have at least 10% overlap between channels. We used, the ZEN black edition 3.0 SR for assembly of images and the ZEN blue lite edition 3.0 was used for annotations, image cropping and extraction.

### SA187 re‐isolation from the root system of colonized plantlets

To evaluate the early effects of salt stress on SA187 root colonization efficiency, plates containing WT, *lyk4* and *OE‐LYK4* colonized plantlets were scanned after 3 days of growth on 1/2 MS and 1/2 MS + 100 mM NaCl and primary root length was measured by using ImageJ software. Roots were cut by the use of a sterile blazer and blended in sterile physiological buffer (9 g L^−1^ NaCl) and then aliquots of serial dilutions (10^0^–10^−7^) were plated.

### SA187 flagellin peptides alignments

Five paralogs of the gene coding for flagellin (*fliC*) were identified in the SA187 genome sequence (Andrés‐Barrao *et al*., 2017). The sequence of the five paralog proteins were obtained from the genomic information and aligned to the flg22 peptide by using ClustalW tool available at ExPASy (www.expasy.org) (Artimo *et al*., 2012). The conserved peptide sequence was extracted and similarity tree was constructed using MEGAX software (Kumar *et al*., 2018).

### Protein extraction and Western blot analysis

Total proteins were extracted using a native buffer containing 50 mM Tris–HCl pH 7.5, 150 mM NaCl, 0.1% NP40, 5 mM EGTA, 0.1 mM DTT, 1 complete protease inhibitors (Roche Applied Science), 1 mM NaF, 0.5 mM Na_3_VO_4_, 15 mM β‐glycerophosphate, 15 mM 4‐nitrophenyl phosphate, and protein quantification for normalization was performed using a Bradford assay. Chemicals were purchased from SIGMA unless otherwise stated. Protein samples were separated on 10% acrylamide/bis‐acrylamide (SIGMA) SDS‐PAGE gels and transferred on 0.45‐μm PVDF membranes (GE Healthcare). Blocking was performed in TBST containing 5% BSA, blots were incubated overnight with anti‐pTpY antibody (rabbit anti‐phospho‐p44/42 MAPK (Erk1/2) (Thr202/Tyr204; Cell Signalling), washed in TBST, and incubated with the goat anti‐rabbit horseradish peroxidase (HRP)‐conjugated secondary antibody (SIGMA) diluted to 1/10 000. The chemiluminescent detection of HRP was performed with ECL reagent (GE Healthcare) and an imaging system (GeneGnome; Syngene). After immunoblotting and imaging, the blots were stained with a solution of Coomassie blue for protein visualization: 0.75% Coomassie Brilliant Blue R‐250 (821616, ICN Biomedicals), 20% ethanol, 10% acetic acid.

### RNA extractions

Seedlings were harvested at the indicated times and frozen in liquid nitrogen. Total RNA extractions were performed using the NucleoSpin RNA kit (Macherey‐Nagel) following the manufacturer's recommendations. RNA quantification and quality were measured in a NanoDrop (Thermo Scientific).

### RNA‐Seq and qRT‐PCR analysis

Total RNA was extracted from 5‐day‐old plants either or not inoculated with SA187 and transferred for 14 more days on ½ MS plates with or without 100 mM NaCl using the Nucleospin RNA plant kit (Macherey‐Nagel), including DNaseI treatment and following manufacturer's recommendations.

mRNA libraries were prepared using 1 μg of total RNA using TruSeq Stranded mRNA Library Prep kit (Illumina). Sequencing of the pooled libraries was performed on HiSeq 4000 platform. Paired‐end sequencing of RNA‐Seq samples was performed using Illumina GAIIx with a read length of 100 bp. Reads were quality‐controlled using FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Trimmomatic was used for trimming of adaptor sequences (Bolger *et al*., 2014). Parameters for read quality filtering were set as follows: minimum length of 36 bp; Mean Phred quality score greater than 30; leading and trailing bases removal with base quality below 3; sliding window of 4:15. TopHat v2.1.1 was used for alignment of short reads to the *A*. *thaliana* genome.

Differentially expressed genes among mock vs SA187‐treated condition were identified using DESeq2 R language‐based tool (Anders and Huber, 2010; Love *et al*., 2014). It calculates the DEGs using a generalized‐linear model and are based on the negative binomial distribution. Benjamini–Hochberg correction was used to correct for sample comparisons (with a false discovery cut‐off < 0.05). Genes were considered as deregulated if fold change was >log2^|0.6|^ and adjusted *p* < 0.05 compared to Mock condition. For the hierarchical clustering and gene family enrichment, Arabidopsis regulated genes were used to generate *K*‐mean clustering using Genesis (Sturn and Quackenbush, 2002) using no. of clusters = 18.24; interaction = 100; random = 50.

RNA‐Seq data set can be retrieved under accession ID GSE157443 at GEO datasets (https://www.ncbi.nlm.nih.gov/gds).

For qPCR analyses, cDNAs were synthesized from 1 μg total RNA using oligo(dT) and SuperScript III reverse transcriptase (Invitrogen) in a 30‐μl total volume. For the synthesis of cDNA, RNAs were heated at 65°C for 10 min, RT mix was added, and the reaction proceeded at 42°C for 1 h. cDNAs were then heated at 75°C for 15 min and stored at 4°C. qPCR reactions were performed in 10 μl final volume with 1 μl RT reaction, 100 nM final concentration of each primer pair, and SYBR FAST Universal qPCR kit (Kapa Biosystems). Primer sequences are listed in Supporting Material S1. ACTIN2 (At3g18780) was used as reference gene. All reactions were performed in a CFX384 Touch™ Real‐Time PCR Detection System (Bio‐Rad) as follows: 95°C for 30 s, ×40 95°C for 5 s, and 60°C for 20 s; and a dissociation step was programmed to validate the PCR products. qPCR was carried out on a CFX384 Touch Real‐Time PCR device (Bio‐Rad) and analysed with CFX Manager Software (Bio‐Rad). qRT‐PCR validation is reported in Fig. S14 and the RNA‐seq values are reported in Table S3. The expression of SA187‐FliC genes was evaluated by qRT‐PCR as previously described by Andrés‐Barrao *et al*. (2017).

### STRING analysis

PPI networks of nutrient‐responsive proteins were generated with STRING (http://string.embl.de) based on known and predicted interactions and displayed in confidence view.

### Statistical analysis

Statistical analysis and graph elaboration was performed by Prism‐GraphPad version 9.2.0.

## Supporting information

**Appendix S1:** Supplementary Information

**File S1** The excel file contains the information about hierarchical clusters and the main GO associated terms for the 1912 DEGs that are differentially expressed among mock and SA187 treated WT, *lyk4* and *OE‐LYK4* under control conditions (1/2 MS).

**File S2** The excel file contains the information about hierarchical clusters and the main GO associated terms for the 819 DEGs that are differentially expressed among mock and SA187 treated WT, *lyk4* and *OE‐LYK4* under salt stress (1/2 MS + 100 mM NaCl).

# Supplementary material for: The Lys‐motif receptor LYK4 mediates Enterobacter sp. SA187 triggered salt tolerance in Arabidopsis thaliana
**Source:** Environ Microbiol. 2021 Dec 23;24(1):223–39. doi: 10.1111/1462-2920.15839
**Supplement:** Supplementary file 1 — Appendix S1: Supplementary Information

**SUPPORTING INFORMATION**

**The Lys-motif receptor *LYK4* mediates *Enterobacter* sp. SA187 triggered salt tolerance in *Arabidopsis thaliana*.**

Eleonora Rolli^1*^, Axel de Zélicourt^1^, Hanin Alzubaidy^2^, Michael Karampelias^2^, Sabiha Parween^2^, Naganand Rayapuram^2^, Baoda Han^2^, Katja Froehlich^2^, Aala A. Abulfaraj^3^, Hanna Alhoraibi^4^, Kiruthiga Mariappan^2^, Cristina Andrés-Barrao^2#^, Jean Colcombet^1&^, Heribert Hirt^2,5&^.

& these authors co-supervised equally the work.

**SUPPORTING FIGURES**

**
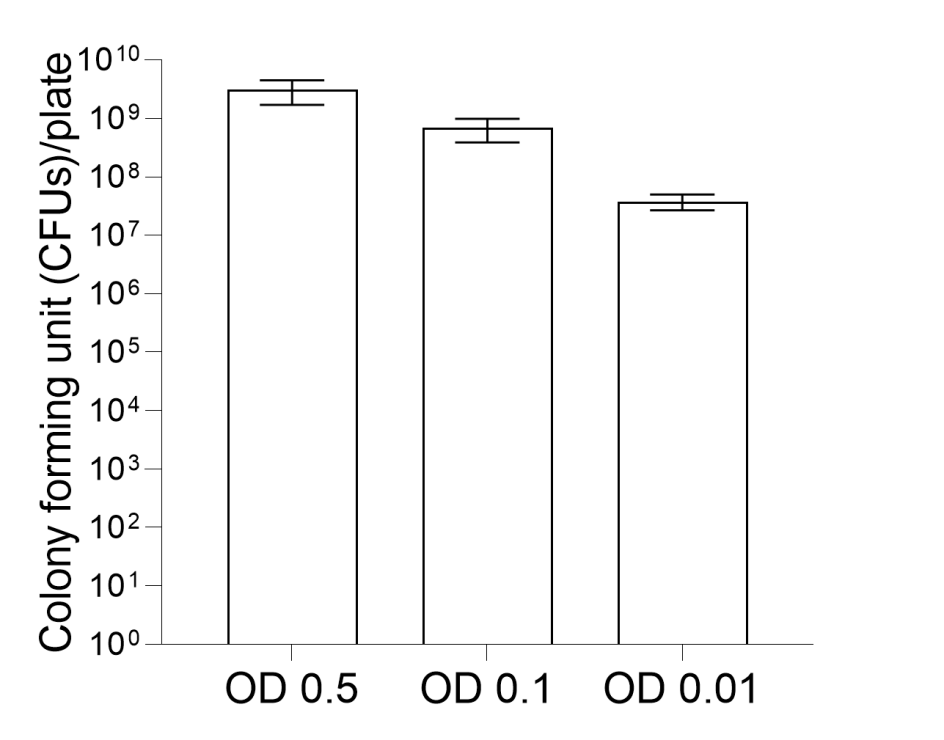
**

**SUPPORTING FIGURE 1. SA187 bacterial density used to induce plant immune activation in 11 days old Arabidopsis plantlets.**

The graph reported the correspondence between the optical density (OD) and the colony forming units (CFUs) for the SA187 bacterial suspensions used to test the ability of SA187 to induce the plant immune response in 11 days old Arabidopsis plantlets. The plantlets were grown in petri dishes with 5ml of ½ MS liquid medium. For the treatment with SA187 bacterial at OD=0.5, plantlets were exposed to a total bacterial load of (3.11±1.99) x 10^9^ CFUs/plate, corresponding to 6.22 x 10^8^ CFUs/mL. For the treatment with SA187 bacterial at OD=0.1, plantlets were exposed to a total bacterial load of (6.86±5.22) x 10^8^ CFUs/plate, corresponding to 1.4x 10^8^ CFUs/mL. For the treatment with SA187 bacterial at OD=0.01, plantlets were exposed to a total bacterial load of (3.81±1.98) x 10^7^ CFUs/plate, corresponding to 7.6x 10^6^ CFUs/mL.

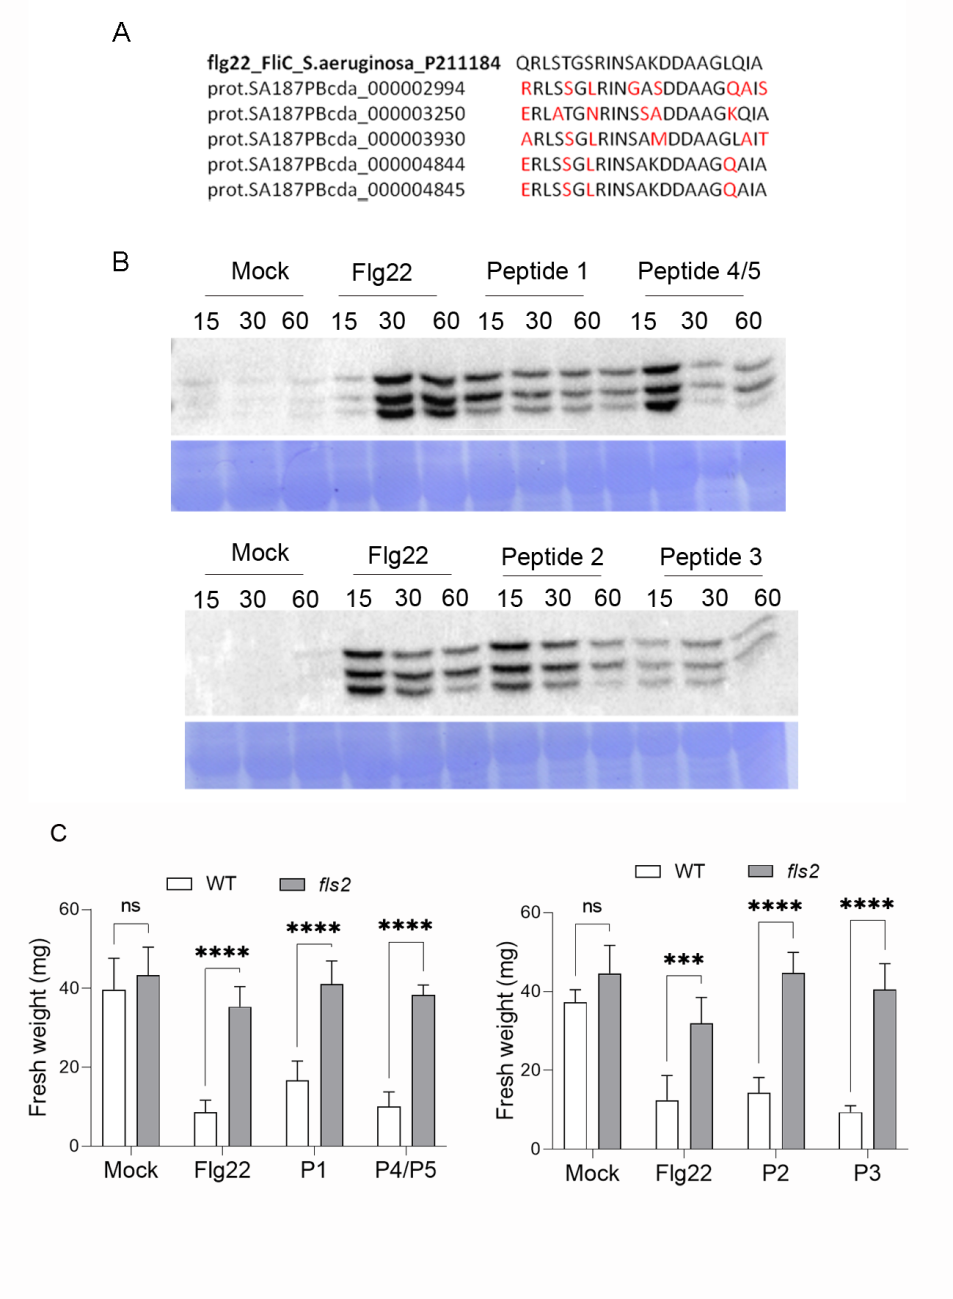

**SUPPORTING FIGURE 2. SA187 encoded flagellins are recognized as MAMPs by the plant immune system.**

**(A)** Alignments of the N-terminal immunogenic sequence of 22aa flagellin encoded by *P. aeruginosa* compared to SA187-Flg encoded peptides. In the first column the gene code identification of the flagellin genes in SA187 genome are reported; in the second column, the alignment is reported for the 22 aminoacids peptides. Changes in amino acid composition in SA187-Flg peptides are highlighted in red. In the third column, the designated code used to identify the different SA187-Flg peptides synthesized in this study. Four out of five peptides were used since peptide 4 and peptide 5 share the same amino acids composition in the selected 22-peptide lenght analyzed, for this reason they were indicated P4/P5 hereinafter. **(B)** Time course MAPK activation in Col-0 seedlings after treatment with 1 μM flagellin peptides encoded by SA187 in comparison to *P. syringae* Flg22 or mock inoculation for 15, 30 and 60 min. Comassie staining of the membrane was used to demonstrate similar protein loading in each well. M= protein marker. **(C)** Seedling growth inhibition assay. Five-day-old Col-0 and *fls2* seedlings were transferred to liquid MS supplemented or not with the different flagellin peptides at 100 nM concentration. Plants were weighted 7 days after treatment. Bars represent the average ± SD (*n = 12).* Statistical analysis was performed by applying the two-way ANOVA with Bonferroni’s test. ****: p≤ 0.0001, ***: p≤ 0.001, n.s: statistically non-significant.

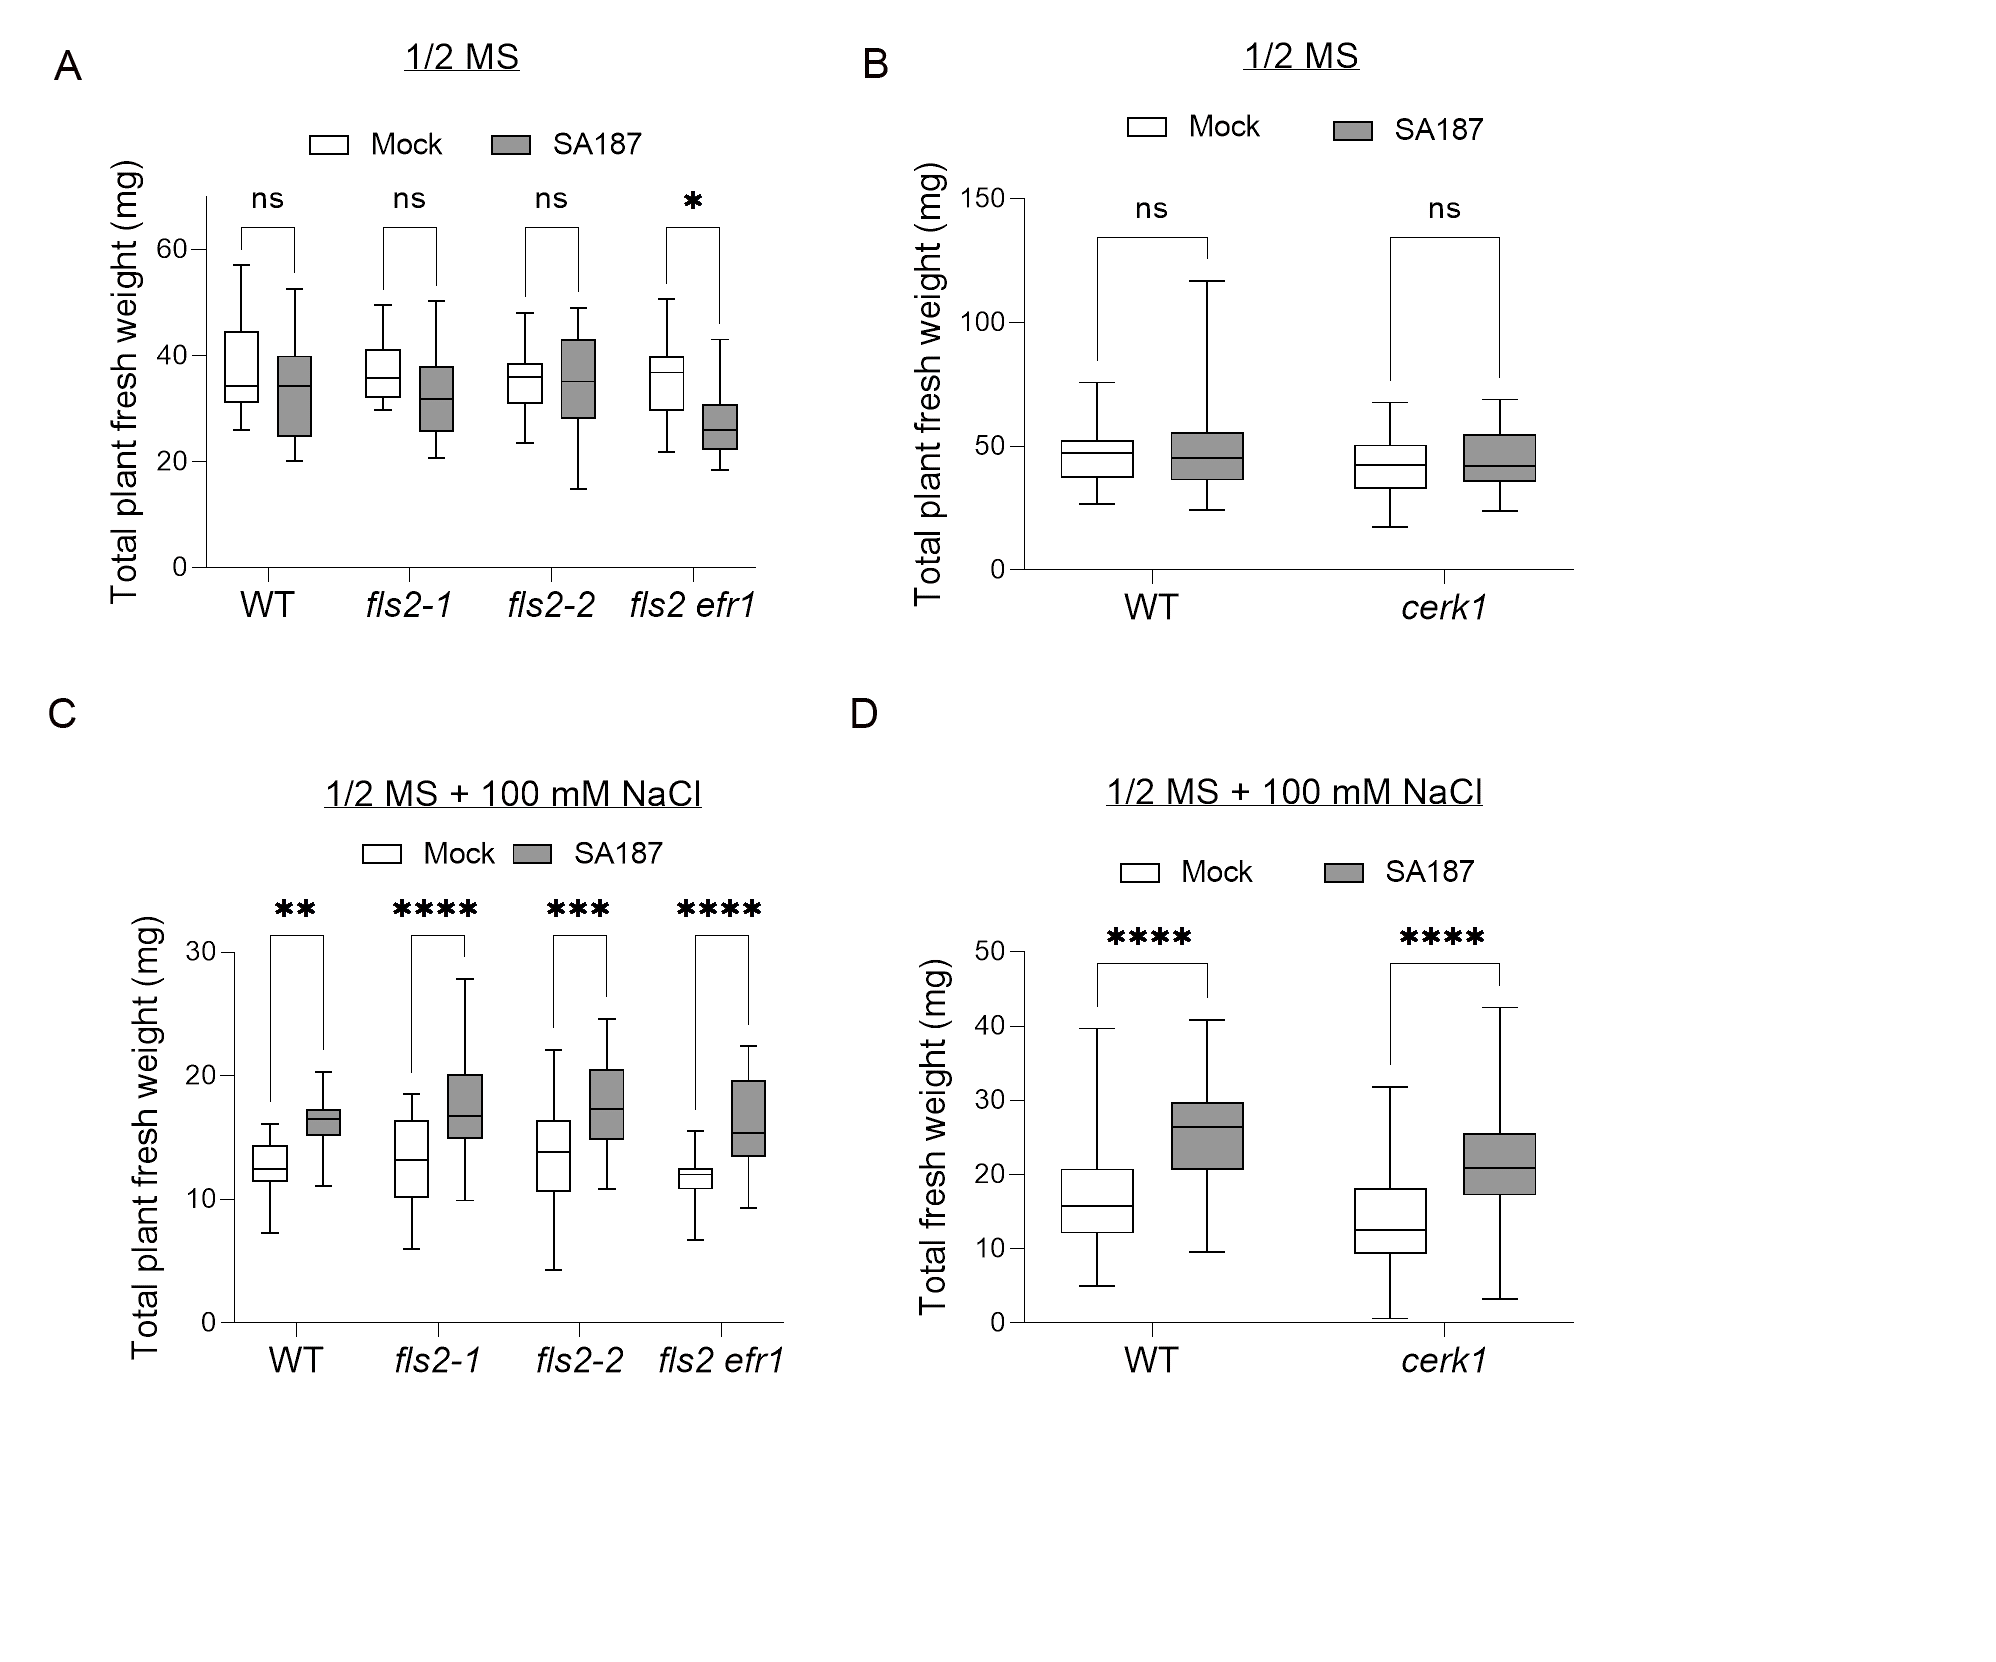

**SUPPORTING FIGURE 3. SA187–induced plant growth under control conditions (1/2 MS) and under salt stress (1/2 MS + 100mM NaCl) in Arabidopsis lines affected in *FLS2, EFR1,* and *CERK1.***

(A) SA187-induced plant growth under control conditions in two *fls2* mutant alleles and in *fls2 efr1* background. 24<N° of plants >28, data represented in the graph correspond to two independent experiments. (B) SA187-induced plant growth under control conditions in *cerk1* background. 58<N° of plants >72, data represented in the graph represent two independent experiments. (C) SA187-induced plant growth on Arabidopsis plantlets under salt stress in two *fls2* mutant alleles and in *fls2 efr1* background. 17<N° of plants >23, data represented in the graph represent two independent experiments. (D) SA187-induced plant growth of on Arabidopsis plantlets under salt stress in *cerk1* mutant. 55<N° of plants >68, data represented in the graph represent two independent experiments.

In the different graphs values are represented as average ± standard error. Statistical analysis was performed by applying the two-way ANOVA, comparing SA187 treated samples vs mock inoculation in each genetic background. * for p≤ 0,05; ** for p≤ 0,01; *** for p≤0,001; **** for p≤0,0001; ns: statistically non-significant.

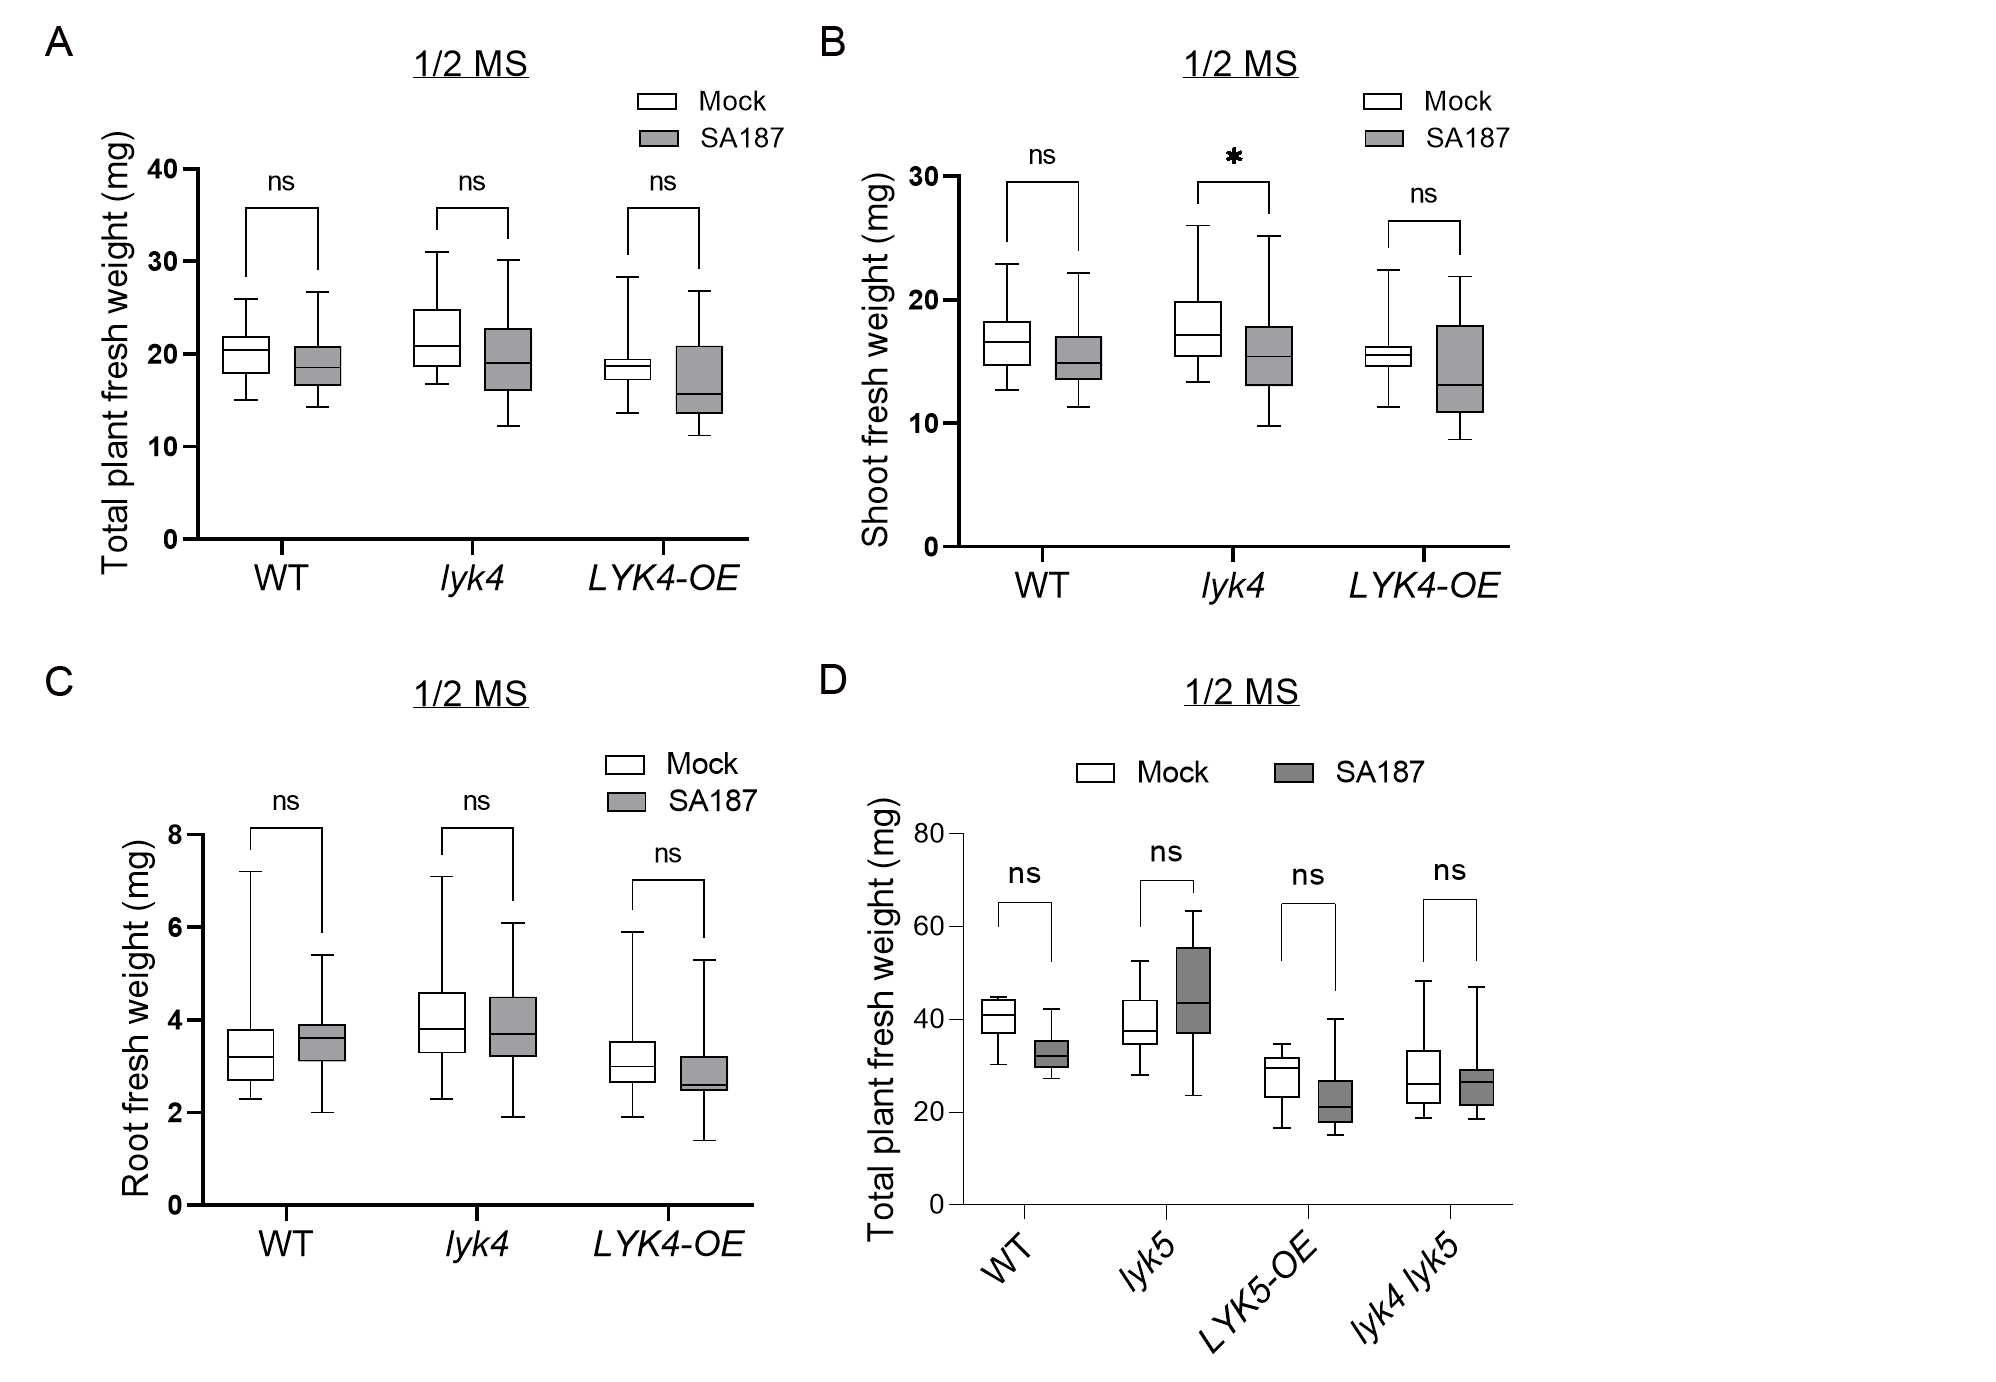

**SUPPORTING FIGURE 4. *Enterobacter* sp. SA187 poorly affected plant growth under control conditions (1/2 MS) in *lyk4*, *LYK4-OE*, *lyk5*, *LYK5-OE* and *lyk4 lyk5*.**

**(A)** Total plant fresh weight, **(B)** Shoot fresh weight and **(C)** Root fresh weight of mock and SA187-colonized plantlets under control conditions (1/2 MS) in WT, *lyk4* and *LYK4-OE* backgrounds. 66 ≤ N° plants analyzed ≥ 87 in three independent experiments. Statistical analysis was performed by applying the two-way ANOVA. * for p≤ 0,05; ns: statistically non-significant. **(D)** Total plant fresh weight of mock and SA187-inoculated plants under control conditions (1/2 MS) in *lyk5*, *LYK5-OE* and *lyk4 lyk5* backgrounds. N° of plants =33, data represented in the graphs represent three independent experiments. Statistical analysis was performed by applying the two-way ANOVA. ns: statistically non-significant

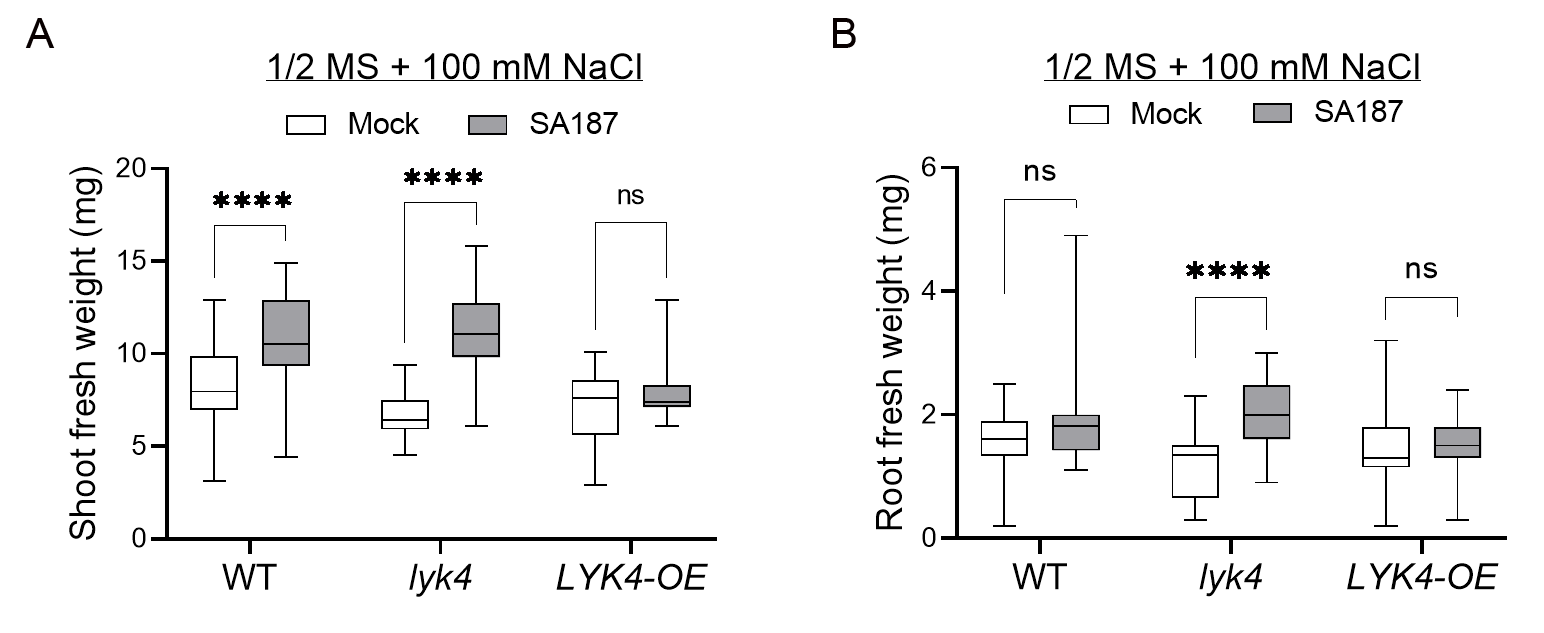

**SUPPORTING FIGURE 5. *Enterobacter* sp. SA187 affected plant growth under salt conditions (1/2 MS + 100mM NaCl) in *lyk4* and *LYK4-OE.***

**(A)** Shoot fresh weight and **(B)** Root fresh weight of mock and SA187-colonized plantlets under salt conditions (1/2 MS + 100mM NaCl) in WT, *lyk4* and *LYK4-OE* backgrounds. 25≤N° of plants≥36. Data represented in the graphs represent three independent experiments. Statistical analysis was performed by applying the two-way ANOVA, comparing SA187 treated samples vs mock inoculation in each genetic background. **** for p≤0,0001; ns: statistically non-significant.

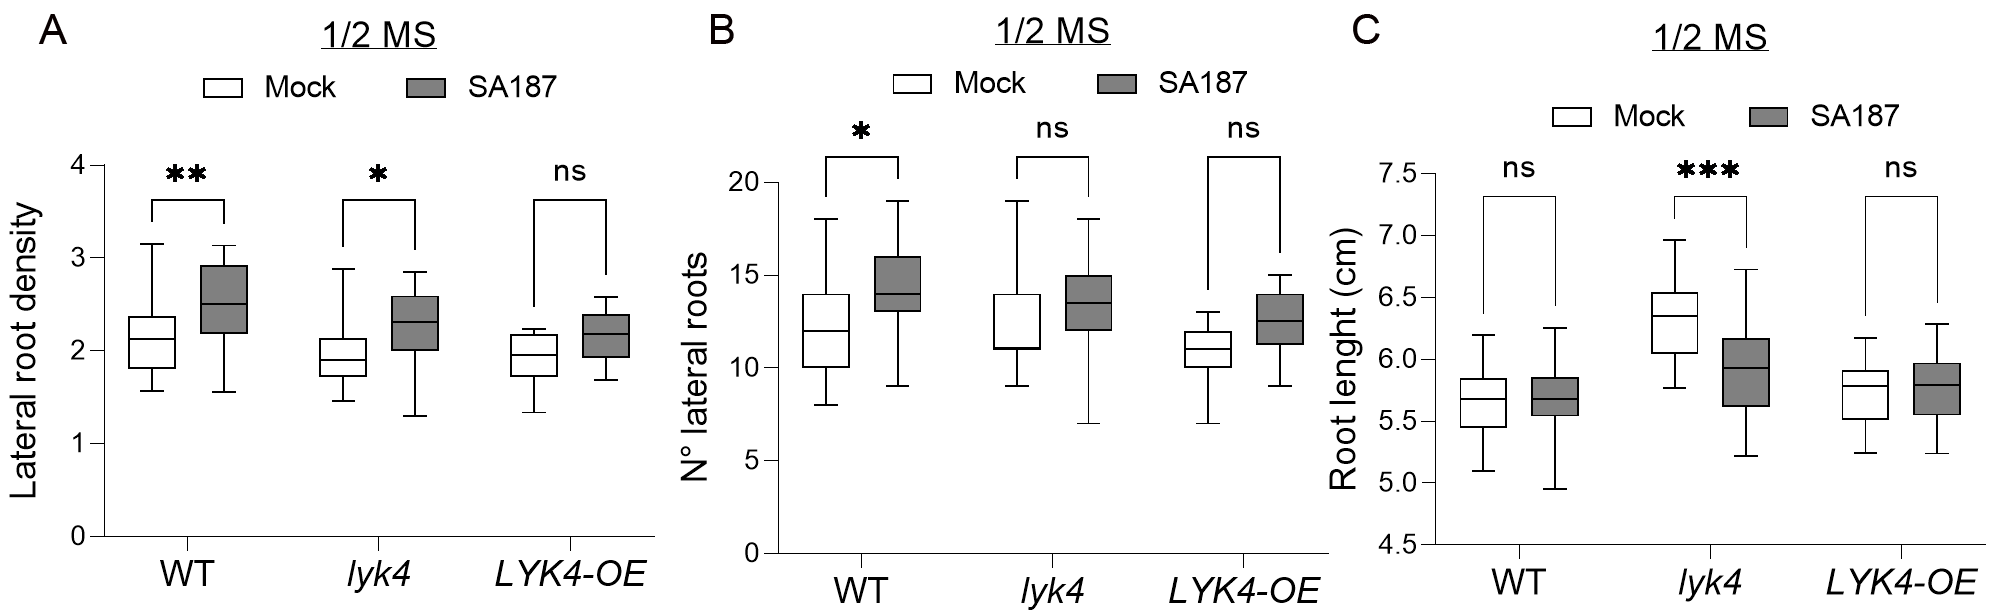

**SUPPORTING FIGURE 6. SA187-induced remodeling of root architecture under control conditions (1/2 MS) in WT, *lyk4* and *LYK4-OE*.** **(A)** Lateral root density, **(B)** N° of lateral roots and **(C)** Primary root length. N° plants analyzed = 24 in three independent experiments. Statistical analysis was performed by applying the two-way ANOVA, comparing SA187 treated samples vs mock inoculation in each genetic background. * for p≤ 0,05; ** for p≤ 0,01; *** for p≤0,001; ns: statistically non-significant.

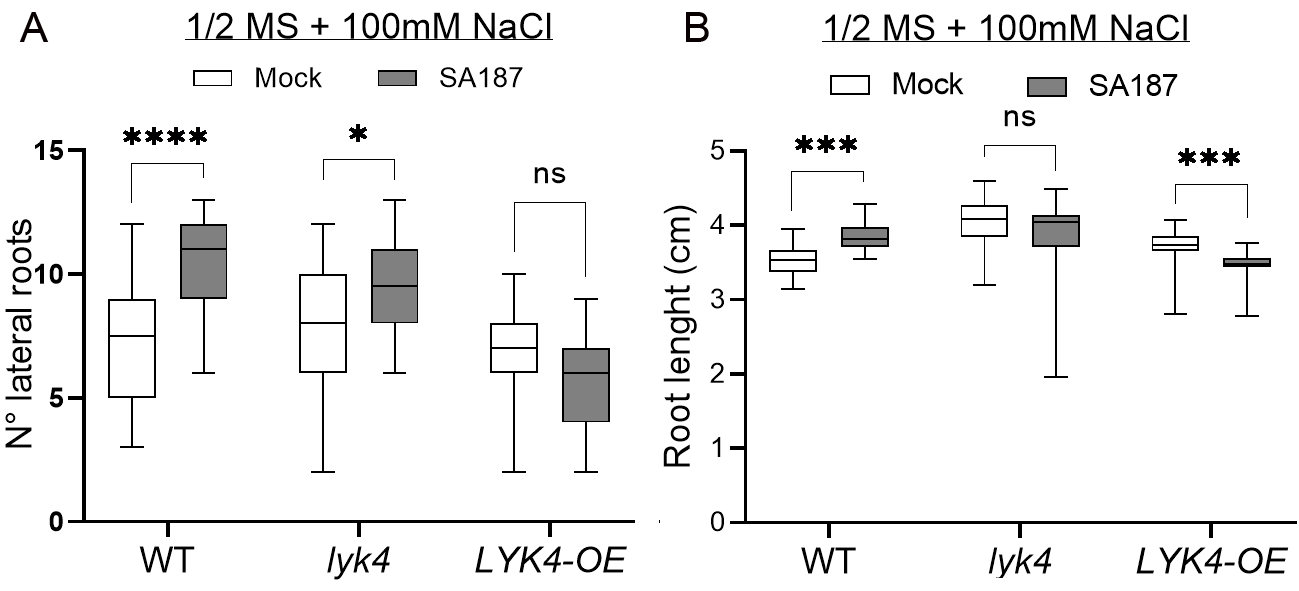

**SUPPORTING FIGURE 7. SA187-induced remodeling of root architecture under salt stress (1/2 MS + 100mM NaCl) in WT, *lyk4* and *LYK4-OE*.** **(A)** N° of lateral roots and **(B)** Primary root length. N° plants analyzed = 24 in three independent experiments. Statistical analysis was performed by applying the two-way ANOVA, comparing SA187 treated samples vs mock inoculation in each genetic background. * for p≤ 0,05; ** for p≤ 0,01; *** for p≤0,001; **** for p≤0,0001; ns: statistically non-significant.

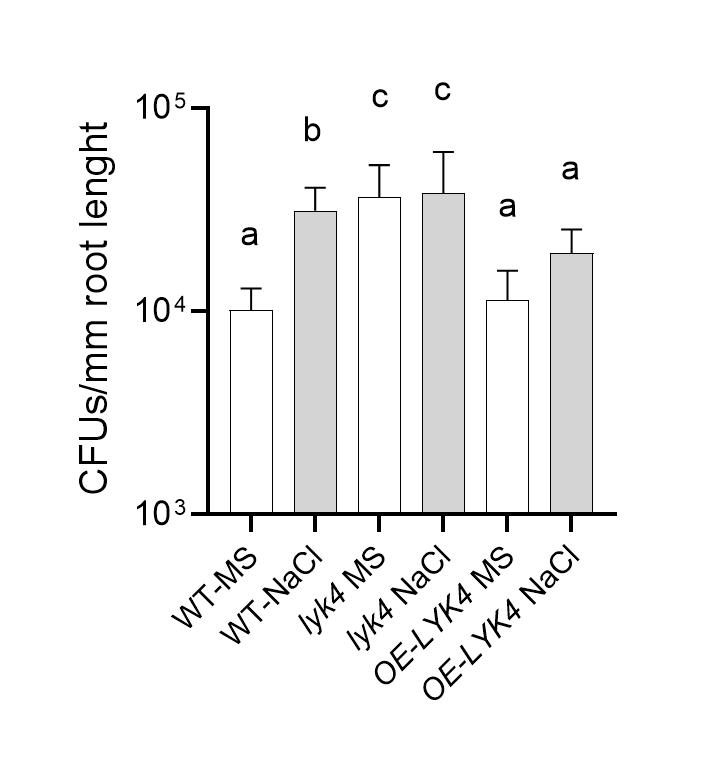

**SUPPORTING FIGURE 8. Colonization efficiency of SA187 on** **WT, *lyk4* and *OE-LYK4* plants.**

The colonization efficiency was evaluated through re-isolation of SA187 from WT, *lyk4* and *OE-LYK4* colonized plants grown for 3 days on ½ MS or ½ MS + 100 mM NaCl and was expressed as CFUs (colony forming units) per millimeter of primary root length. Statistical analysis was performed by applying one-way ANOVA with Tukey’s multiple comparison test. ** for p≤ 0,01; ns: statistically non-significant.

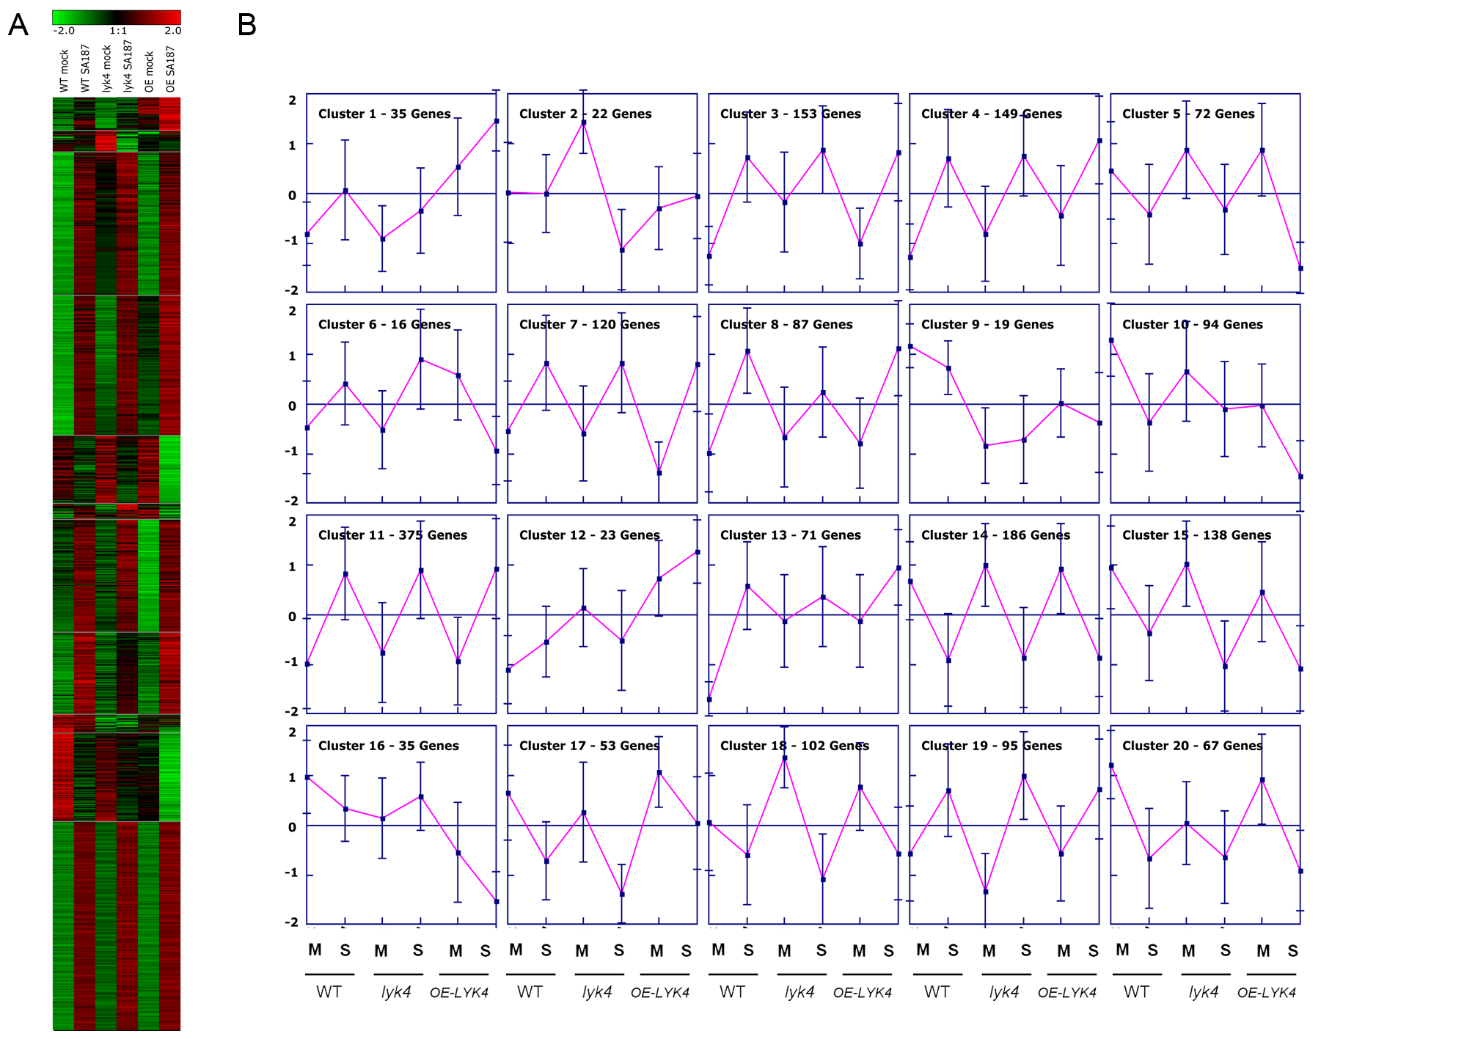

**SUPPORTING FIGURE 9. Transcriptomic analysis in WT, *lyk4* and *LYK4-OE* upon beneficial interaction with SA187 under non-salt conditions.**

(A) Hierarchical clustering of 1912 differentially expressed genes under non-salt conditions (1/2 MS) in WT, l*yk4* and *LYK4-OE* genotypes. (B) The 20 clusters in which the DEGs were organized according to their expression pattern.

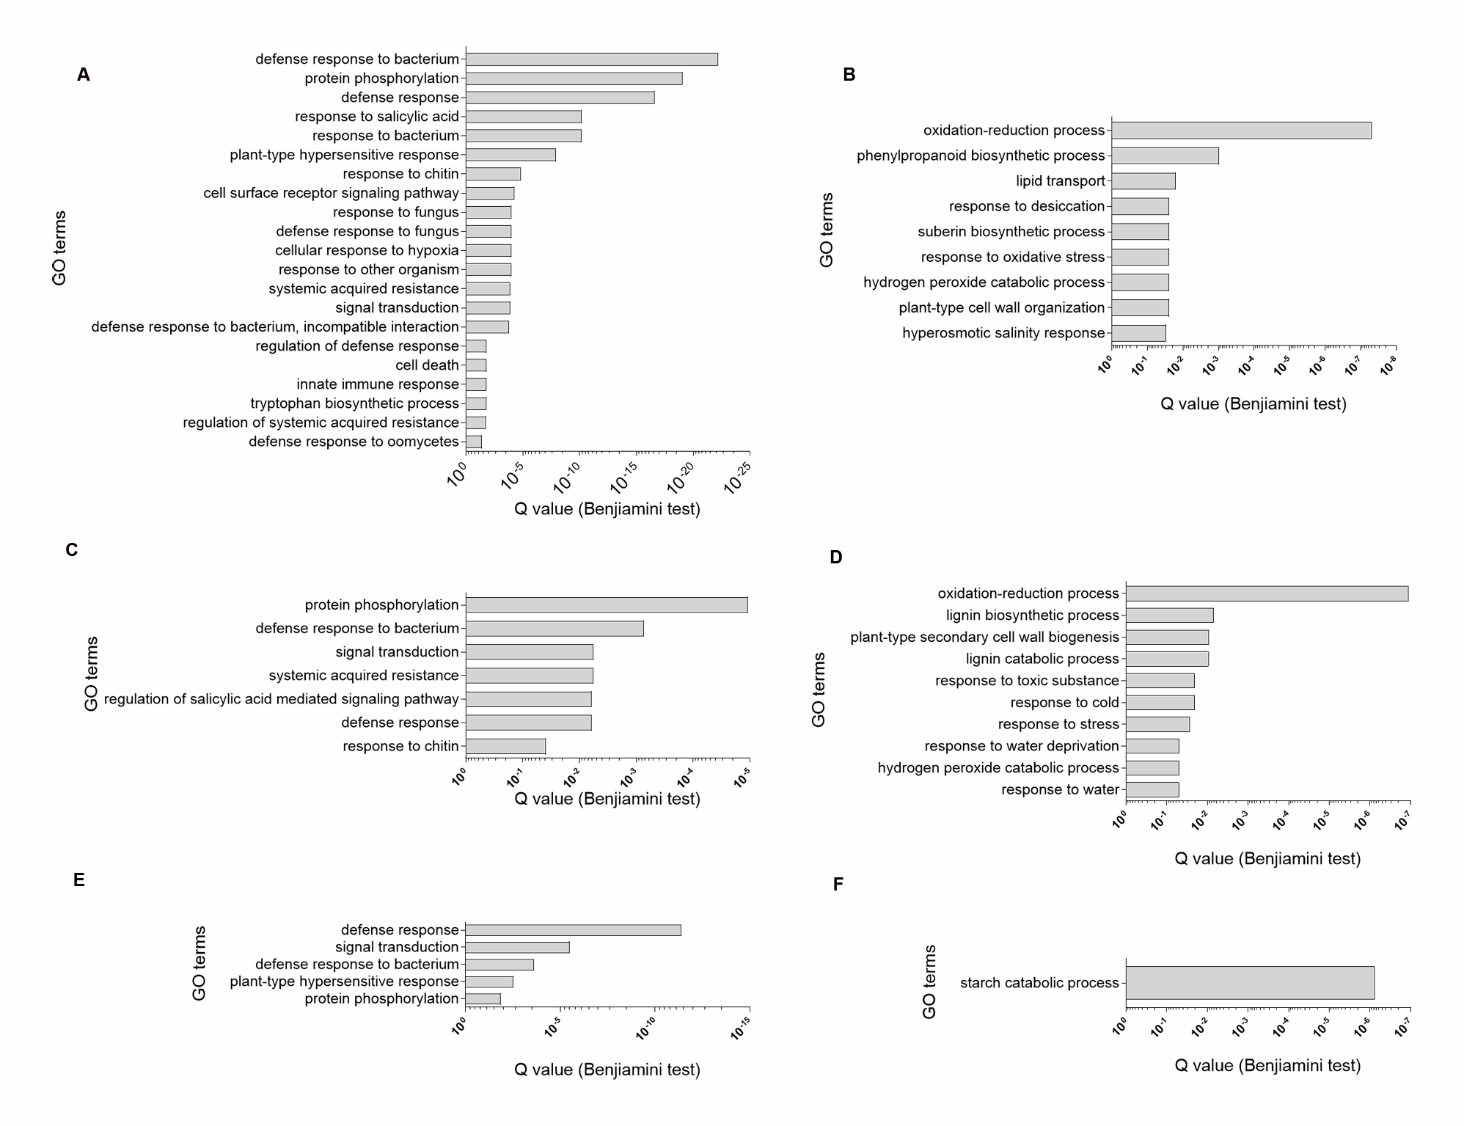

**SUPPLEMENTARY FIGURE 10. Gene Ontology terms of the main clusters for transcriptomic analysis comparing WT, *lyk4* and *LYK4-OE* under non-salt conditions on 1/2 MS medium according to DAVID database. (A)** GO terms in cluster 11; **(B)** GO terms in cluster 14; **(C)** GO terms in cluster 3; **(D)** GO terms in cluster 15; **(E)** GO terms in cluster 4; **(F)** GO terms in cluster 10.

**
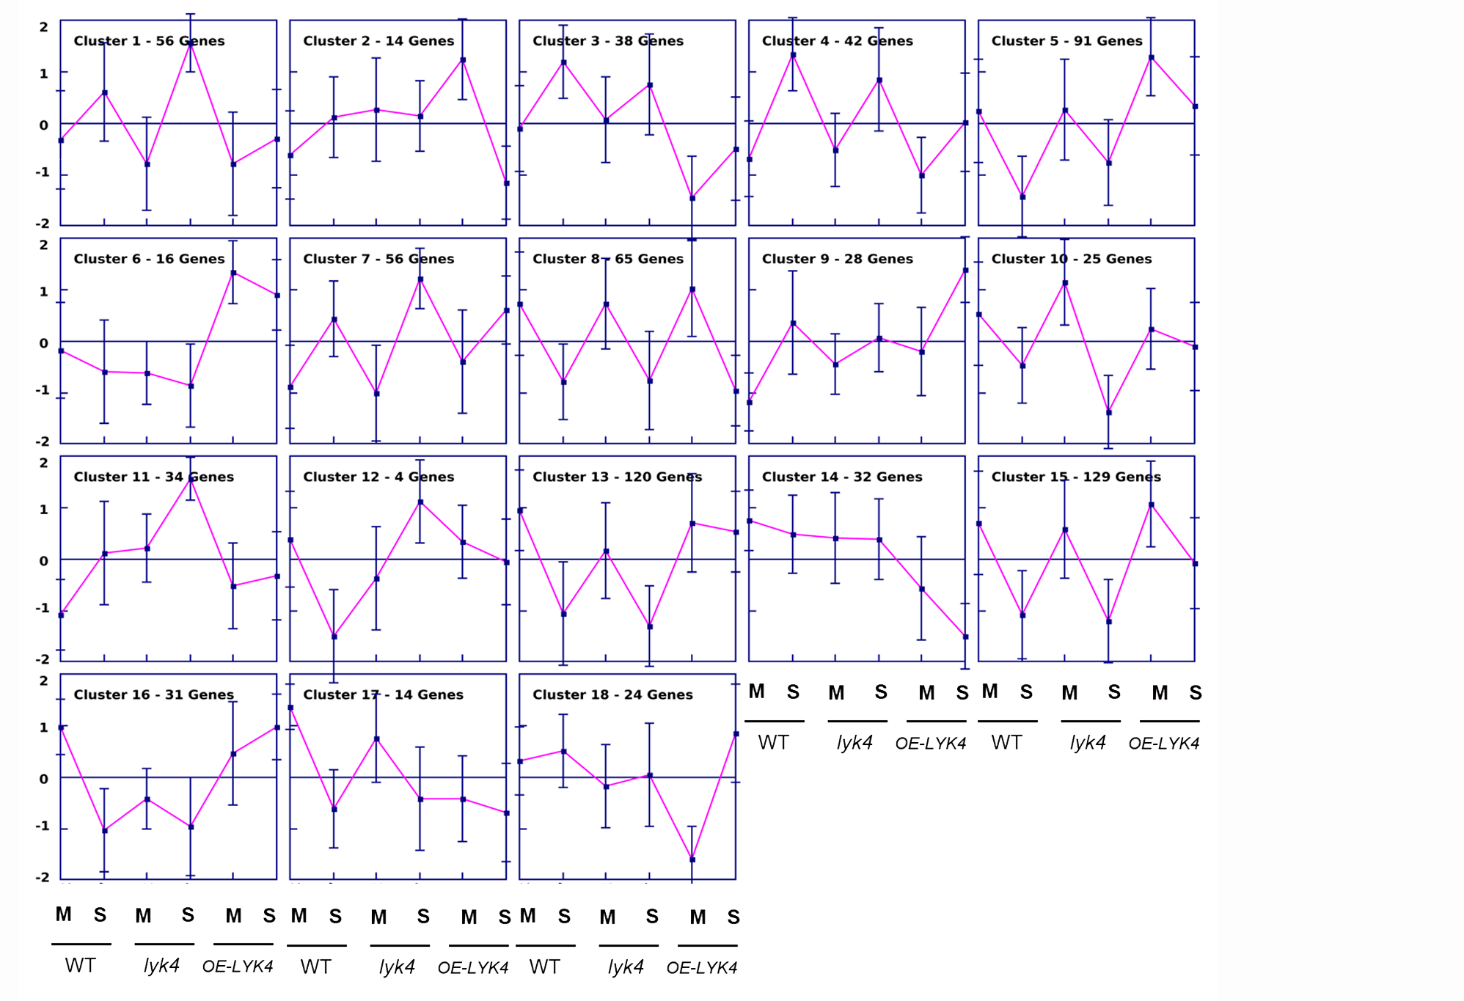
**

**SUPPORTING FIGURE 11. Expression pattern of the differentially expressed genes under salt stress conditions (1/2 MS + 100mM NaCl) in WT, *lyk4* and *LYK4-OE* genotypes**.

819 DEGs under salt stress conditions were organized by hierarchical clustering into 18 groups and the different expression patterns of genes in each cluster are reported in the different centroid graphs. M=mock inoculation; S= SA187-treated plantlets.

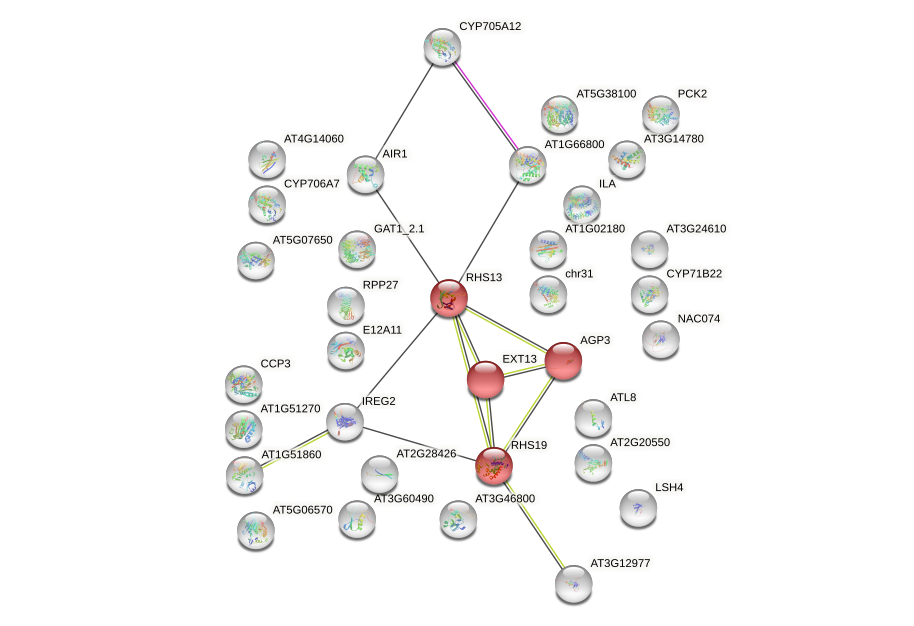

**SUPPORTING FIGURE 12. STRING analysis cluster 11 of transcriptome data analysis under salt stress conditions.** **(A)** Functional association network of proteins in cluster 11 according to STRING. The red color highlights that the indicated proteins belong to the GO term related to regulation of cell wall pectin metabolic process.

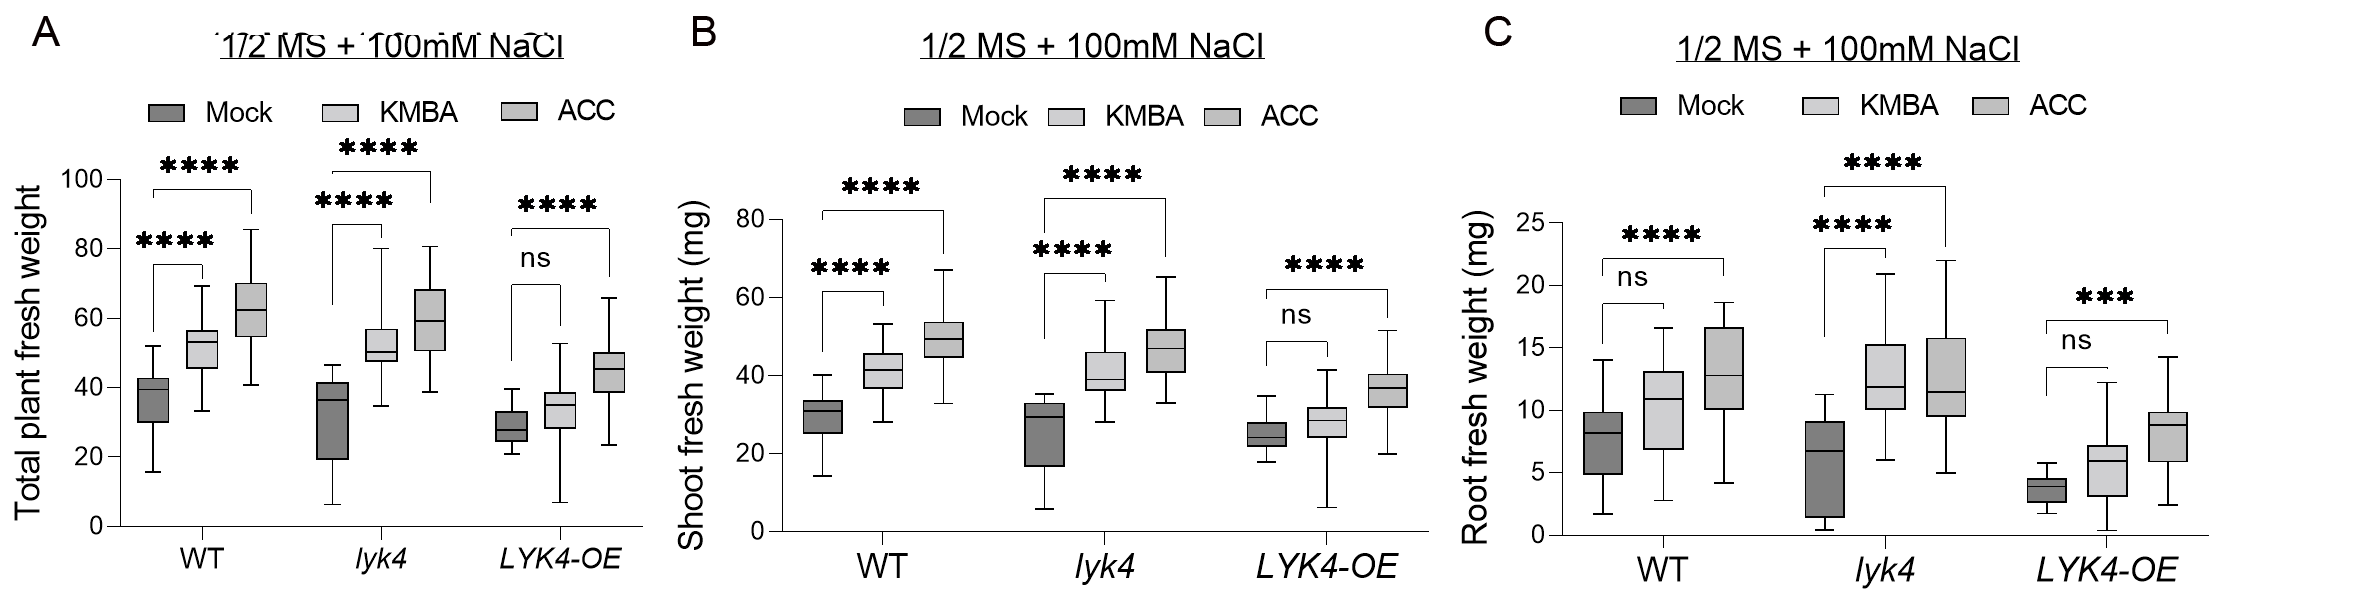

**SUPPORTING FIGURE 13. Role of *LYK4* in mediating salt stress tolerance induced by KMBA and ACC.**

(A) Total plant fresh weight, (B) Shoot fresh weight and (C) Root fresh weight of WT, *lyk4* and *LYK4-OE* plantlets under saline stress (1/2 MS + 100 mM NaCl) exposed to the ethylene precursors KMBA or ACC. Statistical analysis was performed by applying the two-way ANOVA, comparing SA187 treated samples vs mock inoculation in each genetic background. * for p≤ 0,05; ** for p≤ 0,01; *** for p≤0,001; **** for p≤0,0001; ns: statistically non-significant.

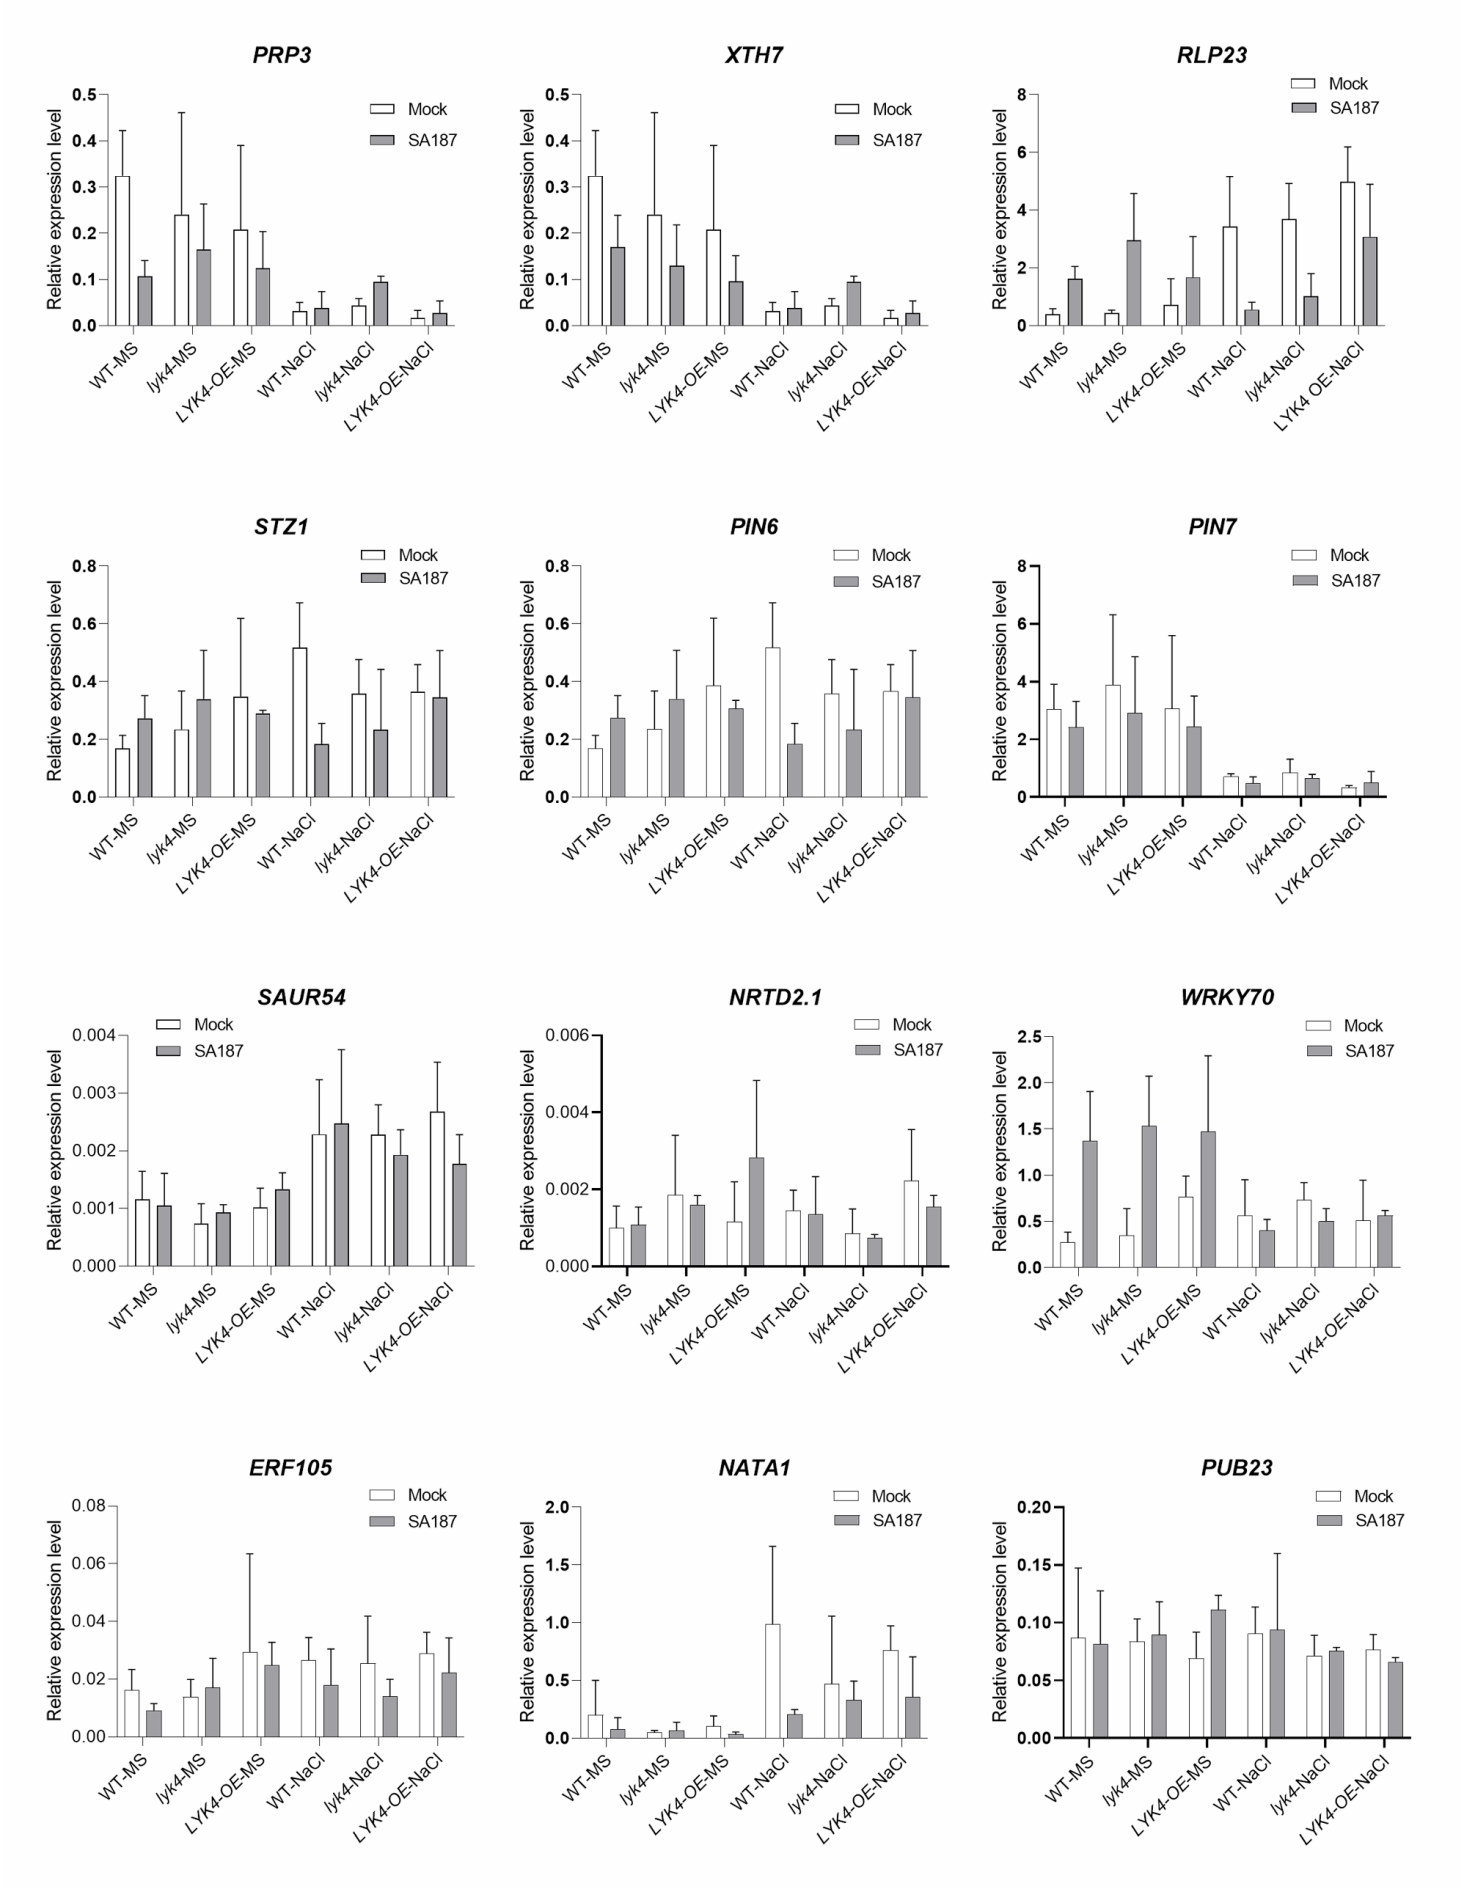

**SUPPORTING FIGURE 14**. qRT-PCR confirmation of RNA seq data.

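Both primers of each pair listed for these measurements match a single gene in the reference, apart from the pair for *ERF105*, which also matches the overlapping gene AT5G51180. The pair named STZ1 matches *STZ* (AT1G27730) and the pair named NRTD2.1 matches *NRT2.1* (AT1G08090). In the sequenced libraries, *RLP23* (AT2G32680) rose with SA187 on MS by a log2 fold change of 3.40 (standard error 0.32, limma adjusted p = 4.4e-09) in WT, 2.91 (standard error 0.32, limma adjusted p = 2.1e-07) in *lyk4* and 3.47 (standard error 0.32, limma adjusted p = 3.5e-09) in the libraries labelled *LYK4-OE*. On salt *RLP23*, a receptor gene for a microbial peptide, fell, at -2.13 (standard error 0.32, limma adjusted p = 0.000518) in WT and -1.70 (standard error 0.32, limma adjusted p = 0.00559) in *lyk4*. *STZ*, a zinc finger repressor gene of stress, rose on MS by 1.20 (standard error 0.32, limma adjusted p = 0.0228) in *lyk4*. *MYB51* (AT1G18570), a regulator of indole glucosinolates, rose on MS by 1.18 (standard error 0.23, limma adjusted p = 0.00118) in WT and 1.11 (standard error 0.23, limma adjusted p = 0.00238) in *LYK4-OE*. *WRKY33* (AT2G38470), of camalexin synthesis, rose by 0.79 (standard error 0.22, limma adjusted p = 0.0323) in WT. The nitrate transporter gene *NRT2.1* had 0.82 (standard error 0.52, limma adjusted p = 0.696) on salt in WT. Quantitative PCR values were not analysed here. *RLP23* in *lyk4* on salt missed a threshold when a library was dropped (limma adjusted p = 0.0950 and 0.129 without *lyk4* SA187 salt replicates 1 and 2). *STZ* in *lyk4* on MS lost its call with 1 library left out (limma adjusted p = 0.0903 and 0.0679 without *lyk4* mock MS replicates 2 and 3 and 0.191 without *lyk4* SA187 MS replicate 1). *MYB51* in *LYK4-OE* on MS was not called with 1 library fewer (limma adjusted p = 0.0633 without *LYK4-OE* mock MS replicate 3). *WRKY33* in WT on MS missed a threshold when a library was dropped (limma adjusted p = 0.0837, 0.0519 and 0.117 without WT mock MS replicates 1, 2 and 3 and 0.164 and 0.173 without WT SA187 MS replicates 1 and 3).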

**SUPPORTING TABLE 1.**

Beneficial index induced by SA187 in different PRR mutant backgrounds under salt stress. To calculate the beneficial index in each genetic background, the ratio between the plant fresh weigh of SA187- and mock- inoculated seedlings was calculated and expressed in percentage. The statistical analysis was performed by applying the Mann and Whitney test.

| **Genetic background** | **Beneficial index Replicate 1 (%)** | **Beneficial index Replicate 2 (%)** | **Beneficial index Replicate 3 (%)** | **Beneficial index average ±standard deviation (%)** | **Statistical analysis** |
| --- | --- | --- | --- | --- | --- |
| Wild type | 26.7 | 31.5 | n.a. | 29.1±3.3 | - |
| *fls2-1* | 41.2 | 30 | n.a. | 35.6±8 | n.s |
| *fls2-2* | 36.5 | 21.2 | n.a. | 28.9±10.8 | n.s |
| *fls2 efr1* | 53.5 | 30.9 | n.a. | 42.2±16 | n.s |
| Wild type | 41.1 | 39.5 | n.a. | 40.3±1.1 | - |
| *cerk1* | 69.4 | 34.1 | n.a. | 51.7±24 | n.s |
| Wild type | 31 | 32 | 38 | 38±3.7 | - |
| *lyk4* | 85 | 55 | 52 | 64±18 | p≤0.01 |
| *LYK4-OE* | 1.75 | 14.7 | 22 | 12±10.2 | p≤0.01 |
| Wild type | 40 | 30.2 | 46.9 | 39±8.3 | - |
| *lyk5* | 52 | 40 | 43.6 | 45±6.1 | n.s |
| *LYK5-OE* | 3.7 | 8.5 | 6.5 | 6.3±2.4 | p≤0.01 |
| *lyk4 lyk5* | 56 | 55 | 42.7 | 51.2±7.4 | n.s |

n.a: not available since two biological replicates were run.

n.s: non statistically relevant.

**SUPPORTING TABLE 2**

Beneficial index induced by KMBA in WT, *lyk4* and *LYK4-OE* under salt stress. To calculate the beneficial index in each genetic background, the ratio between the plant fresh weigh of SA187- and mock- inoculated seedlings was calculated and expressed in percentage. The statistical analysis was performed by applying the Mann and Whitney test.

| **Genetic background** | **Beneficial index Replicate 1 (%)** | **Beneficial index Replicate 2 (%)** | **Beneficial index Replicate 3 (%)** | **Beneficial index average ±standard deviation (%)** | **Statistical analysis** |
| --- | --- | --- | --- | --- | --- |
| Wild type | 45.08 | 48.08 | 23.02 | 38.7±13.6 | - |
| *lyk4* | 63.3 | 71.3 | 91.7 | 75.14±14.7 | p≤0.001 |
| *LYK4-OE* | 11.4 | 6.9 | n.a. | 9.17±3.1 | p≤0.01 |

n.a: not available since two biological replicates were run.

n.s: non statistically relevant.

**SUPPORTING TABLE 3. RNA-seq values for the investigated genes used in qRT-PCR validation.**

| **Gene** | **½ MS** | | | | | | **½ MS + 100mM NaCl** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **WT** | | ***lyk4*** | | ***LYK4-OE*** | | **WT** | | ***lyk4*** | | ***LYK4-OE*** | |
|  | **Mock** | **SA187** | **Mock** | **SA187** | **Mock** | **SA187** | **Mock** | **SA187** | **Mock** | **SA187** | **Mock** | **SA187** |
| ***PRP3*** | 17.8 | 13.6 | 18.5 | 13.1 | 15.9 | 11.6 | 1.5 | 2.8 | 2.5 | 4.1 | 2.2 | 2.2 |
| ***XTH7*** | 45.1 | 35.4 | 43.6 | 37.1 | 39.3 | 36.2 | 20.8 | 31.6 | 22.1 | 31.5 | 23.4 | 26.6 |
| ***RLP23*** | 1.8 | 18.9 | 3.7 | 31.8 | 1.6 | 21.5 | 17.3 | 4.4 | 25.2 | 8.2 | 40.5 | 24.5 |
| ***STZ1*** | 5.7 | 4.4 | 5.5 | 4.8 | 5 | 4.2 | 4.5 | 3 | 5.3 | 3.7 | 5.7 | 4.3 |
| ***PIN6*** | 0.9 | 1.4 | 1.4 | 0.7 | 1.2 | 1.3 | 0.6 | 0.8 | 0.7 | 1.6 | 0.6 | 1.5 |
| ***PIN7*** | 55.2 | 37.8 | 49.6 | 43.2 | 38 | 34.3 | 36.8 | 58.4 | 40.1 | 45.1 | 37.5 | 45.1 |
| ***SAUR54*** | 2.5 | 3.4 | 2.2 | 3.5 | 3.2 | 3.8 | 1.7 | 2.8 | 3.7 | 3 | 3.3 | 6.2 |
| ***NRTD2.1*** | 1.4 | 2.6 | 1.3 | 1.4 | 1.1 | 4.8 | 0.6 | 1.6 | 1.3 | 0.7 | 2.2 | 1.7 |
| ***WRKY70*** | 29.2 | 142.8 | 33.1 | 140.5 | 29.4 | 163.7 | 44.8 | 27.7 | 52.4 | 37 | 66.7 | 57.8 |
| ***ERF105*** | 9.2 | 7.8 | 7.9 | 8.6 | 6.7 | 10.6 | 7.1 | 6 | 9 | 7.4 | 2.2 | 1.7 |
| ***NATA1*** | 9.2 | 6.3 | 2.3 | 2.4 | 2.6 | 0.9 | 15.9 | 6.1 | 38.5 | 7.7 | 26.3 | 8.9 |
| ***PUB23*** | 11.7 | 21.9 | 15.3 | 21.2 | 11.6 | 22.5 | 8.5 | 13.6 | 9.7 | 11.3 | 11.6 | 12.7 |

**SUPPORTING MATERIAL 1. List of primers used in qRT PCR experiments.**

| **GENE** | **Primers** | **Reference** |
| --- | --- | --- |
| ***WRKY33*** | Farward: ACAACAGCAACCTTCAAACG  Reverse: ATCCTTTGGTGGCAGAAATG | **-** |
| ***FRK1*** | Farward: CGGTCAGATTTCAACAGTTGTC  Reverse: AATAGCAGGTTGGCCTGTAATC | (Boudsocq *et al.*, 2010) |
| ***PUB23*** | Farward:CAAGCGATAGAGCGGTTAGG  Reverse: CTCCTTTGCCTTCTCTTTGG |  |
| ***MYB51*** | Farward:TTAACCGCCACGGTGAAG  Reverse: TTGCCGCATCTCTTGAGTC |  |
| ***PRP3*** | Farward:GTTCCGACCCAGCATCATAC  Reverse: GCAAGTCTCGACCGGAGATA | (Bergonci *et al.*, 2014) |
| ***XTH7*** | Farward: TTGGTTCGACCCTTCTCGTG  Reverse: CCCTGATGGGCACATTGTCT | (de Zélicourt *et al.*, 2018) |
| ***RLP23*** | Farward: GCTCTGTGATGGTGCCTCTT  Reverse GAGAGGACCTTGATGCGGAG |  |
| ***STZ1*** | Farward: AGTCGAGCACTGGACAAAGG  Reverse: TAGCTCAACTTCTCCACCGC | (de Zélicourt *et al.*, 2018) |
| ***PIN6*** | Farward: TGGGCCGTTTTCTTCAAAGC  Reverse: GATTGATCCGGCTGCTTGAC | (Simon *et al.*, 2016) |
| ***PIN7*** | Farward: CCAAGATTAGTGGAACGCAAC  Reverse: GAAAAGGGTTTTTGGATCCTC | (Denoux *et al.*, 2008) |
| ***SAUR54*** | Farward: AAAGAAACAGAGCAGTGAGTATAAC  Reverse: TGGGAACATCCAGAGGAAGAG | (van Mourik *et al.*, 2017) |
| ***NRTD2.1*** | Farward: CCGACAAGACGGCCAAGTTCGACCT  Reverse: TCCGTAGAGAAGAACGAAGATCCAAG | (Okamoto *et al.*, 2003) |
| ***WRKY70*** | Farward: GAGGACGCATTTTCTTGGAG  Reverse: GCTCAACCTTCTGGACTTGC |  |
| ***ERF105*** | Farward: AAGCATGAGGACTTGGGAGA  Reverse: TTGATGGCGTTAATGGACAA |  |
| ***NATA1*** | Farward: GAGTCTGGTCTTGCCTCCAC  Reverse: ATGCGTCTCAAGAAAGGGGG | (Simon *et al.*, 2016) |
| ***ACTIN2*** | Farward: CGTTTCTATGATGCACTTGTGTG  Reverse: GGGAACAAAAGGAATAAAGAGG |  |

**Supporting Literature**

Bergonci, T., Ribeiro, B., Ceciliato, P.H.O., Guerrero-Abad, J.C., Silva-Filho, M.C., and Moura, D.S. (2014) Arabidopsis thaliana RALF1 opposes brassinosteroid effects on root cell elongation and lateral root formation. *J Exp Bot* **65**: 2219–2230.

Boudsocq, M., Willmann, M.R., Mccormack, M., Lee, H., Shan, L., He, P., et al. (2010) HHS Public Access. *Nature* **464**: 418–422.

Denoux, C., Galletti, R., Mammarella, N., Gopalan, S., Werck, D., De Lorenzo, G., et al. (2008) Activation of defense response pathways by OGs and Flg22 elicitors in Arabidopsis seedlings. *Mol Plant* **1**: 423–445.

van Mourik, H., van Dijk, A.D.J., Stortenbeker, N., Angenent, G.C., and Bemer, M. (2017) Divergent regulation of Arabidopsis SAUR genes: A focus on the SAUR10-clade. *BMC Plant Biol* **17**: 1–14.

Okamoto, M., Vidmar, J.J., and Glass, A.D.M. (2003) Regulation of NRT1 and NRT2 gene families of Arabidopsis thaliana: Responses to nitrate provision. *Plant Cell Physiol* **44**: 304–317.

Simon, S., Skůpa, P., Viaene, T., Zwiewka, M., Tejos, R., Klíma, P., et al. (2016) PIN6 auxin transporter at endoplasmic reticulum and plasma membrane mediates auxin homeostasis and organogenesis in Arabidopsis. *New Phytol* **211**: 65–74.

de Zélicourt, A., Synek, L., Saad, M.M., Alzubaidy, H., Jalal, R., Xie, Y., et al. (2018) Ethylene induced plant stress tolerance by *Enterobacter* sp. SA187 is mediated by 2‐keto‐4‐methylthiobutyric acid production. *PLoS Genet* **14**: 1–28.

**SUPPORTING FILES**

**SUPPORTING FILE 1.**

The excel file contains the information about hierarchical clusters and the main GO associated terms for the 1912 DEGs that are differentially expressed among mock and SA187 treated WT, *lyk4* and *OE-LYK4* under control conditions (1/2 MS).

The sheet named “all clusters” contains the list of DEGs in each cluster.

The sheets named “3”, “4”, “7”, “10”, “11”, “14”, “15”, “18” contain the information about the GO associated term to each cluster according to DAVID database.

**SUPPORTING FILE 2.**

The excel file contains the information about hierarchical clusters and the main GO associated terms for the 819 DEGs that are differentially expressed among mock and SA187 treated WT, *lyk4* and *OE-LYK4* under salt stress (1/2 MS + 100 mM NaCl).

The sheet named “all clusters” contains the list of DEGs in each cluster.

The sheets named “1”, “3”, “5”, “7”, “8”, “13”, “15” contain the information about the GO associated term to each cluster according to DAVID database.

How the deposited data were processed for this re-analysis (not part of the article)

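RNA from whole plantlets of WT, *lyk4* and the libraries labelled *LYK4-OE*, grown with or without SA187 on MS or on MS with 100 mM NaCl, was sequenced in 36 libraries, 3 for each of 12 groups. Libraries were grouped by the genotype, inoculation, medium and replicate number that their column names give.

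The authors trimmed paired stranded reads with Trimmomatic 0.36 after FASTQC, aligned them to TAIR10 with TopHat v2.1.1 and normalized the counts with DESeq2, and they name no counting tool. The values that the authors deposited are log2 of normalized count plus 1 for 24752 genes. Undoing the log gives whole multiples of 1 step per library, within a tolerance of 0.01 reads, so each library was divided by 1 factor and no gene length enters. The plan foresaw linear normalized counts and their log2 after adding 1, which is the scale as deposited, so the deposited log2 values entered the model unchanged.

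Differential expression was computed with limma 3.58.1 in R 4.3.3, by a linear model with 12 group means and empirical Bayes moderation with a trend. Genes with a mean of at least 10 normalized counts over all libraries were tested, 20803 in number, with Benjamini-Hochberg adjustment over them in each comparison. Genes were called at an adjusted p under 0.05 and a log2 fold change beyond 0.6. Compared were SA187 with mock in each genotype and medium, each line with WT in mock plants, the SA187 effects between genotypes and between media, and salt with MS in WT mock plants. The comparison of levels in plants with SA187 was added after the values were seen.

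Tests of sets used fry of limma, which tests the genes of a set by themselves. The alternative was camera with an estimated correlation, which compares the set with all other genes and so asks another question. Each adjusted p given with an estimated correlation is from camera. The set tests ran on the clusters that the paper's supplementary files list, of 1912 genes on MS and 803 on salt, as 19 tests adjusted together. They also ran on 22 lists written by hand, of the response to SA, microbial patterns, jasmonate, ethylene, auxin, hypoxia and ABA with salt, heat shock proteins, LysM receptors, root hairs, secondary wall, suberin and Casparian strip, flavonoids, xenobiotic detoxification, iron, starch, rRNA processing, sulfur, nitrate and phosphate, the clock, root tissue and photosynthesis in the shoot. The 396 list tests were adjusted together. The difference in *LYK4* between genotypes was tested by exact permutation within the 4 combinations of medium and inoculation.

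The genes named are those the paper names, in the text, a table or a primer list, whose values in the paper's tables had been seen. Others are the 6 largest and 6 most negative changes in each comparison of SA187 with mock and the 4 largest and 4 most negative in others, among called genes whose groups do not overlap, the 3 with the smallest adjusted p of each list and comparison, and the 3 with the smallest p of each cluster. A gene named under this rule for 1 comparison also has its values in others, and genes named outside it are said to have been chosen after their values were seen.

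Assigned reads per library ran from 21.3 to 183 M, recovered from the step of each library. The test was tried on simulated data with 200 genes changed in 3 libraries against 3. Alternatives tried were pseudocounts of 0.5 and 8, no filter on low values, quantile normalization, re-scaling by median ratios and replicate number as a block. Others were fits over the groups compared or over 1 medium, no trend, no limit on the fold change, each library left out in turn, and limma with voom weights on the recovered reads. Coordinates come from the TAIR10.1 annotation, and primers were matched to its sequence. Phenotypes, root measurements, bacterial counts and quantitative PCR were not analysed here, and salt cluster 11 was not tested as a set.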

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

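The splits of libraries behind the difference between media and the tests of tissue share, of exchanged labels and of an effect of salt were chosen after the result was seen.

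Genes that respond to SA rose with SA187 on MS and did not on salt, and the difference itself was tested. The effect on salt minus that on MS had a median log2 of -2.79 in WT (26 of 31 genes called lower, 30 when adjusted over the list alone, fry adjusted p = 2.2e-07), -2.16 in *lyk4* (21, 27 when adjusted over the list alone, fry adjusted p = 8.1e-06) and -2.34 in the libraries labelled *LYK4-OE* (19, 29 when adjusted over the list alone, fry adjusted p = 4.6e-06). A changed share of root and shoot tissue would lower the genes of one of these tissues by about as much and raise those of the other. Neither the root tissue list nor that of photosynthesis in the shoot fell. The lower of their 2 medians was 0.34 in WT, 0.50 in *lyk4* and 0.30 in *LYK4-OE*, which speaks against a changed share as the whole source. A part in it stays open, since the root tissue genes rose by a median of 0.83 in *lyk4*. An exchange of mock and SA187 labels on salt would turn the sign of the median on salt in WT, -0.86, and cannot be told apart, since no measure of the bacterium itself was analysed here. Of the genes of root hairs, which the paper reports as induced by SA187, *EXT6* was higher in the libraries labelled SA187 on salt in *lyk4*, at 2.39 (standard error 0.53, limma adjusted p = 0.0319). That call ended with voom weights. Its sign cannot decide on the labels, since the paper names it from a cluster formed from these libraries as labelled. In WT *EXT6* was not called, at 1.82 (standard error 0.53, limma adjusted p = 0.122). The root hair list did not pass in WT or *lyk4* (fry adjusted p = 0.587 and 0.214). Over all genes the effects on MS and on salt had a correlation of -0.23 in WT, -0.21 in *lyk4* and -0.047 in *LYK4-OE*. An effect of salt in the medium stays open, since the largest fry adjusted p over the genotypes, 8.1e-06, measures the pattern itself. Of 100 splits none of the others reached the real size in WT (2.79, highest other 2.25), *lyk4* (2.16, 1.74) or *LYK4-OE* (2.34, 1.88). This speaks against a chance fall of single libraries between the groups. Chance shared by all libraries of a group stays open, since the splits treat libraries as separate and nothing states separate cultures.

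Over all genes, the same tested difference between salt and MS called 698 genes in WT (108 higher on salt and 590 lower), 809 in *lyk4* (308 and 501) and 548 in *LYK4-OE* (89 and 459). Other splits called at most 347, 251 and 32, which leaves chance shared by all libraries of a group open in the same way. Leaving out libraries gave 432 without WT SA187 MS replicate 3 and 431 without WT mock salt replicate 1 for WT, 508 without *lyk4* mock MS replicate 2 and 414 without *lyk4* SA187 MS replicate 1 for *lyk4* and 357 without *LYK4-OE* mock salt replicate 3 for *LYK4-OE*.

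The paper gives no gene count for salt against MS without the bacterium, and in WT mock plants this comparison called 1564 genes, 647 higher and 917 lower on salt (highest other of the 10 splits, which are too few for a share under 0.05, 0). Genes of the root hair fell on salt in these plants, with a median log2 fold change of -2.07 and 16 of 24 called lower (17 when adjusted over the list alone, fry adjusted p = 3.1e-05, but adjusted p = 0.0856 with an estimated correlation). Genes of sulfur uptake and assimilation rose, with a median of 1.33 and 6 of 11 called higher (6 when adjusted over the list alone, fry adjusted p = 0.000383, but adjusted p = 0.173 with an estimated correlation).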

How the results depend on the processing

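Limma with voom weights on recovered reads and the comparison of *LYK4-OE* with WT in plants with SA187 were chosen after the values were seen.

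Over all alternatives, 350 values of clusters kept their direction and their side of the threshold, 26 no longer passed, 3 passed where the reported value did not and 15 changed sign, each of these last from a median that had not passed. Of the values of single genes given in the text 3270 kept both, 231 no longer passed, 50 passed where the reported value did not and 11 changed sign. Of the counts 300 stayed within 1.5 times the reported count and 61 did not, and *LYK4* kept its direction in all 33 settings tried. Below, X vs Y is the change from Y to X, and X minus Y a difference between 2 effects of SA187, and for the values that moved the cause was not tested. DESeq2 and edgeR were not run, and the recovered reads entered voom alone. Genes with a mean under 10 normalized counts were not tested, and at the depths of 21.3 to 183 M assigned reads a lower level limits single genes.

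Without the filter on low values the counts that moved were 42 for *lyk4* SA187 vs mock, salt, 8 for *lyk4* vs WT, mock, MS, 1 for *lyk4* minus WT, MS and 2 for *LYK4-OE* minus WT, MS. Without the trend they were 58 for WT SA187 vs mock, salt, 38 for *lyk4* SA187 vs mock, salt, 6 for *LYK4-OE* SA187 vs mock, salt and 83 for *LYK4-OE* vs WT, SA187, salt. In fits over the groups compared they were 446 for *lyk4* SA187 vs mock, MS, 174 for WT SA187 vs mock, salt, 191 for *lyk4* SA187 vs mock, salt, 32 for *LYK4-OE* SA187 vs mock, salt and 3 for *lyk4* vs WT, mock, MS. In fits over 1 medium they were 184 for WT SA187 vs mock, salt, 107 for *lyk4* SA187 vs mock, salt, 57 for *LYK4-OE* SA187 vs mock, salt, 1 for *lyk4* vs WT, mock, MS and 305 for *LYK4-OE* vs WT, SA187, salt. With voom weights they were 23 for *LYK4-OE* SA187 vs mock, salt and 2 for *lyk4* vs WT, mock, MS. Without a limit on the fold change the count that moved was 2408 for WT mock, salt vs MS. Over all 396 list tests, 45 passed an adjusted p of 0.05 with fry, 8 with camera and an estimated correlation and 6 with fry in fits over the groups compared. The tests that passed in an alternative need not be among the 45.

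Calls of single genes that ended numbered 20 in fits over the groups compared, 11 in fits over 1 medium, 18 without the trend, 12 without the filter on low values, 2 with quantile normalization, 2 with the pseudocount of 8 and 1 with that of 0.5. With voom weights 20 ended, given here with the limma adjusted p then. For *lyk4* SA187 vs mock, salt they were *AT1G05250* 0.577, *DTX1* 0.140, *EXT6* 0.761, *SAG13* 0.213, *CYP71A19* 0.119, *ACS7* 0.806, *FAF3* 0.233 and *AT5G65500* 0.214. For WT SA187 vs mock, MS they were *WAK3* 0.194, *PR1* 0.115, *COR15A* 0.166 and *CRK39* 0.0972. For salt minus MS, WT it was *PR1* 0.0513. For WT SA187 vs mock, salt they were *GLR2.2* 0.0873, *MOT1* 0.0760 and *CRK6* 0.0798. For *LYK4-OE* SA187 vs mock, MS they were *LYK5* 0.104 and *WRKY48* 0.0632. For *lyk4* SA187 vs mock, MS they were *IRT1* 0.0701 and *CESA4* 0.00806 with a log2 fold change of -0.58.

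Among medians of clusters, tested with fry, the pseudocount of 8 gave -0.41 (adjusted p = 0.0564) for MS cluster 3: *lyk4* minus WT, and quantile normalization 0.34 (adjusted p = 0.0942) for salt cluster 7: *lyk4* minus WT. Fits over 1 medium gave -0.44 (adjusted p = 0.110) for MS cluster 3: *lyk4* minus WT and 0.37 (adjusted p = 0.0662) for salt cluster 7: *lyk4* minus WT. Fits over the groups compared gave -0.44 (adjusted p = 0.225) for MS cluster 3: *lyk4* minus WT, 0.37 (adjusted p = 0.106) for salt cluster 7: *lyk4* minus WT, -0.62 (adjusted p = 0.0844) for salt cluster 3: *LYK4-OE* vs WT, mock, 0.65 (adjusted p = 0.0844) for salt cluster 5: *LYK4-OE* vs WT, mock and -1.18 (adjusted p = 0.0683) for salt cluster 13: WT SA187 vs mock. Voom weights gave -0.47 (adjusted p = 0.0702) for MS cluster 3: *lyk4* minus WT, -0.035 (adjusted p = 0.908) for MS cluster 11: *LYK4-OE* minus WT, 0.37 (adjusted p = 0.115) for salt cluster 7: *lyk4* minus WT and 0.0011 (adjusted p = 0.908) for salt cluster 13: *LYK4-OE* vs WT, mock, where the values for cluster 11 and for mock plants in cluster 13 turned sign.

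With the replicate block, in which replicate number is added to the model, the counts that moved were 167 for WT SA187 vs mock, salt, 112 for *lyk4* SA187 vs mock, salt, 38 for *LYK4-OE* SA187 vs mock, salt, 23 for *LYK4-OE* vs WT, mock, salt and 262 for *LYK4-OE* vs WT, SA187, salt. No call of a cluster changed with it, 50 list tests passed, and 8 values of single genes given in the text gained a call. The numbers are shared between groups, and the deposited column names carry a further tag that follows the number in all 12 groups. What this tag stands for is not stated. Residuals correlate at a mean of 0.033 between libraries with 1 number and -0.016 between different numbers. Of 36 libraries 28 lie closest to their own number. A batch shared by libraries of 1 number therefore stays open, and the main model has no term for it.

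When 1 library was left out the counts ran from 470 to 996 for WT SA187 vs mock, MS, 406 to 1030 for *lyk4* SA187 vs mock, MS, 36 to 156 for WT SA187 vs mock, salt, 18 to 103 for *lyk4* SA187 vs mock, salt and 2 to 16 for *LYK4-OE* SA187 vs mock, salt. Between genotypes they ran from 2 to 21 for *lyk4* vs WT, mock, MS, 9 to 29 for *LYK4-OE* vs WT, mock, MS, 10 to 24 for *LYK4-OE* vs WT, mock, salt, 0 to 1 for *lyk4* minus WT, MS, 0 to 10 for *LYK4-OE* minus WT, salt and 51 to 243 for *LYK4-OE* vs WT, SA187, salt. Between media they ran from 431 to 1010 for salt minus MS, WT, 414 to 992 for salt minus MS, *lyk4* and 357 to 596 for salt minus MS, *LYK4-OE*. On MS the medians ran from -0.65 to -0.32 for MS cluster 3: *lyk4* minus WT, -0.43 to -0.17 for MS cluster 15: *lyk4* minus WT, -0.41 to -0.14 for MS cluster 4: *LYK4-OE* minus WT, -0.076 to 0.20 for MS cluster 10: *LYK4-OE* minus WT, -0.29 to 0.048 for MS cluster 11: *lyk4* minus WT, -0.17 to 0.15 for MS cluster 11: *LYK4-OE* minus WT and -0.24 to 0.013 for MS cluster 14: *LYK4-OE* minus WT. On salt they ran from 0.29 to 0.45 for salt cluster 7: *lyk4* minus WT, -0.26 to 0.030 for salt cluster 3: *LYK4-OE* minus WT, 0.50 to 0.78 for salt cluster 5: *LYK4-OE* vs WT, mock and -0.16 to 0.090 for salt cluster 13: *LYK4-OE* vs WT, mock. When libraries were left out, single genes with a turned sign ranged from -0.045 to 1.02 for EXT6: *lyk4* minus WT, salt, -1.44 to 0.27 for RLP21: *lyk4* minus WT, MS, -0.12 to 0.47 for CRK4: *lyk4* minus WT, MS, -0.47 to 0.23 for CYP705A12: *LYK4-OE* SA187 vs mock, salt, -0.45 to 0.10 for CYP705A12: *lyk4* minus WT, salt, -0.41 to 0.0038 for BIR1: *lyk4* minus WT, MS and -0.028 to 0.20 for FLA12: WT SA187 vs mock, salt.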

Differences from the paper's values

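Of the settings here, limma with voom weights on recovered reads, the ratios of mean levels and the rounding were chosen after the values were seen.

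On salt the paper gives 819 genes changed with SA187 in at least 1 genotype at an adjusted p under 0.05 and a log2 fold change beyond 0.6, with DESeq2 as its test. At the same thresholds limma on log2 values gave a count of 139 here. The test thus differs as well, DESeq2 was not run here, and its part in the gap was not measured. The count here differed from 819 under each alternative set before the data were examined: 143 with a pseudocount of 0.5, 154 with a pseudocount of 8, 106 without the filter on low values, 134 with quantile normalization and 139 with re-scaling by median ratios. It was 228 with the replicate block, 293 in fits over the groups compared, 249 over 1 medium, 74 without the trend, 169 without a limit on the fold change, and 91 to 190 when libraries were left out. The paper's supplementary file lists 18 genes in salt cluster 11, where the text gives 34, and no alternative applies to this count.

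The paper's table of RNA-seq values for the genes measured by quantitative PCR gives levels with and without SA187, from which log2 ratios of SA187 to mock were formed here. The values here are differences of mean log2 values, which is another statistic. The table's levels are also on another scale. In WT mock plants on MS it prints 0.9 for *PIN6* and 17.8 for *PRP3*, against mean normalized counts of 167 and 565 here. How its levels were normalized is not stated, and the part of this in the differences was not measured. Of the 72 ratios 23 differed by more than the spread between replicates or in sign, 13 of them in sign. With log2 ratios of mean levels here too, chosen after the values were seen, 20 differed, 10 of them in sign, and the difference ended for *NATA1* on MS in each genotype. The table prints levels to 1 decimal, and rounding alone, considered after the values were seen, can end 5 of the 23, *XTH7* in *LYK4-OE* on MS, *PIN6* in *lyk4* on salt, *PIN6* in *LYK4-OE* on MS, *NRT2.1* in WT on salt and *NATA1* in *lyk4* on MS. The paper's value stands before the value here in each pair below. Under none of the alternatives set before the data were examined did the difference end for the next pairs. *RLP23* gave 3.75 and 3.47 in *LYK4-OE* on MS. *STZ* gave -0.37 and 0.99 in WT on MS, -0.20 and 1.20 in *lyk4* on MS and -0.25 and 0.75 in *LYK4-OE* on MS. *PIN6* gave 0.64 and -0.21 in WT on MS, -1.0 and -0.40 in *lyk4* on MS, 1.19 and 0.91 in *lyk4* on salt and 0.12 and -0.24 in *LYK4-OE* on MS. *SAUR54* gave 0.25 and -0.56 in *LYK4-OE* on MS. *ERF105* gave -0.37 and 0.37 in *LYK4-OE* on salt. *PUB23* gave 0.68 and 0.57 in WT on salt and 0.96 and 0.55 in *LYK4-OE* on MS. The paper's table prints the same levels for *ERF105* and *NRT2.1* in *LYK4-OE* on salt, which leaves open whether that value of *ERF105* is its own. For the remaining pairs it ended, of those settings, under the ones named and no other. *XTH7* in *LYK4-OE* on MS gave -0.12 and -0.24, ending at -0.17 without *LYK4-OE* mock MS replicate 3 and -0.17 without *LYK4-OE* SA187 MS replicate 3. *STZ* in *LYK4-OE* on salt gave -0.41 and 0.11, ending at -0.31 without *LYK4-OE* mock salt replicate 2 and -0.13 without *LYK4-OE* SA187 salt replicate 2. *PIN7* in *lyk4* on salt gave 0.17 and 0.37, ending at 0.31 without *lyk4* mock salt replicate 1 and 0.28 without *lyk4* SA187 salt replicate 1. *NRT2.1* in WT on salt gave 1.42 and 0.82, ending at 1.17 without WT mock salt replicate 2 and 0.96 without WT SA187 salt replicate 1. *ERF105* in WT on MS gave -0.24 and 0.035, ending at -0.26 and -0.049 without WT mock MS replicates 1 and 3 and -0.28 and -0.17 without WT SA187 MS replicates 1 and 3. *ERF105* in *lyk4* on salt gave -0.28 and 0.12, ending at -0.21 without *lyk4* mock salt replicate 2 and -0.049 without *lyk4* SA187 salt replicate 1. *NATA1* in WT on MS gave -0.55 and 0.12, or -0.31 as a ratio of mean levels, ending at -0.42 with quantile normalization, -1.56 without WT mock MS replicate 2 and -1.33 without WT SA187 MS replicate 3. *NATA1* in *lyk4* on MS gave 0.061 and -0.072, or 0.19 as a ratio of mean levels, ending at 0.0038 with quantile normalization, 0.0019 without *lyk4* mock MS replicate 3 and 0.35 and 0.086 without *lyk4* SA187 MS replicates 2 and 3. *NATA1* in *LYK4-OE* on MS gave -1.53 and 0.33, or -1.40 as a ratio of mean levels, ending at -0.34 with pseudocount 8 and -1.59 without *LYK4-OE* mock MS replicate 2. *PUB23* in *lyk4* on MS gave 0.47 and 0.31, ending at 0.33 without *lyk4* mock MS replicate 2 and 0.42 without *lyk4* SA187 MS replicate 2. *PUB23* in *lyk4* on salt gave 0.22 and 0.48, ending at 0.43 without *lyk4* mock salt replicate 2 and 0.41 and 0.37 without *lyk4* SA187 salt replicates 1 and 2. With voom weights, chosen after the values were seen, the difference ended for *XTH7* in *LYK4-OE* on MS (-0.24), *STZ* in *LYK4-OE* on salt (-0.056), *NATA1* in *lyk4* on MS (4.7e-05), *PUB23* in *lyk4* on MS (0.35) and *PUB23* in *lyk4* on salt (0.44). A difference came up for *NRT2.1* in *LYK4-OE* on MS (2.13 and 1.65).

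The text describes the genes of MS cluster 14 as induced by SA187, and here their median was below 0 in each genotype (-0.70, -0.86 and -0.81 in WT, *lyk4* and *LYK4-OE*), while those of cluster 11, which it describes alike, were above 0. It describes cluster 3 as induced more strongly in *lyk4*, where the SA187 effect here was smaller than in WT by a median of -0.44, although the level without SA187 was higher. It singles out *LYK4-OE* for the induction of cluster 4, where the median here was 0.78, against 0.96 in WT and 0.76 in *lyk4*. It describes the genes of salt cluster 13 as not regulated by SA187 and strongly higher in *LYK4-OE*, and here their median with SA187 was -1.18 in WT and -1.01 in *lyk4*, and they were higher in *LYK4-OE* than in WT by a median of 1.00 in plants with SA187.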

Other observations

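The draws of clusters with exchanged labels and the splits of 3 libraries against 3 were chosen before their results were seen, and the tests of the *LYK4* libraries, the other splits and the comparison of *LYK4-OE* with WT in plants with SA187 after.

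In WT mock plants the wall protein genes of root hairs *EXT10* (AT5G06640) and *EXT6* (AT2G24980) had log2 fold changes of -6.07 (standard error 0.90, limma adjusted p = 1.4e-05) and -4.51 (standard error 0.53, limma adjusted p = 3.4e-07) on salt against MS, the first near the floor of the counts on salt. The proline-rich protein gene *PRP1* (AT1G54970) fell, at -5.77 (standard error 0.88, limma adjusted p = 2.4e-05), as did the nitrate reductase gene *NIA1* (AT1G77760), at -2.49 (standard error 0.18, limma adjusted p = 9.4e-11). The sulfur assimilation gene *APR3* (AT4G21990) rose by 1.33 (standard error 0.16, limma adjusted p = 6.9e-07), the vacuolar sulfate exporter gene *SULTR4;2* (AT3G12520) by 1.43 (standard error 0.19, limma adjusted p = 4.0e-06) and the proline synthesis gene *P5CS1* (AT2G39800) by 2.05 (standard error 0.41, limma adjusted p = 0.000884). The 9 genes of nitrate and phosphate had a median of -0.58 (fry adjusted p = 0.00208, but adjusted p = 0.435 with an estimated correlation). Genes of the SA response were higher on salt without SA187, at a median of 0.68 (fry adjusted p = 0.00556, but adjusted p = 0.361 with an estimated correlation), and the SA marker *PR2* (AT3G57260) rose by 4.27 (standard error 0.44, limma adjusted p = 4.2e-08). Genes of xenobiotic detoxification stood at a median of 0.40 (fry adjusted p = 0.0160, but adjusted p = 0.464 with an estimated correlation), a call that ended with a fry adjusted p of 0.100 without WT mock MS replicate 2 and 0.0783 without WT mock salt replicate 1. Suberin genes were lower, at a median of -0.49 (fry adjusted p = 0.00631, but adjusted p = 0.301 with an estimated correlation).

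The jasmonate marker *CORI3* (AT4G23600) fell with SA187 on MS in each genotype, at -2.50 (standard error 0.34, limma adjusted p = 6.4e-06) in WT, -1.73 (standard error 0.34, limma adjusted p = 0.00136) in *lyk4* and -2.08 (standard error 0.34, limma adjusted p = 0.000102) in *LYK4-OE*. The 25 jasmonate genes did not pass as a list in any of the 6 comparisons of SA187 with mock (smallest fry adjusted p = 0.214). Nor did the 9 hypoxia genes (smallest 0.335), the 7 heat shock genes (0.206), the 17 clock genes (0.335) or the 21 genes of photosynthesis in the shoot (0.205). Sulfur genes were lower with SA187 on salt in WT, at a median of -0.78 with 1 called lower (6 when adjusted over the list alone, fry adjusted p = 0.0179, but adjusted p = 0.172 with an estimated correlation), and *APR3* had -0.92 (standard error 0.16, limma adjusted p = 0.00265). The call of that list ended with a fry adjusted p of 0.105 and 0.0724 without WT mock salt replicates 1 and 3 and 0.0510 and 0.0614 without WT SA187 salt replicates 1 and 2.

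Further lists differed in the SA187 effect between salt and MS. In *lyk4* the genes of the root hair had a median difference of 1.51 (fry adjusted p = 0.0199), of iron 0.78 (fry adjusted p = 0.00909), of the secondary wall 0.43 (fry adjusted p = 0.00909), of auxin 0.56 (fry adjusted p = 0.0219) and of LysM receptors -0.34 (fry adjusted p = 0.0138). With camera and an estimated correlation none of them passes, with adjusted p = 0.284, 0.198, 0.262, 0.297 and 0.294 in the same order. The root hair call ended with a fry adjusted p of 0.0673 without *lyk4* mock MS replicate 2, 0.0636 without *lyk4* SA187 MS replicate 2 and 0.0524 without *lyk4* mock salt replicate 3. The auxin call ended with 0.0750 without *lyk4* mock MS replicate 3, 0.0502 without *lyk4* SA187 MS replicate 1, 0.0604 without *lyk4* mock salt replicate 1 and 0.0679 and 0.0501 without *lyk4* SA187 salt replicates 1 and 2, and the LysM call with 0.0502 without *lyk4* SA187 MS replicate 1 and 0.0587 without *lyk4* SA187 salt replicate 2. In WT the pattern-induced genes had a median difference of -0.85 (fry adjusted p = 0.0155, or 0.0576 without WT SA187 MS replicate 3 and 0.0638 without WT mock salt replicate 1) and the LysM receptors -0.16 (fry adjusted p = 0.00556), with adjusted p = 0.280 and 0.198 with an estimated correlation. Over the alternatives this LysM median in WT ran from -0.33 to -0.044. In *LYK4-OE* the root tissue genes had 0.52 (fry adjusted p = 0.0135, or 0.0544 without *LYK4-OE* SA187 MS replicate 3), the root hair genes 1.37 (fry adjusted p = 0.0454) and the suberin genes 0.62 (fry adjusted p = 0.0448), with adjusted p = 0.211, 0.330 and 0.342 with an estimated correlation. Those of the root hair ended with 0.0639 and 0.115 without *LYK4-OE* mock MS replicates 2 and 3, 0.112 and 0.111 without *LYK4-OE* SA187 MS replicates 1 and 3, 0.0501 and 0.172 without *LYK4-OE* mock salt replicates 2 and 3 and 0.100 and 0.0843 without *LYK4-OE* SA187 salt replicates 2 and 3. Those of suberin ended with 0.0743, 0.0580 and 0.0896 without *LYK4-OE* mock MS replicates 1, 2 and 3, 0.131 and 0.0972 without *LYK4-OE* SA187 MS replicates 1 and 3, 0.132 and 0.0704 without *LYK4-OE* mock salt replicates 1 and 2 and 0.102 and 0.0935 without *LYK4-OE* SA187 salt replicates 2 and 3.

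Clusters of genes differed between genotypes in the effect of SA187 while no single gene passed the test of the difference. Clusters formed again after an exchange of genotype labels differed as much as with the real labels in 34 of 51 draws on MS (real 0.90, highest 1.95) and 47 of 51 on salt (0.64, 1.85), the real one included, so forming clusters from these values is a candidate explanation on both media. Too little power for single genes cannot be told apart from it, since 47% of simulated genes changed by a log2 of 1 were called for the difference of *lyk4* from WT on MS. No biological explanation was tested for this pattern beyond the genotype itself.

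*LYK4* transcripts were not higher in the libraries labelled *LYK4-OE*. Wild-type plants under this label are argued against by 9 genes called in the same direction against WT in all 4 combinations of medium and inoculation, which were named after their values were seen: AT2G07215, *APD4*, *APD3*, AT3G20610 and *ARP9* higher, and AT3G25150, AT3G61200, AT5G18800 (log2 fold changes from -2.69 to -3.12) and AT5G55550 lower. With a transgene that is expressed and counted at this gene, exchanged *LYK4-OE* and *lyk4* labels would make *LYK4* higher in the libraries labelled *lyk4*. The highest of the 4 log2 differences of *LYK4* there was -0.78, which argues against an exchange in that case only. A loss of the transgene's expression, or a transgene transcript that is not counted at the annotated gene, was not tested and stays open, and no biological explanation was tested. In *lyk4* 1 gene was called in all 4 combinations, AT5G11330, lower with log2 fold changes from -0.93 to -1.33, and on salt mock plants differed from WT in 3 genes, AT5G11330 and AT1G20270 lower and *ILA* higher, all named after their values were seen.

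With 3 libraries against 3 the splits are too few for a share under 0.05. The genes called with SA187 on MS, with the highest other split in parentheses, were 717 (2) in WT, 850 (10) in *lyk4* and 769 (0) in *LYK4-OE*, and on salt 103 (0), 69 (3) and 15 (5). The lists past the test in each comparison alone were 5 (0), 11 (4) and 10 (0) on MS and 5 (0), 1 (0) and 1 (1) on salt. In mock plants *lyk4* differed from WT in 5 (5) genes on MS and 3 (0) on salt, and *LYK4-OE* in 11 (22) and 14 (1), and in plants with SA187 on salt in 144 (6). The sizes of the medians on salt were 1.18 (0.93) for SA187 in WT in cluster 13, and between *LYK4-OE* and WT mock plants 0.62 (0.45) in cluster 3, 0.65 (0.47) in cluster 5 and 0.077 (0.40) in cluster 13, where 7 splits were as large.

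For the differences between genotypes 100 splits were drawn, and the number as large, the real one included, is followed by the size of the real median and the highest other. On salt few splits were as large for *lyk4* against WT in cluster 1 (1, 0.44, 0.38) and cluster 7 (3, 0.37, 0.44), and against *LYK4-OE* in cluster 7 (1, 0.46, 0.39), but the study had grouped these genes by the same values, which favours the real split, so chance is not excluded there. It cannot be excluded on MS for *lyk4* against WT in cluster 3 (10, 0.44, 0.73), cluster 11 (73, 0.10, 0.59), cluster 14 (51, 0.15, 0.58) and cluster 15 (12, 0.30, 0.46). Nor can it for *LYK4-OE* against WT in cluster 4 (17, 0.27, 0.48), cluster 10 (76, 0.064, 0.43), cluster 11 (93, 0.030, 0.39), cluster 14 (47, 0.14, 0.31) and cluster 15 (39, 0.12, 0.30) on MS. On salt it cannot in cluster 3 (83, 0.086, 0.79), cluster 5 (10, 0.49, 0.71) and cluster 15 (28, 0.29, 0.56).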
